# Mouse models to investigate in situ cell fate decisions induced by p53

**DOI:** 10.1038/s44318-024-00189-z

**Published:** 2024-08-19

**Authors:** Elizabeth Lieschke, Annabella F Thomas, Andrew Kueh, Georgia K Atkin-Smith, Pedro L Baldoni, John E La Marca, Savannah Young, Allan Shuai Huang, Aisling M Ross, Lauren Whelan, Deeksha Kaloni, Lin Tai, Gordon K Smyth, Marco J Herold, Edwin D Hawkins, Andreas Strasser, Gemma L Kelly

**Keywords:** Apoptosis, Cell Cycle Arrest, Cancer, p53/TRP53/TP53, Reporter Mice, Autophagy & Cell Death, Cancer, Methods & Resources

## Abstract

Investigating how transcription factors control complex cellular processes requires tools that enable responses to be visualised at the single-cell level and their cell fate to be followed over time. For example, the tumour suppressor p53 (also called TP53 in humans and TRP53 in mice) can initiate diverse cellular responses by transcriptional activation of its target genes: *Puma* to induce apoptotic cell death and *p21* to induce cell cycle arrest/cell senescence. However, it is not known how these processes are regulated and initiated in different cell types. Also, the context-dependent interaction partners and binding loci of p53 remain largely elusive. To be able to examine these questions, we here developed knock-in mice expressing triple-FLAG-tagged p53 to facilitate p53 pull-down and two p53 response reporter mice, knocking tdTomato and GFP into the *Puma/Bbc3* and *p21* gene loci, respectively. By crossing these reporter mice into a p53-deficient background, we show that the new reporters reliably inform on p53-dependent and p53-independent initiation of both apoptotic or cell cycle arrest/senescence programs, respectively, in vitro and in vivo.

## Synopsis

The respective contribution of tumour suppressor p53-activated cellular response pathways to prevention of tumour development remains debated. This resource introduces three novel mouse strains for studying p53’s interaction biochemistry and for assessing its contribution to cell cycle arrest and apoptosis in vitro and in vivo.

- Knock-in mice expressing N-terminally triple-FLAG tagged p53 facilitate identification of p53-interacting proteins and of genomic p53 binding sites.
- Knock-in mice expressing a p21-IRES-GFP reporter allow in situ imaging of p21-initiated cell cycle arrest and cell senescence in response to p53-dependent and p53-independent stimuli.
- Knock-in mice expressing a Puma-tdTomato allow in situ imaging of PUMA-initiated apoptotic programs activated in response to p53-dependent and p53-independent stimuli.

## Abstract (web summary)

Novel p53 knock-in and p53 target gene mouse strains enable interaction proteomics, DNA binding studies, as well as the imaging of p53 contributions to cell cycle arrest and apoptosis in situ.

## Introduction

The tumour suppressor TP53/TRP53 (also called p53) is a transcription factor that, in response to diverse stresses, such as oncogene activation, DNA damage or nutrient deprivation, activates an array of cellular responses to prevent tumour development. TP53/TRP53 binds as a homo-tetramer to a consensus motif that is present in the regulatory regions of ~500 direct target genes (el-Deiry et al, 1992; Funk et al, 1992; Riley et al, 2008). By controlling the expression of these target genes, TP53/TRP53 activates pathways to apoptotic cell death, cell cycle arrest/cell senescence, DNA damage repair and adaptation of cellular metabolism (Boutelle and Attardi, 2021; Kastenhuber and Lowe, 2017; Levine, 2020; Vousden and Lane, 2007). Amongst the proteins encoded by TP53/TRP53 direct target genes, the pro-apoptotic BH3-only proteins PUMA and (to a lesser extent NOXA) are essential to initiate TP53/TRP53-induced apoptosis (Jeffers et al, 2003; Villunger et al, 2003) and, conversely, the cyclin-dependent kinase inhibitor p21 is critical for TP53/TRP53-induced cell cycle arrest and cellular senescence (Deng et al, 1995).

It has not been resolved which cellular processes activated by TP53/TRP53 are critical for its tumour suppressive functions. It appears likely that the relative importance of the different TP53/TRP53-activated cellular responses for tumour suppression may vary between cell types undergoing neoplastic transformation and with respect to the nature of the oncogenic lesions that drive tumorigenesis (Kastenhuber and Lowe, 2017; Thomas et al, 2022). For example, defects in apoptosis caused by the loss of the pro-apoptotic TRP53 target gene *Bbc3* that encodes PUMA accelerate c-MYC-driven lymphomagenesis (Hemann et al, 2004; Michalak et al, 2009), but TRP53 can also prevent tumour development in the absence of its ability to induce apoptosis and cell cycle arrest/cell senescence (Brady et al, 2011; Li et al, 2012; Valente et al, 2013). Unbiased RNA interference-based functional screens in primary cells in mice revealed that coordination of DNA damage repair is critical for TRP53-mediated suppression of spontaneous tumour development (Janic et al, 2018). This agrees with the extensive genomic aberrations found in many mutant TP53-driven human cancers (Boutelle and Attardi, 2021; Kastenhuber and Lowe, 2017; Levine, 2020; Vousden and Lane, 2007).

Of note, it has not been resolved why upon activation of TP53/TRP53, some non-transformed cells, for example, lymphoid ones, will undergo apoptosis (Clarke et al, 1993; Lowe et al, 1993; Strasser et al, 1994) whereas others, such as fibroblasts, do not die but instead undergo cell cycle arrest and cell senescence (Deng et al, 1995). It has been stated that cell fate is simply determined by *Puma* expression being induced by TP53/TRP53 only in those cells that will die but not in the cells that will survive and undergo cell cycle arrest/senescence (Boutelle and Attardi, 2021; Kastenhuber and Lowe, 2017; Levine, 2020; Vousden and Lane, 2007). This view has, however, been challenged by transcriptional analyses showing that TP53/TRP53 activation causes an increase in *Puma* and *p21* mRNA in both cell types that die and ones that survive and undergo cell cycle arrest (Brady et al, 2011; Moyer et al, 2020; Valente et al, 2016). Single-cell RNAseq analysis can identify which sets of genes are induced in an individual cell after TP53/TRP53 activation, but this technique does not allow follow-up analysis of the fate of such a cell because they need to be lysed to extract the RNA.

To advance research on the functions of TP53/TRP53, and on cell fate determination more generally, we have generated new mouse strains as powerful resources for future investigations. Knock-in of a triple-FLAG tag at the N-terminus of TRP53 did not affect its function but allowed for reliable CUT&RUN as well as proteomic analyses using antibodies against FLAG. Reporter mice with knock-in of GFP into the *Cdkn1a/p21* locus or knock-in of tdTomato into the *Bbc3/Puma* locus, respectively, allow for reliable detection of TRP53-dependent, as well as TRP53-independent, induction of these critical inducers of cell cycle arrest/cell senescence or apoptosis, respectively, in vitro and even in live animals. This illustrates the considerable potential of these new mouse resources, which will generally be made available for future exploration into TRP53 and other regulators of cell fate.

## Results

### N-terminally triple-FLAG tagged TRP53 mice

Although several high-quality TP53/TRP53 chromatin immunoprecipitation (ChIP) and CUT&RUN data sets have been published (Delbridge et al, 2019; Hafner et al, 2020; Kenzelmann Broz et al, 2013; Li et al, 2020; Resnick-Silverman et al, 2023; Sanchez et al, 2014), the rabbit antiserum used in most of these studies is a non-renewable resource. Therefore, and since several laboratories, including ours, have found other commercially available antibodies against TP53/TRP53 not well suited for ChIP and CUT&RUN analyses, we developed a novel mouse resource that allows for reproducible pull-down of TRP53 proteins for this and other applications. To this end, we inserted a triple-FLAG tag at the N-terminus of TRP53 in its endogenous locus in mice on a C57BL/6 background (Fig. 1A). PCR analysis and DNA sequencing confirmed correct targeting of the *Trp53* gene locus (Figs. 1B and EV1A).

**Figure 1:**
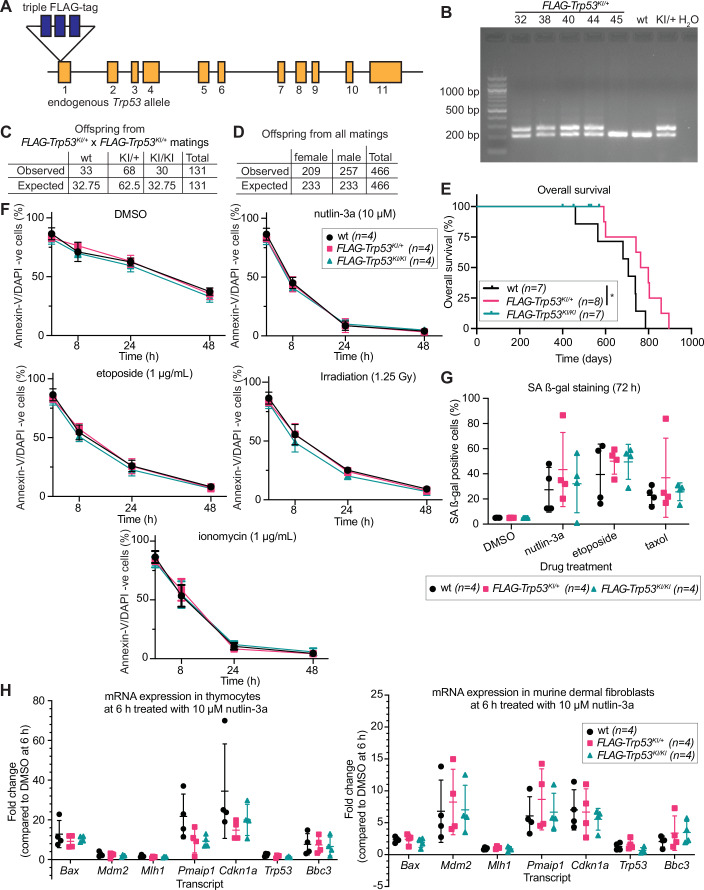
The addition of an N-terminal triple-FLAG tag into the *Trp53* locus does not perturb the TRP53 function. (**A**) Schematic of the structure of the genetically modified *Trp53* allele. The coding sequence for the triple-FLAG tag was inserted after the start codon of the *Trp53* gene. (**B**) PCR analysis showing correct insertion of the coding sequences for the triple-FLAG tag into the genetically modified *Trp53* allele. A band of 225 bp indicates the presence of a wt (unmodified) allele. A band of 291 bp indicates a *FLAG-Trp53* allele. Each lane represents DNA taken from an individual mouse (#32, 38, 40, 44, 45) followed by DNA from a control wt mouse, control DNA from a *FLAG-Trp53*^*KI/+*^ mouse, and a water-only control. (**C**) Table with observed and expected genotype distribution from inter-crosses of heterozygous *FLAG-Trp53*^*KI/+*^ mice. (**D**) Table with observed and expected sex distribution from all matings that could give rise to *FLAG-Trp53*^*KI/+*^*or FLAG-Trp53*^*KI/KI*^ mice. Frequencies compared by Chi-square test p = 0.0262. (**E**) Kaplan–Meier survival curve showing overall survival of wt, *FLAG-Trp53*^*KI/+*^, and *FLAG-Trp53*^*KI/KI*^ mice. Differences in animal survival were compared using the Log-rank (Mantle–Cox) test, *p values ≤0.05. Mice were censored if harvested when healthy for use in experiments. (**F**) Thymocytes from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice were treated for 48 h in vitro with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 1 µg/mL ionomycin or exposed to one dose of 1.25 Gy γ-radiation and then kept for 48 h in culture. Cell viability was measured at various time points by flow cytometry after staining with fluorochrome-conjugated annexin-V and DAPI. The percentages of live, i.e. annexin-V/DAPI double-negative cells, are plotted. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. Data were presented as mean ± SD. *n* = 4 mice of each genotype. (**G**) Mouse dermal fibroblasts (MDFs) were derived from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice and treated for 72 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 250 nM taxol. Cellular senescence was measured as a percentage of fluorescein-di-β-d-galactopyranoside (FDG) positive cells by flow cytometry. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. Data were presented as mean ± SD. *n* = 4 mice of each genotype. (**H**) RNA was extracted from thymocytes and MDFs from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice after they had been treated for 6 h with DMSO (vehicle control) or 10 µM nutlin-3a in vitro. qRT-PCR was performed to determine the mRNA levels of the TRP53 target genes *Bax, Mdm2, Mlh1, Pmaip1/Noxa, Cdkn1a/p21, Bbc3/Puma*, and the *Trp53* mRNA levels. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. The data were plotted as fold-change of drug-treated compared to DMSO-treated cells. Data were presented as mean ± SD. *n* = 4 mice of each genotype. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. All statistical tests were non-significant (i.e. had a *p* value >0.05). Source data are available online for this figure.

**Figure EV1:**

Extra data related to *FLAG-Trp53* mice. (**A**) Next-generation sequencing results for the inserted sequences encoding the triple-FLAG tag in the F1 generation of *FLAG-Trp53*^*KI/+*^ mice. Each line represents the reads from 1 independent F1 mouse. A black dot indicates a matching base in the sequencing reads compared to the reference sequence. (**B**) Representative histology from aged wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice at the time of harvest. No tumour samples showed TRP53 staining by immunohistochemistry, indicating that they did not have mutant TRP53 driving their malignancy. Scale bar = 100 um. (**C**) RNA was extracted from thymocytes and MDFs from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice that had been treated for 6 h with DMSO (vehicle control) or 1.25 Gy γ-radiation in vitro. qRT-PCR analysis was performed to determine the mRNA levels of the TRP53 target genes *Bax, Mdm2, Mlh1, Pmaip1/Noxa, Cdkn1a/p21, Bbc3/Puma* and the *Trp53* mRNA levels. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. The data were plotted as fold-change compared to DMSO-treated samples. Data were presented as mean ± SD. *n* = 4 mice of each genotype and treatment. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. All statistical tests showed that differences were not significant (had a *p* value >0.05).

On a C57BL/6 background, around 60–75% of female *Trp53*^*−/−*^ mice die during embryogenesis due to defects in neural tube closure (Delbridge et al, 2019; Jacks et al, 1994), and 100% of *Trp53*^*−/−*^ mice (or mice with hypomorphic alleles of *Trp53*) develop cancer, mostly thymic T cell lymphoma, within 300 days (Donehower et al, 1992; Jacks et al, 1994; Valente et al, 2013). Notably, inter-crosses of heterozygous hereafter called *FLAG-Trp53*^*KI/+*^ mice yielded homozygous *FLAG-Trp53*^*KI/KI*^ as well as heterozygous *FLAG-Trp53*^*KI/+*^ mice and wt mice at the expected Mendelian ratio (1:2:1) (Fig. 1C) with a roughly 1:1 sex distribution (Fig. 1D; *p* value = 0.0262). Moreover, of 7 *FLAG-Trp53*^*KI/KI*^ homozygous and 9 *FLAG-Trp53*^*KI/+*^ heterozygous mice followed for up to 12-24 months, none developed cancer (Figs. 1E and EV1B; Appendix Table S1). Collectively, these findings demonstrate that the knock-in of the triple-FLAG tag at the N-terminus does not impair critical functions of TRP53 in embryogenesis or tumour suppression in *FLAG-Trp53*^*KI*^ mice.

Functional assays confirmed that cells from the *FLAG-Trp53*^*KI/KI*^ homozygous mice exhibited normal responses to stimuli that activate TRP53 or act in a TRP53-independent manner. Murine thymocytes spontaneously undergo apoptosis in vitro, which can be accelerated by TRP53-activating stimuli as well as stimuli that promote apoptosis through TRP53-independent processes (Strasser et al, 1991). Upon treatment with etoposide, γ-irradiation or the MDM2 inhibitor nutlin-3a (Vassilev et al, 2004) (all TRP53-dependent apoptotic stimuli) or ionomycin (TRP53-independent apoptotic stimulus) in culture, thymocytes from *FLAG-Trp53*^*KI/KI*^ and *FLAG-Trp53*^*KI/+*^ mice underwent apoptosis at the same rate as those from wt mice (Fig. 1F). Moreover, upon treatment with nutlin-3a, etoposide or taxol, cultured mouse dermal fibroblasts (MDFs) from *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice entered cellular senescence-like MDFs from wt mice (Fig. 1G). Consistent with normal function of FLAG-TRP53 protein, substantial induction of classical TRP53 target genes, such as *Cdkn1a/p21*, *Puma/Bbc3, Bax, Mlh1, Mdm2, Pmaip1/Noxa* and *Trp53* itself was observed in thymocytes and MDFs from *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice 6 h after treatment with nutlin-3a (Fig. 1H) or γ-radiation (Fig. EV1C).

Western blot analysis was performed on extracts from *FLAG-Trp53*^*KI/KI*^, *FLAG-Trp53*^*KI/+*^ and wt thymocytes to detect the wt TRP53 and the FLAG-TRP53 proteins in cells. In untreated thymocytes the levels of both wt TRP53 and FLAG-TRP53 were very low but they both increased substantially, and importantly comparably, after treatment with nutlin-3a or γ-radiation (Fig. 2A). Antibodies against TRP53 detected both the wt TRP53 as well as the FLAG-TRP53 proteins, the latter exhibiting higher molecular weight, as expected (Fig. 2A). In contrast, antibodies against FLAG detected only the FLAG-TRP53 proteins in the thymocytes from the *FLAG-Trp53*^*KI/KI*^ and *FLAG-Trp53*^*KI/+*^ mice (Fig. 2A). A similar pattern was seen in MDFs from *FLAG-Trp53*^*KI/+*^ mice, *FLAG-Trp53*^*KI/KI*^ mice, and wt mice, treated with nutlin-3a, etoposide or taxol (Fig. 2B). We also confirmed that the addition of a triple-FLAG tag at the N-terminus did not affect the stability and degradation of the TRP53 protein (Fig. 2C,D). Overall, these data demonstrate that FLAG-TRP53 protein is expressed in unstressed, as well as stressed, cells at levels comparable to wt TRP53 protein.

**Figure 2:**
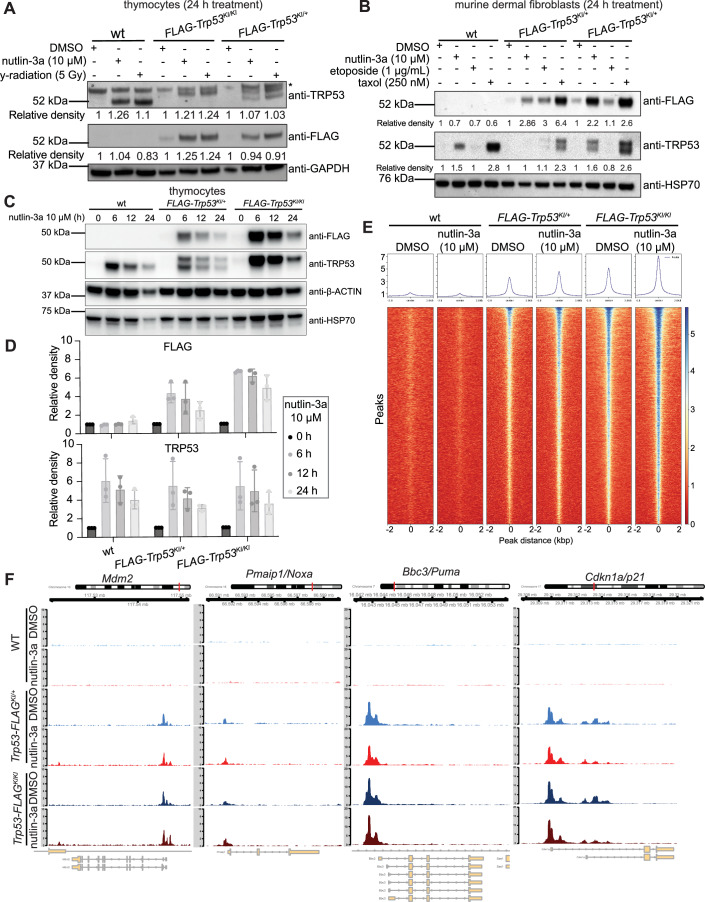
Antibodies against FLAG can be used to detect TRP53 in cells from the *FLAG-Trp53* mice. (**A**) Thymocytes from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice were treated for 24 h with DMSO (vehicle control), 10 µM nutlin-3a or 5 Gy γ-radiation in the presence of the broad-spectrum caspase inhibitor QVD-oPH (to prevent degradation of protein due to apoptosis). Western blot analysis was performed on protein extracts, probing with antibodies against TRP53, FLAG and GAPDH (the latter used as a protein loading control). The asterisk indicates a non-specific band detected when probing for TRP53. Relative density for TRP53 and FLAG bands (normalised to GAPDH) are listed. (**B**) MDFs from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice were treated for 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 250 nM taxol in the presence of QVD-oPH. Western blot analysis was performed on protein extracts, probing with antibodies against TRP53, FLAG and HSP70 (the latter used as a protein loading control). Relative density for TRP53 and FLAG bands (normalised to HSP70) are listed. (**C**) Thymocytes from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice were treated with 10 µM nutlin-3a for 0, 6, 12 or 24 h in the presence of the broad-spectrum caspase inhibitor QVD-oPH. Western blot analysis was performed on protein extracts, probing with antibodies against TRP53, FLAG, HSP70 and β-ACTIN (the latter two used as protein loading controls). (**D**) Bar graph showing summary data of relative protein densities of TRP53, and TRP53-FLAG proteins quantitated from Western blots from three individual mice for each genotype normalised to β-ACTIN, and displayed as mean ± SD. (**E**) Heatmap from global analysis of CUT&RUN data showing the read coverage 2 kbp up- and downstream of enriched peaks found genome-wide in MDFs derived from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice, treated with either DMSO (vehicle) or 10 µM nutlin-3a for 6 h. Peaks were called with MACS2. (**F**) FLAG antibody CUT&RUN tracks for the known TRP53 target genes *Mdm2, Pmaip1/Noxa, Bbc3/Puma* and *Cdkn1a/p21*. MDFs from wt, *FLAG-Trp53*^*KI/+*^ and *FLAG-Trp53*^*KI/KI*^ mice were treated in vitro for 6 h with either DMSO (vehicle control) or 10 µM nutlin-3a. Data shown are from MDFs from *n* = 3-4 mice of each genotype pooled in analysis, normalised to library size. Source data are available online for this figure.

Next, we tested whether FLAG-TRP53 pulldown can be used effectively for CUT&RUN analysis to identify the binding of TRP53 to its target genes. 

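CUT&RUN locates the DNA that a protein occupies: an antibody bound to the protein brings in a nuclease, which releases the DNA fragments beneath it for sequencing. The antibody was directed against the FLAG tag, so the fragments marked FLAG-TRP53 in *FLAG-Trp53* KI/+ (KI/+) and *FLAG-Trp53* KI/KI (KI/KI) MDFs, whereas wt MDFs, which have no tag, gave the background of the pulldown. Nutlin-3a stabilises TRP53 by keeping MDM2 from binding to it. MDFs were plated at 500000 cells and treated for 6 h with 10 µM nutlin-3a or with DMSO. The deposited series lists 23 libraries, 4 from wt MDFs for each treatment, 3 from KI/+ MDFs for each treatment, and 5 from KI/KI MDFs with DMSO and 4 with nutlin-3a. The legend of Fig. 2 gives 3-4 mice of each genotype. Of the 4 wt libraries per treatment, 3 carry the label of a p21-GFP strain. The libraries came from 3 sequencing runs, and their labels give read lengths of 161 bp for 4 libraries, 61 bp for 13 and 75 bp for 6, where the methods give 75 bp for all.
The authors aligned the paired reads to the mouse genome mm39 (GRCm39), combined the libraries of each genotype and treatment, and called peaks on each combination with MACS. The resulting 6 peak lists, 1 per genotype and treatment, are the data used here. For each peak a list gives its place, its summit and the authors' fold enrichment, which is the number of fragments at the summit plus 1 over the number expected from the local background plus 1. It also gives the authors' −log10 p-value and q-value. Because runs and mice were combined before calling, no value has a spread between mice, and runs could not be compared. Both treatments had equal numbers of libraries per run in KI/+ and in wt MDFs, but the fragments per run are not known. From the 61 bp run, KI/KI MDFs had 2 libraries with DMSO and 1 with nutlin-3a. No KI/+ library came from the 161 bp run and no wt library from the 75 bp run. A difference between runs thus cannot be told apart from a difference between genotypes. All intervals below are 95% intervals for counting error over peaks or fragments, and they compare these combined libraries, not the treatments across mice.
The number of fragments at each summit was solved for from the authors' fold enrichment and −log10 p-value. It came out whole, within 0.02, for every peak with fewer than 1000 fragments in all 6 lists. The lowest expected background of a list was taken as its genome-wide coverage. This was 0.626 fragments with DMSO and 0.924 with nutlin-3a in wt MDFs, 0.746 and 1.01 in KI/+ MDFs, and 1.71 and 1.18 in KI/KI MDFs. A peak's 1x height is its summit fragments divided by this coverage. Fig. 2E was also scaled to 1x depth, but without duplicate reads and blacklisted regions. For the peak lists the methods name neither step, so the 2 scales may differ. The lowest 1x height that passed the authors' threshold depended on this coverage and lay between 5.26 in KI/KI MDFs with DMSO and 11.2 in wt MDFs with DMSO. A weaker site can therefore be missing from 1 list and present in another without a difference in binding.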

MDFs from *FLAG-Trp53*^*KI/KI*^, *FLAG-Trp53*^*KI/+*^ and wt (negative control) mice were treated for 6 h in vitro with either nutlin-3a or DMSO (vehicle control). Cell extracts were made and subjected to pulldown using an antibody against FLAG. 

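FLAG-TRP53 peaks were called at many loci in tagged MDFs without any drug, and more loci passed the threshold after nutlin-3a. With DMSO, 2106 peaks were called in KI/+ MDFs and 10820 in KI/KI MDFs, covering 560 kb and 2905 kb, against 275 peaks and 90.5 kb in wt MDFs. With nutlin-3a, 4704 peaks were called in KI/+ MDFs, 12044 in KI/KI MDFs and 267 in wt MDFs. The nutlin-3a list held 2.23 times as many peaks as the DMSO list in KI/+ MDFs, at 1.35 times the background coverage, and 1.11 times as many in KI/KI MDFs, at 0.690 times the coverage. After random thinning to the coverage of KI/+ MDFs with DMSO, the ratio was 1.75 (range of 20 draws 1.73 to 1.76) in KI/+ MDFs and 1.50 (1.47 to 1.53) in KI/KI MDFs. On chromosomes 1-19, X and Y, 1875 and 4447 KI/+ peaks and 10459 and 11736 KI/KI peaks, with DMSO and nutlin-3a, overlapped no wt peak. The wt lists were not matched in depth. Their lowest called 1x height was 11.2 with DMSO and 8.66 with nutlin-3a. The median height of the peaks without wt overlap was 14.7 and 11.9 in KI/+ and 8.18 and 10.2 in KI/KI MDFs. Many KI/KI peaks with DMSO thus lay below the lowest height called in wt MDFs with DMSO.
Of the peaks called with DMSO, 70.2% (Wilson interval 68.2 to 72.1%) in KI/+ MDFs and 58.8% (57.8 to 59.7%) in KI/KI MDFs were also called with nutlin-3a. Peaks of the same widths placed at random on the same chromosomes gave 1.72% and 0.635%. The p53 response element was searched for as 2 adjoining decamers RRRCWWGYYY, with the C and G of both cores exact and at most 2 mismatches elsewhere, within 100 bp to each side of each summit. It was present at 25.8% (23.9 to 27.7%) of KI/+ peaks with DMSO, 13.6% (12.7 to 14.6%) with nutlin-3a, 11.0% (10.4 to 11.6%) of KI/KI peaks with DMSO and 8.54% (8.05 to 9.06%) with nutlin-3a. Windows 2 kb to each side of the same summits held it in 0.172%, 0.0866%, 0.234% and 0.201%. In KI/+ MDFs the motif was at 30.4% of 1261 loci called in both treatments, 23.4% of 611 called with DMSO only and 7.72% of 3186 called with nutlin-3a only. The corresponding KI/KI shares were 13.8% of 6054, 6.33% of 4375 and 3.24% of 5682 loci. Among KI/KI peaks with nutlin-3a, the 25% with the highest fold enrichment held the motif in 18.6% of cases and the 25% with the lowest in 3.29%. A summit lay within 1 kb of a TSS for 36.5% and 47.4% of KI/+ peaks and 49.9% and 49.0% of KI/KI peaks with DMSO and nutlin-3a, and for 16.2% and 14.0% of wt peaks. Most peaks in each list thus had no element at this setting. Signal at open promoters without TRP53 binding was not told apart from binding at such peaks.

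**Figure D1:**
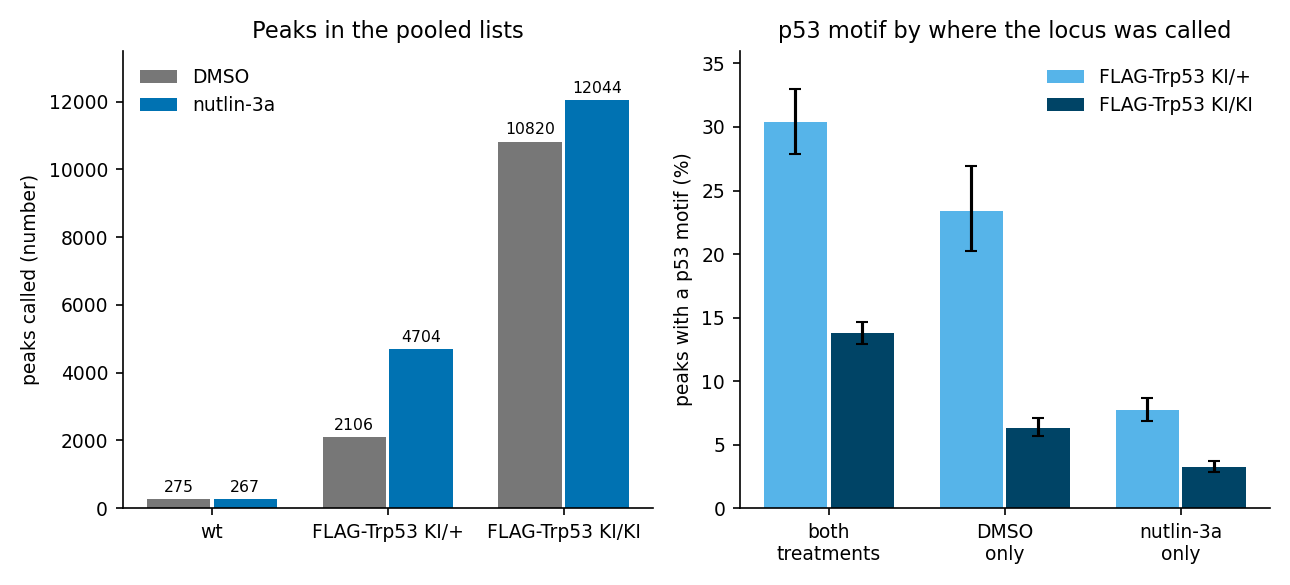
Left, number of peaks called in each genotype and treatment, from 267 in wt to 12044 in KI/KI MDFs with nutlin-3a. Right, percent of loci with a p53 response element by the treatment in which they were called, with 95% Wilson intervals; in both genotypes the share is highest at loci called in both treatments.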

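At loci called in both treatments, whether FLAG-TRP53 signal rose or fell with nutlin-3a depended on the scale, the genotype and the class of locus. On the 1x scale, the median ratio of nutlin-3a over DMSO was 1.21 (1.20 to 1.22) at 5659 shared loci in KI/KI MDFs and 0.907 (0.886 to 0.923) at 1200 shared loci in KI/+ MDFs. As log2 values these medians are 0.27 and −0.14. KI/KI MDFs had a log2 median of 0.03 (−0.01 to 0.07) at the 1069 loci with a p53 response element and 0.34 (0.32 to 0.37) at 2723 promoter loci without one. In KI/+ MDFs it was −0.27 (−0.32 to −0.20) at 463 loci with the element and −0.09 (−0.16 to −0.02) at 351 promoter loci without one, but −0.27 and −0.26 among the 25% of loci with the greatest heights, where KI/KI MDFs had −0.06 and 0.30. With unscaled fragments the KI/+ median became 0.30 and the KI/KI median −0.26. With the authors' fold enrichment it was 0.02 (−0.01 to 0.04) in KI/+ and 0.05 in KI/KI MDFs. Setting promoter loci without the element to a median ratio of 1 gave −0.05 and −0.07, and loci with at least 30 fragments in either list gave −0.22 and −0.05, a filter that a KI/KI locus passed from a 1x height of 17.5 with DMSO but only from 25.4 with nutlin-3a. At the loci whose mean height was at least that of 30 fragments in the shallower list, a setting chosen after the data were seen, the medians were −0.41 in KI/+ and −0.06 (−0.12 to 0.02) in KI/KI MDFs. There, in KI/+ MDFs, the median was −0.40 with the element and −0.41 at promoter loci without it. In KI/KI MDFs these were −0.15 (−0.24 to −0.06) at 204 loci and −0.09 (−0.28 to 0.06) at 90. The 2 classes were thus not separated at these taller loci.
Ranked on the 1x scale among 932 KI/KI loci with at least 30 fragments in the higher list, the largest increase lay 19618 bp from the nearest protein-coding TSS, that of *Arpin* (chromosome 7 from 79604528 to 79605253), where the 1x height was 8.76 with DMSO and 41.5 with nutlin-3a (ratio 4.74, interval 2.61 to 9.09). Introns of *Rbms3* and *Bnc2* followed with ratios of 4.16 and 3.95. The largest decrease lay in an intron of *Ptpro* (chromosome 6 from 137289509 to 137289669). The peak there was 19.3 high with DMSO (33 fragments) and 5.93 with nutlin-3a (ratio 0.308, interval 0.115 to 0.707). The nutlin-3a height rests on 7 fragments, the fewest of any peak in that list. An untranslated part of *Nmd3* at 0.377 and an intron of *Pibf1* at 0.399 followed. These loci, the largest increases included, are the ends of a ranking by this ratio, a choice that their intervals do not allow for.

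**Figure D2:**
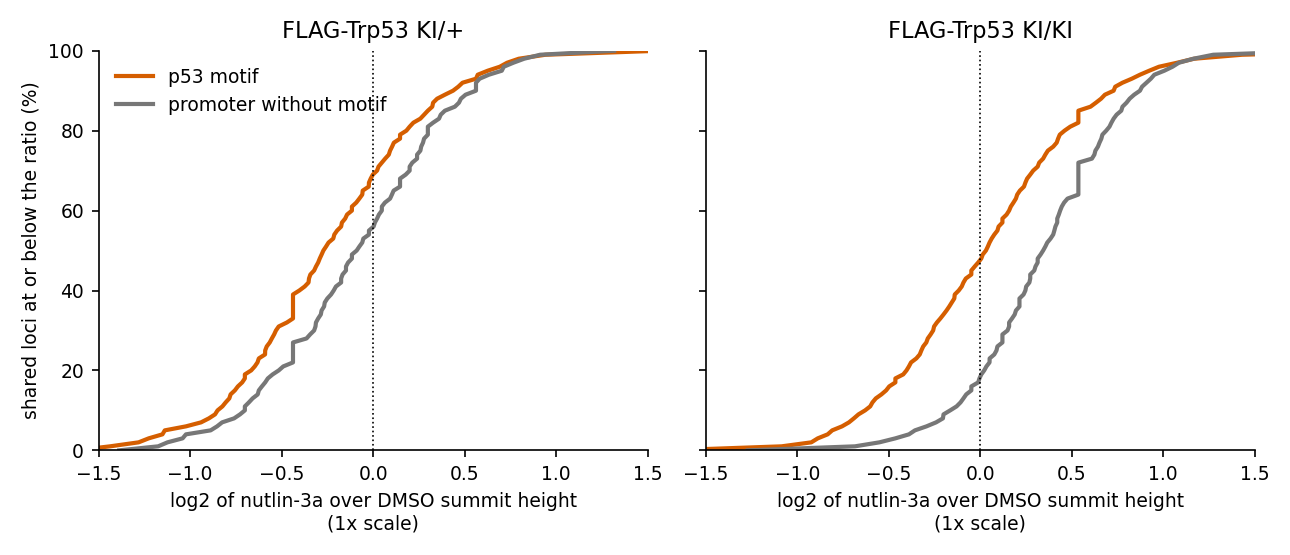
Cumulative share of shared loci by log2 ratio of 1x heights, nutlin-3a over DMSO, in KI/+ and KI/KI MDFs, for loci with a p53 response element and promoter loci without one. The medians with and without the element are −0.27 and −0.09 in KI/+ and 0.03 and 0.34 in KI/KI MDFs, and the curves meet at the highest ratios; the position of each curve against 0 changes with the scaling.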

Global analysis of the peaks where there was enrichment of TRP53 binding demonstrated that there were basal levels of binding in DMSO-treated cells, as expected, and that binding to these loci was increased after treatment with nutlin-3a (Fig. 2E; Dataset EV1). 

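In KI/+ and KI/KI MDFs, *Cdkn1a* (ENSMUSG00000023067.16), which encodes p21, and *Bbc3* (ENSMUSG00000002083.15), which encodes PUMA, carried some of the tallest FLAG-TRP53 peaks near known target genes, and on the 1x scale the main peak of neither gene differed between DMSO and nutlin-3a beyond counting error. The main *Cdkn1a* peak in KI/KI MDFs with nutlin-3a lay on chromosome 17 from 29309525 to 29310996, with its summit 2876 bp upstream of the first exon of the canonical transcript. It covered the element GAACATGTCTTGACATGTTC (29309902 to 29309921), 1 mismatch from the consensus. Its 1x height was 129 with DMSO and 127 with nutlin-3a in KI/+ MDFs (ratio 0.984, interval 0.749 to 1.30) and 122 and 126 in KI/KI MDFs (ratio 1.03, interval 0.832 to 1.28). An intronic *Cdkn1a* peak (29313438 to 29313569 in KI/KI MDFs with nutlin-3a) was lower with nutlin-3a beyond counting error in KI/KI MDFs, at 50.8 (40.7 to 62.7) with DMSO and 25.4 (17.1 to 36.3) with nutlin-3a, and in KI/+ MDFs it was called with DMSO only, at 45.5. The *Bbc3* peak lay on chromosome 7 from 16042377 to 16043762, with its summit in the untranslated part of an exon. The closest match to the element within it, CTGCAAGCCCCGACTTGTCC (16043411 to 16043430), had 3 mismatches and lay 719 bp from the summit. Its 1x height was 174 and 145 in KI/+ MDFs (ratio 0.835, interval 0.655 to 1.07) and 153 and 172 in KI/KI MDFs (ratio 1.12, interval 0.931 to 1.35). With unscaled fragments the *Cdkn1a* ratio was 1.33 (1.02 to 1.76) in KI/+ and 0.713 (0.574 to 0.884) in KI/KI MDFs, and the *Bbc3* ratio was 1.13 (0.887 to 1.44) and 0.775 (0.642 to 0.934). Unscaled ratios multiply every 1x ratio by that of the coverages, 1.35 in KI/+ and 0.690 in KI/KI MDFs. Depth alone can thus move these intervals off 1.
Other target genes of Fig. 1H carried peaks in both genotypes and both treatments. *Mdm2* (ENSMUSG00000020184.17) had a peak on chromosome 10 from 117545780 to 117546232, at 46.9 and 40.5 with DMSO and nutlin-3a in KI/+ MDFs and 47.9 and 50.8 in KI/KI MDFs. An upstream *Mdm2* peak (117547390 to 117547629 in KI/KI MDFs with nutlin-3a) was called with nutlin-3a only in both genotypes. It was at 16.8 in KI/+ and 35.6 (25.6 to 48.1) in KI/KI MDFs, and the lists give no height there with DMSO. In KI/+ MDFs a peak at the start of *Mdm2* (117546623 to 117546784) was called with nutlin-3a only, at 19.8. In KI/KI MDFs the peak there was at 23.9 with DMSO and 26.3 with nutlin-3a. Peaks at *Pmaip1* (ENSMUSG00000024521.10), on chromosome 18 from 66591331 to 66591970, reached 17.4 and 15.8 in KI/+ and 15.8 and 21.2 in KI/KI MDFs. At *Bax* (ENSMUSG00000003873.13), on chromosome 7 from 45115650 to 45116332 in an intron, the heights were 50.9 and 35.6 in KI/+ and 57.8 and 50.0 in KI/KI MDFs. *Mlh1* (ENSMUSG00000032498.11) had an intronic peak in all 4 lists (chromosome 9 from 111072440 to 111072775 in KI/KI MDFs with nutlin-3a), which was 13.5 high there. *Trp53* itself (ENSMUSG00000059552.15) had a peak 50 bp from one of its annotated TSSs (chromosome 11 from 69470957 to 69471210 in KI/KI MDFs with nutlin-3a), at 17.4 and 11.9 in KI/+ and 12.8 and 14.4 in KI/KI MDFs. Another *Trp53* peak (69470161 to 69470379 in KI/KI MDFs with nutlin-3a) was higher with nutlin-3a in KI/KI MDFs. It was at 8.18 (4.47 to 13.7) with DMSO and 18.6 (11.7 to 28.2) with nutlin-3a. In KI/+ MDFs it was called with nutlin-3a only, at 9.89. For the first *Mdm2* and *Trp53* peaks given, *Pmaip1* and *Bax*, the interval of the ratio between treatments on the 1x scale included 1 in each genotype. With unscaled fragments that of *Bax* in KI/KI MDFs lay below 1 (0.424 to 0.831). The summits compared at *Bax* lay 259 and 150 bp apart in KI/+ and KI/KI MDFs, and those at *Mdm2* 183 and 194 bp.
The strongest peaks by the authors' fold enrichment mostly lay at other loci. The 10 highest in each of the 4 lists, without wt overlap, made 40 entries near 22 genes; 35 were called in all 4 lists, 18 had the element and 5 had a summit within 1 kb of a protein-coding TSS. The top entry in KI/+ MDFs with both treatments and in KI/KI MDFs with DMSO lay 3129, 3116 and 3130 bp from the TSS of *Klhdc4*, with a fold enrichment of 44.5, 39.9 and 36.5, and had no element. It lay closer, at 301, 314 and 300 bp, to a TSS of the long non-coding RNA gene *Gm42047*. A peak near *Tyrp1*, 831173 bp from its TSS, led the KI/KI nutlin-3a list at 40.4 and was not called in KI/+ MDFs with DMSO. An intergenic peak (chromosome 9 from 96682176 to 96682864 in KI/KI MDFs with nutlin-3a) held an exact match to the element and had a fold enrichment of 27.0. Its summit lay 47622 bp from the nearest protein-coding TSS, that of *Zbtb38*, and 99 bp from a TSS of the long non-coding RNA gene *Gm67558*. Peaks next to *Ckap2*, 226 bp from its TSS in KI/+ MDFs with DMSO, and near *Fst* were also among them.

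**Figure D3:**
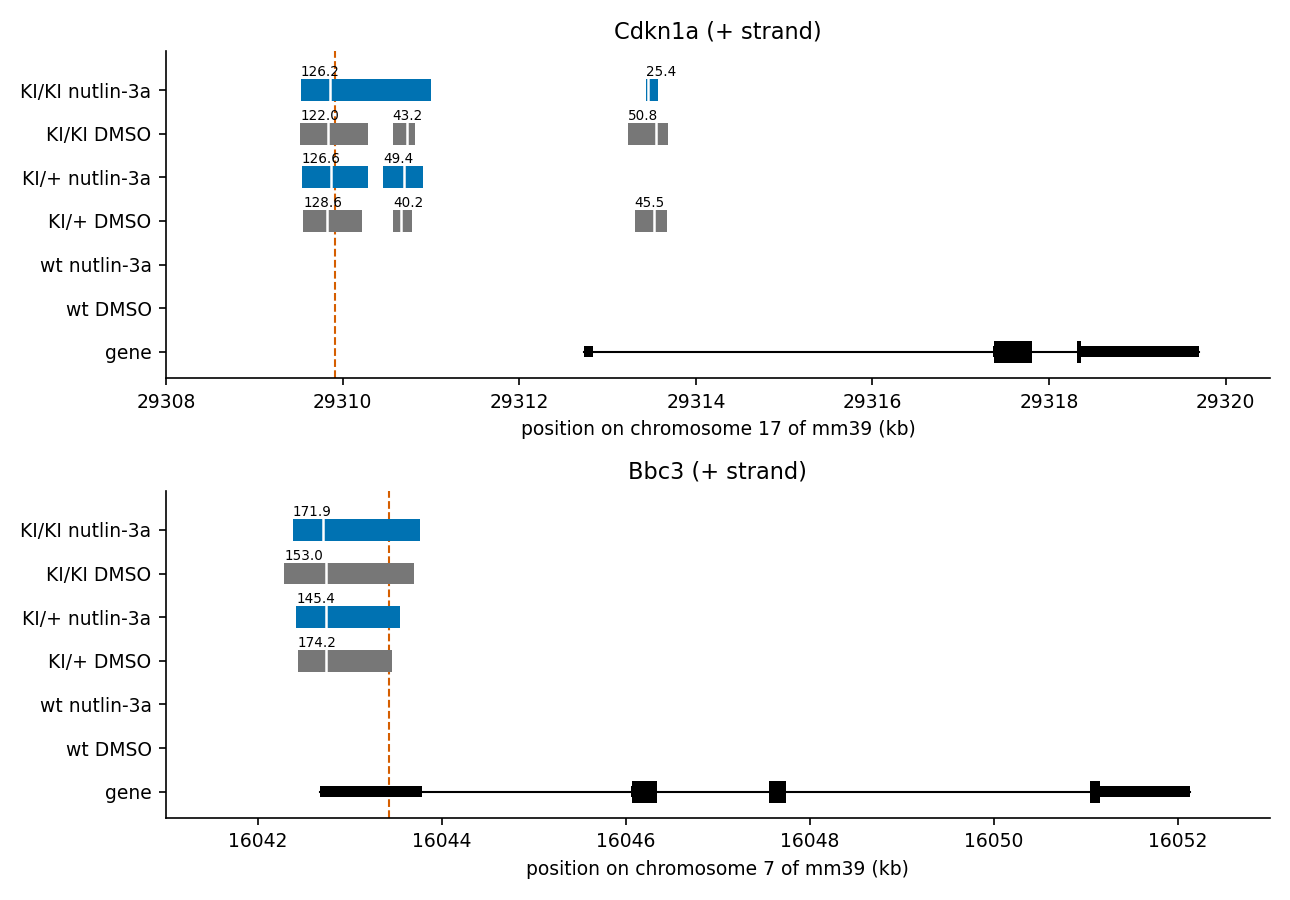
Maps of *Cdkn1a* and *Bbc3* on GRCm39 (position in kb) with the peaks of each list drawn as bars (blue, nutlin-3a; grey, DMSO), the 1x height above each, white lines at summits and a dashed line at the closest match to the p53 response element. No peak was called here in wt MDFs, and the main peaks stand at 122 to 129 for *Cdkn1a* and 145 to 174 for *Bbc3*.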

DNA sequence analysis revealed reliable detection of binding of FLAG-TRP53 to known TRP53 binding sites in the genome, such as the regulatory regions of the *Puma/Bbc3* and *Cdkn1a/p21* genes, in nutlin-3a treated cells from *FLAG-Trp53*^*KI/KI*^ and *FLAG-Trp53*^*KI/+*^ mice (Fig. 2F). No signal was detected when performing FLAG antibody pulldown on nutlin-3a treated MDFs from wt mice.

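The wt lists held no peak from 5 kb upstream of the start to the end of *Cdkn1a*, *Bbc3*, *Mdm2*, *Pmaip1*, *Bax* or *Mlh1*. The wt peaks that were called held no p53 response element at 2 or fewer mismatches, in 0 of 207 peaks on chromosomes 1-19, X and Y with nutlin-3a, which allows a share of up to 1.45% (3 counts over the number of peaks), and 0 of 210 with DMSO, which allows up to 1.43%. Most were regions that also gave peaks in tagged MDFs. Of all wt peaks, 69.3% with nutlin-3a and 66.9% with DMSO were called in all 4 KI/+ and KI/KI lists, and 74.5% of the DMSO peaks were called again with nutlin-3a. The strongest lay in intron 4 of *Chl1* (chromosome 6 from 103626019 to 103626312 with nutlin-3a, fold enrichment 61.3, 3759 fragments). Next were intergenic peaks 35244 bp from the TSS of *Pak3* (fold enrichment 60.0) and 199924 bp from that of *Rab10* (50.9). Each of these 3 was also called in all 4 lists of tagged MDFs. Among the listed genes, a wt peak lay only in *Trp53* intron 2, in both lists (chromosome 11 from 69477837 to 69478007 with nutlin-3a), and in *Arap2* with DMSO, at a fold enrichment of 4.92. The lists hold only regions that passed the authors' threshold, so they give no level of wt signal at other sites.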

Collectively, these findings demonstrate that addition of a triple-FLAG tag to endogenous TRP53 did not perturb its expression or function and that cells from these mice can be used for reliable CUT&RUN analysis as well as proteomic studies to identify TRP53 binding sites in the genome or TRP53 interacting proteins, respectively.

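Known TRP53 target genes carried FLAG-TRP53 peaks far more often than random annotated genes of similar length. A summit lay between 5 kb upstream of the start and the end of 79 of 92 target genes in KI/KI MDFs with nutlin-3a and 73 with DMSO. In KI/+ MDFs these numbers were 57 with nutlin-3a and 47 with DMSO, and in wt MDFs 1 and 2. Random lists matched on length had medians of 24, 22, 11 and 4 in the tagged MDFs, and 0 of 10000 reached the observed number in any of these 4 lists. The random lists drew on protein-coding and long non-coding RNA genes alike. They were not matched on gene type or promoter activity, so they may understate the peaks at active coding genes. In KI/KI MDFs with nutlin-3a all 15 apoptosis genes had a peak, led by *Bbc3*, *Trp53inp1*, *Zmat3* and *Aen*, with a fold enrichment of 17.7, 15.5, 15.5 and 13.7. Of the genes of cell cycle arrest and senescence 13 of 14 had one, led by *Gtse1* at 18.2, and *Plk3* had none. The feedback and p53 family list had 11 of 12, led by *Psrc1* and *Trp53cor1*, with none at *Trp63*. DNA repair had 9 of 13, led by *Ercc5* and *Polk*, with none at *Polh*, *Rev3l*, *Rad51c* and *Pms2*. Metabolism, autophagy and redox had 14 of 18, led by *Cpt1c*, with none at *Sco2*, *Prkab1*, *Fuca1* and *Sat1*. Signalling and other targets had 17 of 20, led by *Ckap2* and *Ephx1*, with none at *Epha2*, *Tgfa* and *Ier5*. In control lists, 11 of 22 fibroblast genes, 7 of 20 housekeeping genes and 5 of 24 genes of other skin and blood cell types had a peak, where random lists had medians of 7, 4 and 7. *Prrx1* at 6.03, *Hmbs* at 6.42 and *Dsp* led these lists there. With DMSO, 10 of the 20 housekeeping genes had a peak in KI/KI MDFs, against a random median of 3, and 0.08% of random lists held as many.
Most peaks of KI/+ MDFs, with 1 tagged allele, were shared by KI/KI MDFs. Of KI/+ peaks, 91.0% (89.7 to 92.2%) with DMSO and 78.4% (77.2 to 79.5%) with nutlin-3a were also called in KI/KI MDFs. At shared loci the median log2 ratio of 1x heights, KI/KI over KI/+, was −0.01 (−0.04 to 0.02) with DMSO and 0.19 (0.16 to 0.19) with nutlin-3a. These values depended on the setting. With DMSO the median was 1.19 with unscaled fragments, 0.23 with the authors' fold enrichment and 0.22 at loci with at least 30 fragments. Unscaled fragments multiply every DMSO ratio by that of the coverages, 2.29. The filter on 30 fragments favours loci higher in KI/KI MDFs, which pass from a 1x height of 17.5 with DMSO, against 40.2 in KI/+ MDFs. With nutlin-3a the median was 0.02 with promoter loci without the element at a median ratio of 1. From its findings on the tagged protein, these binding data included, the paper concludes that the tag left the expression and the function of TRP53 intact and that cells of these mice can be used for CUT&RUN.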

### *p21-IRES-GFP* reporter mice

The cyclin-dependent kinase inhibitor p21, encoded by a direct TRP53 target gene, is essential for TRP53-induced cell cycle arrest at the G1/S boundary and entry into a senescent state (Deng et al, 1995). Thus, tracking the expression of *p21* mRNA is a reliable marker for the induction of these TRP53-activated cellular responses. We therefore generated *p21-IRES-GFP* reporter mice by inserting 3′ of the *p21* coding sequences into an internal ribosomal entry sequence (IRES) followed by the coding sequence for GFP (Fig. 3A). PCR analysis confirmed correct targeting of the *p21* locus (Fig. 3B).

**Figure 3:**
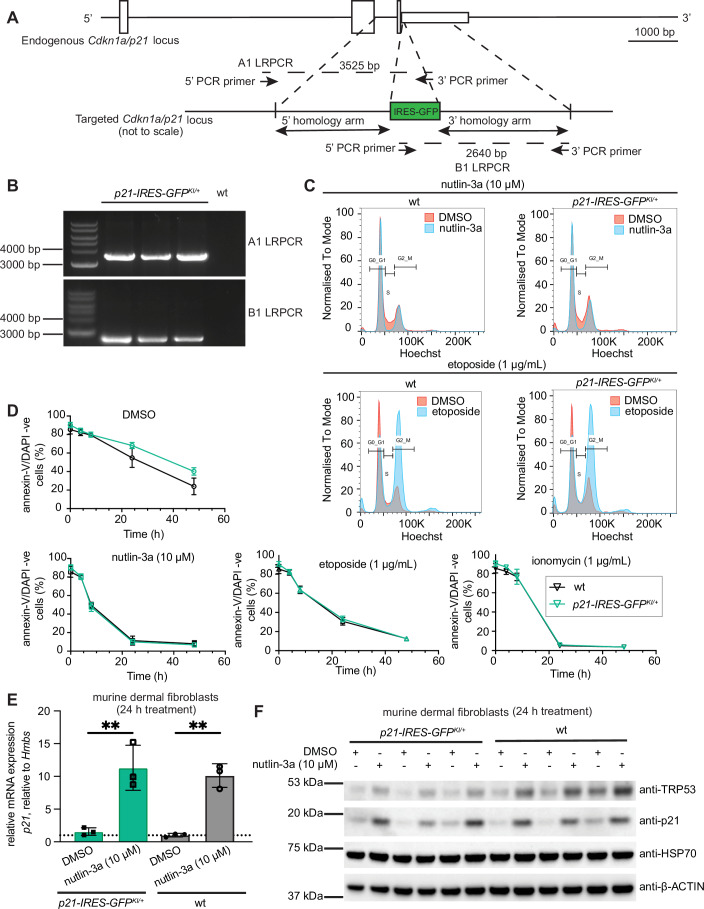
Generation and characterisation of *p21-IRES-GFP* reporter mice. (**A**) Schematic of the targeted *Cdkn1a/p21* locus to generate the *p21-IRES-GFP* reporter mice (not to scale), depicting where the long-range PCR primers that determine correct integration bind. (**B**) Agarose gel of DNA products from a long-range PCR to detect integration of the targeting construct. The first three lanes contain DNA from an individual *p21-IRES-GFP*^*KI/+*^ mouse, followed by DNA from a wt mouse in lane 4. All mice had the correct integration. (**C**) Representative histograms of the cell cycle distribution of MDFs from *p21-IRES-GFP*^*KI/+*^ or wt mice that had been treated for 24 h with either DMSO (vehicle control; in red), 10 µM nutlin-3a or 1 µg/mL etoposide (overlaid in blue). Cell cycle distribution was determined by staining with Hoechst 33342 followed by flow cytometric analysis at 24 h of drug treatment. Data were representative of *n* = 6–18 mice for each genotype from 5 independent experiments. (**D**) Thymocytes were extracted from *p21-IRES-GFP*^*KI/+*^ or wt mice, treated for 48 h in vitro with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 1 µg/mL ionomycin. Cell survival was determined by flow cytometric analysis after staining with fluorochrome-conjugated Annexin-V plus DAPI. The percentages of live thymocytes (annexin-V/DAPI double negative) are graphed. p-values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests. No significant *p* values were found. Data were presented as mean ± SD. *n* = 3–6 mice per genotype. (**E**) qRT-PCR analysis of RNA extracted from MDFs from wt and *p21-IRES-GFP*^*KI/+*^ mice that had been treated for 24 h with either DMSO (vehicle control) or 10 µM nutlin-3a. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. The data were plotted as a fold-change of drug-treated compared to the mean of the DMSO-treated cells. Data were presented as mean ± SD. *n* = 3 mice of each genotype. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. **p values ≤0.01. (**F**) Western blot analysis of proteins extracted from MDFs from wt and *p21-IRES-GFP*^*KI/+*^ mice that had been treated for 24 h with either DMSO (vehicle control) or 10 µM nutlin-3a. Probing for β-ACTIN was used as a loading control. Created with BioRender.com. Source data are available online for this figure.

First, we verified that the modification to the *p21* gene locus did not impact p21 expression and function. Upon treatment with nutlin-3a or etoposide, MDFs from *p21-IRES-GFP*^*KI/KI*^ and *p21-IRES-GFP*^*KI/+*^ mice ceased DNA synthesis and underwent cell cycle arrest at rates similar to wt MDFs (Figs. 3C and EV2A; Appendix Table S2). Moreover, thymocytes from *p21-IRES-GFP*^*KI/+*^ mice underwent apoptosis after treatment with these agents in a manner similar to wt thymocytes (Fig. 3D). Western Blot and qPCR analyses demonstrated that thymocytes and MDFs from *p21-IRES-GFP*^*KI/+*^ reporter mice had similar levels of both p21 protein and *p21* mRNA as the corresponding cells from wt mice (Fig. 3E,F). These findings demonstrate that the knock-in of the IRES and coding region for GFP did not perturb the expression and function of p21.

**Figure EV2:**

Extra data related to *p21-IRES-GFP* mice. (**A**) MDFs from wt, *p21-IRES-GFP*^*KI/+*^, *p21-IRES-GFP*^*KI/KI*^ and *Trp53*^*−/−*^*;p21-IRES-GFP*^*KI/+*^ mice were treated in vitro with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol, 0.5 µM dexamethasone, 5 µM abemaciclib or 1.5 µM thapsigargin. Cell cycle distribution was determined by staining with Hoechst 33342 followed by flow cytometric analysis at 0, 24, 48 and 72 h of drug treatment. The *p* values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests and displayed in Appendix Table S2. Data were presented as mean ± SD. *n* = 3–15 mice per genotype and treatment. (**B**) Western blot analysis for TRP53 and p21 protein levels in MDFs from wt or *Trp53*^*−/−*^ mice 24 h after treatment with either DMSO (vehicle control) or 250 nM taxol. Probing for HSP70 was used as a loading control. Created with BioRender.com. (**C**) qRT-PCR analysis examining the levels of *p21* mRNA in MDFs from wt and *Trp53*^*−/−*^ mice treated with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 1 µg/mL ionomycin. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. The data were plotted as fold-change compared to the average of the wt DMSO-treated samples. Data were presented as mean ± SD. *n* = 3 mice of each genotype and treatment. The *p* values were calculated using a one-way ANOVA using Tukey’s correction for multiple tests. *P* value* ≤0.05. (**D**) Representative flow cytometry histograms showing GFP expression in MDFs generated from *p21-IRES-GFP*^*KI/KI*^ reporter mice after 24 h of treatment with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol, 1 µM dexamethasone or 5 µM abemaciclib. The data shown were representative of MDFs from *n* = 6 mice for each genotype and treatment. (**E**) Summary plots of GFP expression in MDFs from Figs. 4B and EV2D, displayed as log-transformed raw MFI values. Samples from MDFs of the same independent mouse are connected with a line. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *n* = 3–14 for each genotype of mice and treatment. *P* value ** ≤0.01, *** ≤0.001, **** ≤0.0001. (**F**) Summary plots of GFP expression in MDFs from Figs. 4B and EV2D, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean ± SD from *n* = 3–14 cultures for each genotype of mice and treatment.

Next, we examined whether the *p21-IRES-GFP* reporter was detectable in cells. Analysis of MDFs from *p21-IRES-GFP*^*KI/KI*^ and *p21-IRES-GFP*^*KI/+*^ mice by flow cytometry revealed markedly higher GFP signal compared to wt MDFs at steady state (Fig. 4A). This is consistent with the observation that unstressed MDFs express basal levels of *p21* mRNA and p21 protein (Fig. EV2B,C). Upon treatment with nutlin-3a, etoposide or taxol, the levels of GFP increased substantially in the *p21-IRES-GFP*^*KI/KI*^ and *p21-IRES-GFP*^*KI/+*^ MDFs (Figs. 4B and EV2D–F). The increase in the *p21-IRES-GFP* reporter caused by treatment with nutlin-3a was entirely TRP53 dependent because this was not seen in *Trp53*^*−/−*^;*p21-IRES-GFP*^*KI/+*^ MDFs (Figs. 4B and EV2E,F). Interestingly, the basal *p21-IRES-GFP* reporter levels in unstressed MDFs were not markedly diminished by the absence of TRP53 (Fig. 4B). Slightly lower levels of p21 protein were detected by Western blotting in TRP53 deficient cells compared to wt cells (Fig. EV2B,C; Appendix Fig S1). This could be explained by the sensitivity of the antibody against p21 used or an effect of TRP53 on p21 protein synthesis or stability, in addition to its ability to activate transcription of the gene for p21. The levels of induction of the *p21-IRES-GFP* reporter after treatment with etoposide or taxol were diminished, but not abolished, by the absence of TRP53 (Figs. 4B and EV2E,F). This demonstrates that depending on the conditions, p21 expression can be regulated in a TRP53-dependent or TRP53-independent manner.

**Figure 4:**
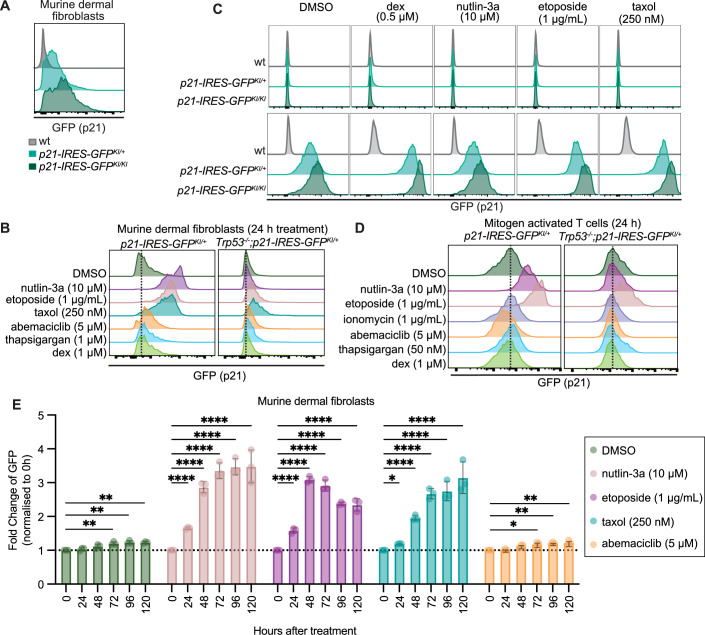
GFP expression increases in cells from *p21-IRES-GFP* reporter mice after treatment with cytotoxic agents that act in either a TRP53-dependent or a TRP53-independent manner. (**A**) Flow cytometry histograms showing the levels of GFP in untreated MDFs from a *p21-IRES-GFP*^*KI/+*^ and a *p21-IRES-GFP*^*KI/KI*^ reporter mouse and, as a control, a wt mouse. (**B**) Flow cytometry histograms showing the levels of GFP in MDFs from a *p21-IRES-GFP*^*KI/+*^ mouse and a *Trp53*^*−/−*^*;p21-IRES-GFP*^*KI/+*^ mouse that had been treated for 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol, 5 µM abemaciclib, 1 µM thapsigargin or 1 µM dexamethasone. Representative histograms from *n* = 3–7 independent cell cultures per genotype are shown. (**C**) Flow cytometry histograms showing the levels of GFP in resting (top row) or mitogen-activated (bottom row) T cells from a *p21-IRES-GFP*^*KI/+*^ and a *p21-IRES-GFP*^*KI/KI*^ reporter mouse and, as a control, a wt mouse. T cells were isolated from lymphoid organs with no stimulation or stimulated with antibodies against CD3 and CD28 for 48 h before being treated with DMSO (vehicle control), 0.5 µM dexamethasone, 10 µM nutlin-3a, 1 µg/mL etoposide or 1 µg/mL ionomycin for 24 h. Representative histograms from *n* = 4 independent cell cultures per genotype are shown. (**D**) Flow cytometry histograms comparing the levels of GFP in mitogen-activated T cells from a *p21-IRES-GFP*^*KI/+*^ mouse and a *Trp53*^*−/−*^*;p21-IRES-GFP*^*KI/+*^ mouse after treatment with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 1 µg/mL ionomycin, 5 µM abemaciclib, 50 nM thapsigargin or 1 µM dexamethasone for 24 h. Representative histograms from *n* = 4 independent cell cultures per genotype are shown. (**E**) Summary plots of GFP expression in murine dermal fibroblasts displayed as fold-change relative to level at 0 h. Cells were treated with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol or 5 µM abemaciclib for 24 h before drug-containing medium was removed and replaced with non-drug-containing medium. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. Data displayed as mean ± SD from *n* = 3 cultures derived from independent mice of each genotype. *p* value * ≤0.05, ** ≤0.01 and **** ≤0.0001. Source data are available online for this figure.

In thymocytes from *p21-IRES-GFP*^*KI/KI*^ and *p21-IRES-GFP*^*KI/+*^ mice, we did not detect the *p21-IRES-GFP* reporter either in steady state or after treatment with nutlin-3a, etoposide or ionomycin, despite them undergoing TRP53-mediated cell death (Fig. EV3A,B). We hypothesised that the low level of the *p21-IRES-GFP* reporter was due to these cells residing in the G_0_ state. In mature T lymphocytes, which also reside in a G_0_ state, we could also not detect *p21-IRES-GFP* reporter activity, even after treatment with nutlin-3a or other cytotoxic agents (Fig. 4C). However, after mitogenic stimulation, the *p21-IRES-GFP* reporter became readily detectable in proliferating T lymphocytes and its levels increased further after treatment with nutlin-3a, taxol or etoposide (Figs. 4D and EV3C,D). Proliferating T lymphocytes from *p21-IRES-GFP*^*KI/KI*^ mice had approximately double the GFP signal compared to proliferating T lymphocytes from *p21-IRES-GFP*^*KI/+*^ mice. However, the fold-induction between cells from the two genotypes was similar (Fig. EV3E). The absence of TRP53 in mitogen-activated cells from *Trp53*^*−/−*^;*p21-IRES-GFP*^*KI/+*^ mice abrogated the nutlin-3a (and other TRP53-dependent stimuli) induced increase in the levels of the reporter but it did not diminish the basal levels of this reporter in the absence of stress (Figs. 4D and EV3F). To determine if the increase in the reporter was transient, we treated MDFs with nutlin-3a, taxol, etoposide or abemaciclib for 24 h before removing the medium containing the drug and replacing it with a fresh drug-free medium. From this experiment, we could see that following the initial increase in the levels of GFP in cells treated with nutlin-3a, peaking at 48 h, the reporter levels subsequently started to decrease (Figs. 4E and EV3G).

**Figure EV3:**

Thymocytes from *p21-IRES-GFP* mice do not express GFP but mitogen-activated T cells do express the *p21-IRES-GFP* reporter. (**A**) Flow cytometry histograms showing the levels of GFP in thymocytes from a *p21-IRES-GFP*^*KI/+*^, a *p21-IRES-GFP*^*KI/KI*^ and a wt control mouse, that had been treated in vitro for 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 1 µg/mL ionomycin in the presence of the broad-spectrum caspase inhibitor QVD-oPH to prevent cell demolition due to apoptosis. Representative histograms from *n* = 3–7 independent thymocyte cultures per genotype and treatment are shown. (**B**) Thymocytes from *p21-IRES-GFP*^*KI/+*^ and *Trp53*^−*/*−^*;p21-IRES-GFP*^*KI/+*^ mice were treated for 48 h in vitro with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 1 µg/mL ionomycin, 0.5 µM abemaciclib, 1 µM dexamethasone or 50 nM thapsigargin. The percentages of live thymocytes (annexin-V/DAPI double negative) were determined by flow cytometric analysis. *p* values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests. *p* value* ≤0.05, *** ≤0.001. Data were presented as mean ± SD. *n* = 3–6 mice for each genotype and treatment. (**C**) Summary plots of GFP expression in mitogen-activated T cells from Fig. 4C, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean ± SD from *n* = 3–4 cultures for each genotype of mice and treatment. (**D**) Summary plots of GFP expression in mitogen-activated T cells from Fig. 4C, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *p* value* ≤0.05, ****≤ 0.0001. *n* = 3–4 cultures for each genotype of mice and treatment. (**E**) Summary data of GFP expression in mitogen-activated T cells from *p21-IRES-GFP*^*KI/+*^ and *p21-IRES-GFP*^*KI/KI*^ mice after treatment with the indicated drugs for the indicated time showing raw mean fluorescence intensity (MFI) values compared to fold-change normalised to untreated cells at 0 h. Data displayed as mean ± SD from *n* = 3 mice for each genotype and treatment. (**F**) Summary data of GFP expression in mitogen-activated T cells from *p21-IRES-GFP*^*KI/+*^ and *Trp53*^*−/−*^*;p21-IRES-GFP*^*KI/+*^ mice treated in vitro for 6 or 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 0.5 µM abemaciclib, 1 µM dexamethasone, 250 nM taxol or 1 µg/mL ionomycin displayed as fold-change normalised to untreated cells at 0 h. Data displayed as mean ± SD from *n* = 3 for each genotype of mice and treatment. (**G**) Summary plots of GFP expression in MDFs from Fig. 4E, displayed as log-transformed raw MFI values. Black symbol indicates mean, grey symbols are individual cultures. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *p* value* ≤0.05, **≤0.01, ****≤0.0001. *n* = 3 cultures for each genotype of mice and treatment.

The ultimate utility of reporter mice is to visualise the induction of defined cellular responses in situ in live mice. We, therefore, tested whether the *p21-IRES-GFP* reporter could be detected in cells in vivo. Nutlin-3a cannot be easily administered to mice. We, therefore, subjected *p21-IRES-GFP*^*KI/+*^ and control wt mice to 5 Gy γ-radiation, as a means of activating TRP53 (Lotem and Sachs, 1993; Strasser et al, 1994) and performed intra-vital microscopy of the bone marrow (Hawkins et al, 2016) (Appendix Fig. S2A,B). This approach is advantageous as it can provide high-resolution spatial and temporal information. Moreover, mice can be recovered after individual imaging sessions and re-imaged over a series of days to allow the tracking of in vivo cellular dynamics. Basal levels of the *p21-IRES-GFP* reporter were observed in cells throughout the bone marrow of untreated mice (Fig. 5A,B). At 48 h after whole-body γ-irradiation, increases in the levels of GFP were seen in cells in the bone marrow of *p21-IRES-GFP*^*KI/+*^ mice but not in wt mice (Fig. 5A,B; Appendix Fig. S2C). Little increase in the activity of this reporter was seen in γ-irradiated *Trp53*^*−/−*^;*p21-IRES-GFP*^*KI/+*^ mice (Fig. 5A,B), confirming that the induction was TRP53-dependent. The levels of the *p21-IRES-GFP* reporter in untreated mice were not reduced by the absence of TRP53 (Fig. 5A,B), demonstrating that its basal expression is independent of TRP53.

**Figure 5:**
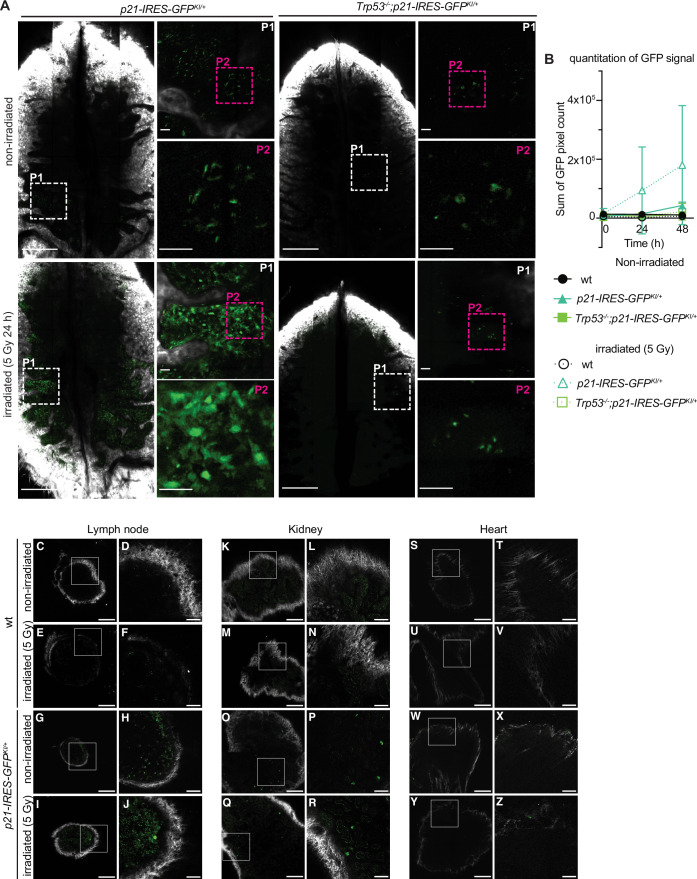
GFP expression can be detected by intra-vital microscopy in *p21-IRES-GFP* reporter mice after γ-irradiation. (**A**) Representative multiphoton microscopy images of the calvarium of a *p21-IRES-GFP*^*KI/+*^ mouse and a *Trp53*^*−/−*^*;p21-IRES-GFP*^*KI/+*^ mouse 24 h after administration of a single dose of 5 Gy γ-irradiation to activate TRP53. Data shown are representative of *n* = 3 mice for each genotype from three independent experiments. Scale bars are 500 μm for the whole calvarium image and 50 μm in P1 and P2. (**B**) Quantification of the GFP pixel count from images described in A (including wt mice as controls). Data were quantified from an *n* = 3–4 mice for each genotype and treatment and displayed as mean ± SD. (**C**–**Z**) Representative multiphoton microscopy images of the lymph node, kidney and heart from a wt and a *p21-IRES-GFP*^*KI/+*^ mouse 18 h after administration of a single dose of 5 Gy whole-body γ-irradiation. Tissues from non-irradiated mice were used as a control. Scale bars for **C**, **E**, **G**, **I**, **K**, **M**, **O**, **Q**, **S**, **U**, **W** and **Y** = 200 μm. Scale bars for **D**, **F**, **H**, **J**, **L**, **N**, **P**, **R**, **T**, **V**, **X** and **Z** = 50 μm. Images from a *p21-IRES-GFP*^*KI/*^ mouse are also displayed in Appendix Fig. S3.

To investigate expression of the *p21-GFP* reporter beyond the bone marrow, we performed multiphoton imaging on excised organs from *p21-IRES-GFP*^*KI/+*^ mice, and wt controls, with and without prior whole-body γ-irradiation (Fig. 5C–Z; Appendix Fig. S3). We detected increased GFP expression after γ-irradiation in lymph nodes, spleen and the kidney but not in the heart or liver.

Collectively these findings demonstrate that the *p21-IRES-GFP* reporter informs reliably on the expression of p21 and thus p21-initiated cellular processes in response to both TRP53-dependent as well as TRP53-independent stimuli in vitro and even within the whole mouse.

### *Puma-tdTomato* reporter mice

The pro-apoptotic BH3-only member of the BCL-2 family PUMA/BBC3, encoded by a direct TRP53 target gene (Han et al, 2001; Nakano and Vousden, 2001; Yu et al, 2001), is critical for TRP53 induced apoptotic cell death (Jeffers et al, 2003; Villunger et al, 2003). Thus, tracking the expression of *Puma* mRNA is a reliable marker for the induction of the TRP53-activated pathway to apoptosis. We, therefore, generated *Puma-tdTomato* reporter mice by replacing the coding sequence for *Puma* with that for tdTomato (Fig. 6A). PCR analysis confirmed the correct targeting of the *Puma* locus (Fig. 6B).

**Figure 6:**
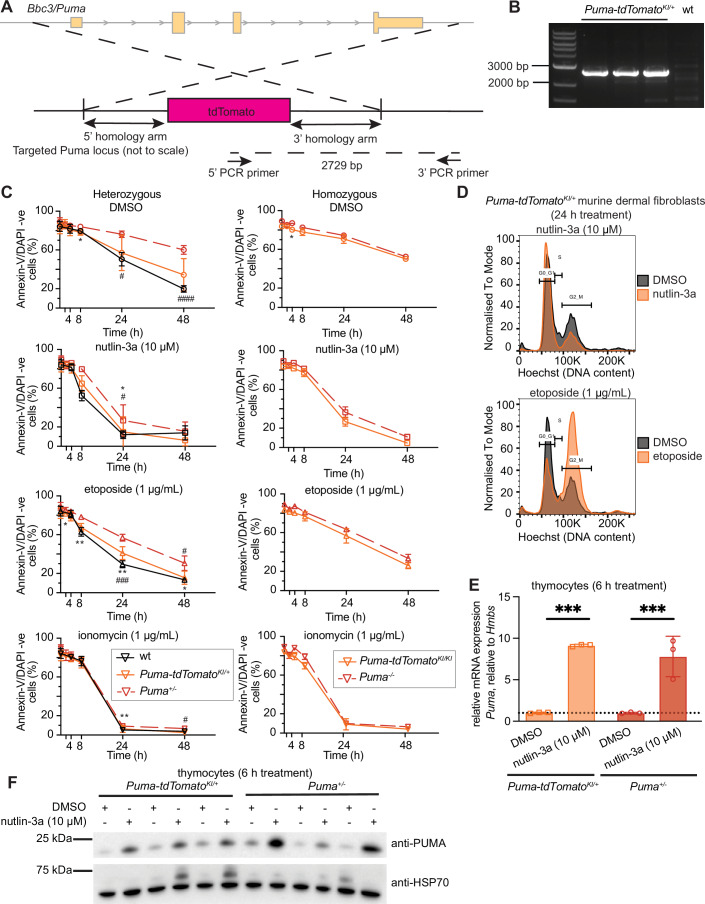
Generation and characterisation of *Puma-tdTomato* reporter mice. (**A**) Schematic of the targeted *Bbc3/Puma* locus to generate the *Puma-tdTomato* reporter mice (not to scale), depicting where the long-range PCR primers that determine correct integration bind. (**B**) Agarose gel of DNA products from a long-range PCR to detect integration of the targeting construct. The first three lanes contain DNA from an individual *Puma-tdTomato*^*KI/+*^ mouse, followed by DNA from a wt mouse in lane 4. All mice had the correct integration. (**C**) Thymocytes were extracted from wt, *Puma*^*+/−*^, *Puma-tdTomato*^*KI/+*^*, Puma*^*−/−*^ and *Puma-tdTomato*^*KI/KI*^ mice, treated for 48 h in vitro with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide or 1 µg/mL ionomycin. The percentages of live thymocytes (annexin-V/DAPI double negative) as determined by flow cytometric analysis are graphed. *p* values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests. *n* = 3–6 mice per genotype. Data were presented as mean ± SD. * describe comparisons between wt and *Puma*^*+/−*^ mice, or between *Puma-tdTomato*^*KI/KI*^ and *Puma*^*−/−*^ mice. # symbols describe comparisons between *Puma*^*+/−*^ and *Puma-tdTomato*^*KI/+*^ mice. *p* values = * or ^#^ ≤0.05, ** ≤0.01, ^###^ ≤0.001, ^####^ ≤0.0001. *n* = 3–5, mean ± SD. (**D**) Representative histograms for cell cycle distribution of MDFs from *Puma-tdTomato*^*KI/+*^ mice that had been treated for 24 h with DMSO (vehicle control; in black), overlaid with plots from cells treated for 24 h with 10 µM nutlin-3a or 1 µg/mL etoposide (in orange). Cell cycle distribution was determined by staining with Hoechst 33342 followed by flow cytometric analysis. Data were representative of *n* = 3 independent mice per genotype from three independent experiments. (**E**) qRT-PCR analysis of RNA extracted from thymocytes from *Puma*^*+/−*^ and *Puma-tdTomato*^*KI/+*^ mice that had been treated for 6 h with either DMSO (vehicle control) or 10 µM nutlin-3a in the presence of the broad-spectrum caspase inhibitor QVD-oPH. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. Data were plotted as fold-change of drug-treated compared to the mean of the DMSO-treated cells. Data were presented as mean ± SD. *n* = 3 mice of each genotype. *p* values were calculated using a two-way ANOVA using Dunnett’s correction for multiple tests. *p* values *** ≤0.001. (**F**) Western blot analysis of proteins extracted from thymocytes from *Puma*^*+/−*^ and *Puma-tdTomato*^*KI/+*^ mice that had been treated for 6 h with either DMSO (vehicle control) or 10 µM nutlin-3a in the presence of the broad-spectrum caspase inhibitor QVD-oPH. Probing for HSP70 was used as a loading control. Created with BioRender.com. Source data are available online for this figure.

First, we examined the impact of the modification to the *Puma* locus on the behaviour of cells. Loss of one allele of *Puma* causes a minor, albeit significant, reduction in TRP53-induced apoptosis in lymphoid cells, whereas the complete absence of PUMA causes resistance (Michalak et al, 2008; Villunger et al, 2003). Since the coding sequences for PUMA were removed and replaced with those for tdTomato, we expected cells from heterozygous *Puma-tdTomato*^*KI/+*^ reporter mice to show similar minor resistance to TRP53-induced apoptosis as those from *Puma*^*+/−*^ mice and those from *Puma-tdTomato*^*KI/KI*^ homozygous mice to be markedly resistant, akin to those from *Puma*^*−/−*^ mice. Indeed, this is what was found when thymocytes were treated with nutlin-3a or etoposide (Fig. 6C). As expected, thymocytes from *Trp53*^*−/−*^;*Puma-tdTomato*^*KI/+*^ mice were resistant to nutlin-3a and etoposide (Fig. EV4A). To not impact experiments by reduced apoptosis, we only used *Puma-tdTomato* mice in a heterozygote state for future experiments.

**Figure EV4:**
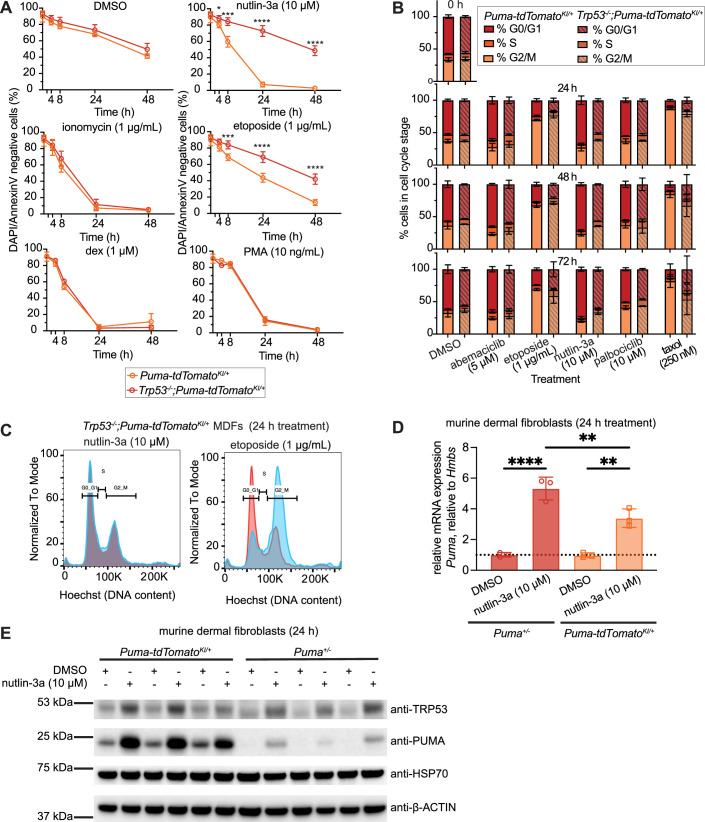
Extra data related to *Puma-tdTomato* mice. (**A**) Thymocytes were extracted from *Puma-tdTomato*^*KI/+*^ mice and *Trp53*^*−/−*^*;Puma-tdTomato*^*KI/+*^ mice, and treated for 48 h in vitro with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 1 µg/mL ionomycin, 1 µM dexamethasone or 10 ng/mL PMA. The percentages of live thymocytes (annexin-V/DAPI double negative) were determined by flow cytometric analysis. *p* values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests. *p* value* ≤0.05, *** ≤0.001, **** ≤0.0001. Data were presented as mean ± SD. *n* = 3–7 for mice of each genotype and treatment. (**B**) MDFs from *Puma-tdTomato*^*KI/+*^ and *Trp53*^*−/−*^*;Puma*-*tdTomato*^*KI/+*^ mice were treated for 72 h with either DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol, 10 µM palbociclib or 5 µM abemaciclib. Cell cycle distribution was determined by flow cytometric analysis after staining with Hoechst 33342 at the start of treatment (0 h), and at 24, 48 and 72 h of drug treatment. *p* values were calculated using a two-way ANOVA using Sidak’s correction for multiple tests and displayed in Appendix Table S3. Data were presented as mean ± SD. *n* = 3 mice for each genotype and treatment. (**C**) Representative flow cytometry histograms of cell cycle distribution of MDFs from *Trp53*^*−/−*^*;Puma*-*tdTomato*^*KI/+*^ mice following in vitro treatment for 24 h with DMSO (vehicle control; in red), 10 µM nutlin-3a or 1 µg/mL etoposide (overlaid in blue). Cell cycle distribution was determined by flow cytometric analysis after staining with Hoechst 33342. The data shown were representative of *n* = 3 for mice of each genotype and treatment. (**D**) qRT-PCR analysis examining the levels of *Puma* mRNA in MDFs from *Puma*-*tdTomato*^*KI/+*^ and *Puma*^*+/−*^ mice treated with either DMSO (vehicle control) or 10 µM nutlin-3a for 24 h. Data were normalised using the ΔΔCT method, using *Hmbs* as a housekeeping gene. Data were plotted as fold-change compared to the average of the wt DMSO-treated samples. Data were presented as mean ± SD. *n* = 3 mice of each genotype and treatment. The *p* values were calculated using a one-way ANOVA using Tukey’s correction for multiple tests. *p* value** ≤0.01, **** ≤0.0001. (**E**) Western blot analysis for TRP53 and PUMA protein levels in MDFs from *Puma*-*tdTomato*^*KI/+*^ and *Puma*^*+/*−^ mice 24 h after treatment with either DMSO (vehicle control) or 10 µM nutlin-3a. Probing for HSP70 and β-ACTIN were used as loading controls. Created with BioRender.com.

After treatment with nutlin-3a MDFs from *Puma-tdTomato*^*KI/+*^ mice ceased DNA synthesis, underwent cell cycle arrest and entered senescence at rates similar to wt MDFs (Figs. 6D and EV4B; Appendix Table S3). As expected, MDFs from *Trp53*^*−/−*^;*Puma-tdTomato*^*KI/+*^ mice did not undergo cell cycle arrest after treatment with nutlin-3a (Fig. EV4B,C; Appendix Table S3). qPCR and Western Blot analyses of nutlin-3a treated or vehicle-treated thymocytes and MDFs from *Puma-tdTomato*^*KI/+*^ reporter mice showed slightly lower levels of *Puma* mRNA and PUMA protein, respectively, as seen in the corresponding cells from *Puma*^*+/*−^ mice (Figs. 6E,F and EV4D,E). However, there was still an increase in expression upon nutlin-3a treatment, indicating the cells from the *Puma-tdTomato*^*KI/+*^ reporter mice were still responsive to the treatment. These findings demonstrate that the knock-in of the coding region for tdTomato had the expected minor impact on PUMA expression and PUMA-induced apoptosis.

Next, we examined the expression of the *Puma-tdTomato* reporter by flow cytometry. As expected, untreated MDFs from *Puma-tdTomato*^*KI/+*^ mice displayed markedly higher tdTomato signal than MDFs from non-reporter *Puma*^*+/−*^ mice (Fig. 7A), consistent with the observation that unstressed MDFs express basal levels of *Puma* mRNA and PUMA protein (Han et al, 2001). Upon treatment with nutlin-3a, etoposide or taxol, the levels of tdTomato increased markedly in the *Puma-tdTomato*^*KI/+*^ MDFs (Figs. 7B and EV5A,B). The increase in the *Puma-tdTomato* reporter caused by treatment with nutlin-3a was entirely TRP53 dependent because this was not seen in *Trp53*^*−/−*^;*Puma-tdTomato*^*KI/+*^ MDFs (Figs. 7B and EV5A,B). The increases in reporter levels after treatment with etoposide or taxol were diminished but not abrogated by the absence of TRP53 (Fig. 7B). Interestingly, the basal expression of tdTomato in unstressed MDFs was not diminished by the absence of TRP53 (Fig. 7B).

**Figure 7:**
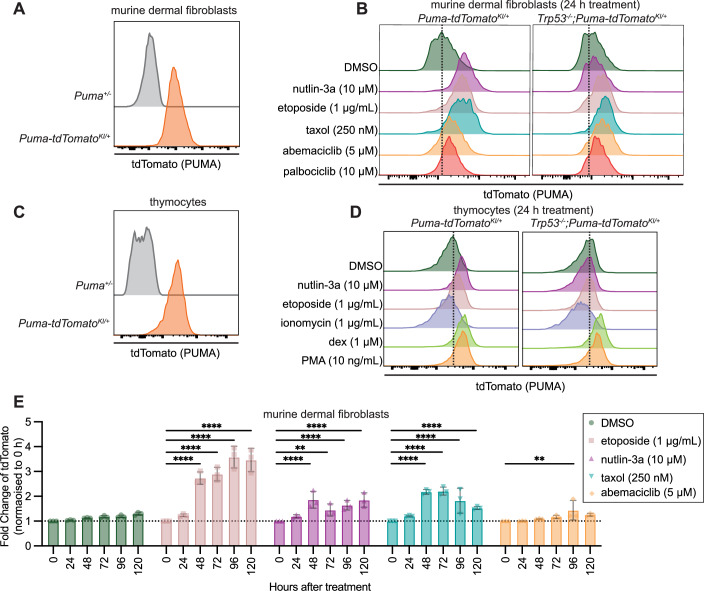
tdTomato expression increases in cells from *Puma-tdTomato* reporter mice after treatment with cytotoxic agents that kill in either a TRP53-dependent or a TRP53-independent manner. (**A**) Flow cytometry histograms showing the levels of tdTomato in untreated *Puma-tdTomato*^*KI/+*^ MDFs compared to untreated MDFs from a *Puma*^*+/−*^ mouse. Data shown were representative of *n* = 3–5 for each genotype. (**B**) Flow cytometry histograms showing the levels of tdTomato in MDFs from a *Puma-tdTomato*^*KI/+*^ mouse and MDFs from a *Trp53*^*−/−*^*; Puma-tdTomato*^*KI/+*^ mouse that had been treated for 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol, 5 µM abemaciclib or 10 µM palbociclib. Representative histograms from *n* = 5 independent cell cultures for cells of each genotype are shown. (**C**) Flow cytometry histograms showing the levels of tdTomato in untreated *Puma-tdTomato*^*KI/+*^ thymocytes compared to untreated thymocytes from a *Puma*^*+/−*^ mouse. Data shown were representative of *n* = 3–5 mice for each genotype. (**D**) Flow cytometry histograms showing the levels of tdTomato in thymocytes from a *Puma-tdTomato*^*KI/+*^ mouse and a *Trp53*^*−/−*^*; Puma-tdTomato*^*KI/+*^ mouse that had been treated for 24 h with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 1 µg/mL ionomycin, 1 µM dexamethasone or 10 ng/mL PMA in the presence of the broad-spectrum caspase inhibitor QVD-oPH. Representative histograms from *n* = 3 independent cell cultures for each genotype and treatment are shown. (**E**) Summary plots of tdTomato expression in murine dermal fibroblasts displayed as fold-change relative to the level at 0 h. Cells were treated with DMSO (vehicle control), 10 µM nutlin-3a, 1 µg/mL etoposide, 250 nM taxol or 5 µM abemaciclib for 24 h before drug-containing medium was removed and replaced with non-drug-containing medium. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. Data displayed as mean ± SD from *n* = 3 cultures derived from independent mice of each genotype. *p* value ** ≤0.01, **** ≤0.0001. Source data are available online for this figure.

**Figure EV5:**
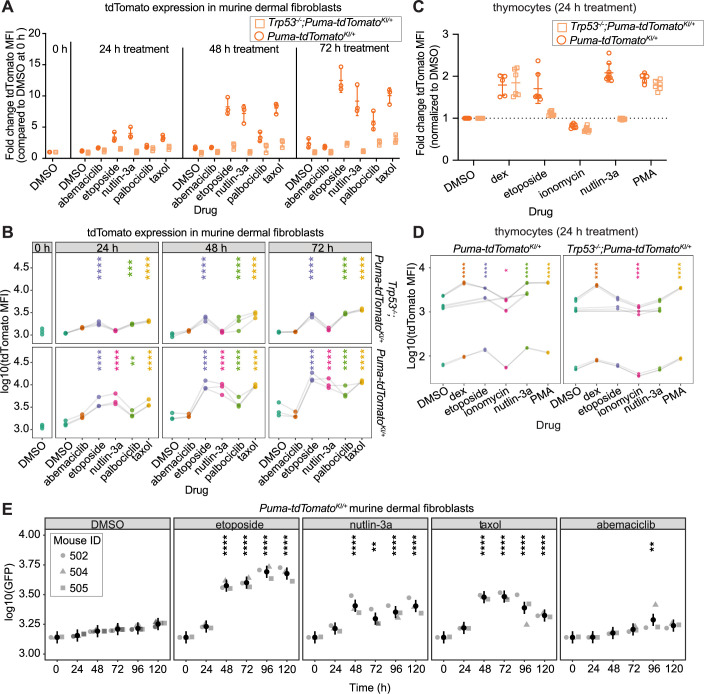
Extra data related to tdTomato expression in *Puma-tdTomato* mice. (**A**) Summary plots of tdTomato expression in MDFs from Fig. 7B, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean ± SD from *n* = 3 cultures for each genotype of mice and treatment. (**B**) Summary plots of tdTomato expression in MDFs from Fig. 7B, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *p* value** ≤0.01, *** ≤0.001, **** ≤0.0001. *n* = 3 cultures for each genotype of mice and treatment. (**C**) Summary plots of tdTomato expression in thymocytes from Fig. 7D, displayed as fold-change relative to DMSO (control) treated samples at 0 h. Data displayed as mean ± SD from *n* = 5–10 cultures for each genotype of mice and treatment. (**D**) Summary plots of tdTomato expression in thymocytes from Fig. 7D, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *p* value* ≤0.05, **** ≤0.0001. *n* = 5–10 cultures for each genotype of mice and treatment. (**E**) Summary plots of tdTomato expression in MDFs from Fig. 7E, displayed as log-transformed Raw MFI values. The black symbol indicates the mean. *p* values were calculated using a linear model using Sidak’s correction for multiple tests. *p* value**≤0.01, **** ≤0.0001. *n* = 3 cultures for each genotype of mice and treatment.

Consistent with observations that *Puma* mRNA and PUMA protein can be detected in wt thymocytes (Michalak et al, 2008), untreated thymocytes from *Puma-tdTomato*^*KI/+*^ mice displayed increased tdTomato signal compared to thymocytes from non-reporter *Puma*^*+/*−^ mice (Fig. 7C). After treatment with nutlin-3a, etoposide or various other cytotoxic agents, the levels of the *Puma-tdTomato* reporter increased substantially in thymocytes from *Puma-tdTomato*^*KI/+*^ mice (Figs. 7D and EV5C,D). The absence of TRP53 in cells from *Trp53*^*−/−*^;*Puma-tdTomato*^*KI/+*^ mice prevented the nutlin-3a induced increase in the levels of this reporter, yet reporter expression could still be induced in these cells by treatment with dexamethasone or PMA (Figs. 7D and EV5C,D), agents that induce apoptosis in a PUMA-dependent but TRP53-independent manner (Villunger et al, 2003). To determine if the *Puma-tdTomato* reporter expression was reversible, we treated MDFs for 24 h with nutlin-3a, taxol, etoposide or abemaciclib before removing the drug-containing medium and replacing it with fresh drug-free medium (Figs. 7E and EV5E). *Puma-tdTomato* reporter expression increased steadily during treatment with nutlin-3a until 48 h (i.e. for another 24 h after removal of the agent) and then plateaued. For treatment with etoposide, the levels of the *Puma-tdTomato* reporter continued to increase even after the drug was removed. Reporter expression in cells treated with taxol peaked at 48–72 h (i.e. for another 24–48 h after removal of the drug) and subsequently diminished (Figs. 7E and EV5E). Treatment with abemaciclib had only a minor impact on the levels of the *Puma-tdTomato* reporter throughout the time course of the experiment (Figs. 7E and EV5E).

We extended the analysis of the *Puma-tdTomato* mice to visualise the responses of cells in living mice to stress. We subjected *Puma-tdTomato*^*KI/+*^ and control wt mice to 5 Gy γ-radiation and performed intra-vital microscopy of the bone marrow. Basal levels of the *Puma-tdTomato* reporter were observed throughout cells in the bone marrow of untreated mice (Fig. 8A,B). At 24 and 48 h after whole-body γ-irradiation, marked increases in the levels of the reporter were seen in bone marrow cells of the *Puma-tdTomato* mice but not the wt controls (Fig. 8A,B; Appendix Fig. S2D). Little increase in the levels of the reporter was seen in γ-irradiated *Trp53*^−*/−*^;*Puma-tdTomato*^*KI/+*^ mice (Fig. 8A,B), demonstrating that this induction is TRP53 dependent. The levels of the *Puma-tdTomato* reporter in untreated mice were not reduced by the absence of TRP53 (Fig. 8A,B), demonstrating that the basal expression of *Puma* is independent of TRP53.

**Figure 8:**
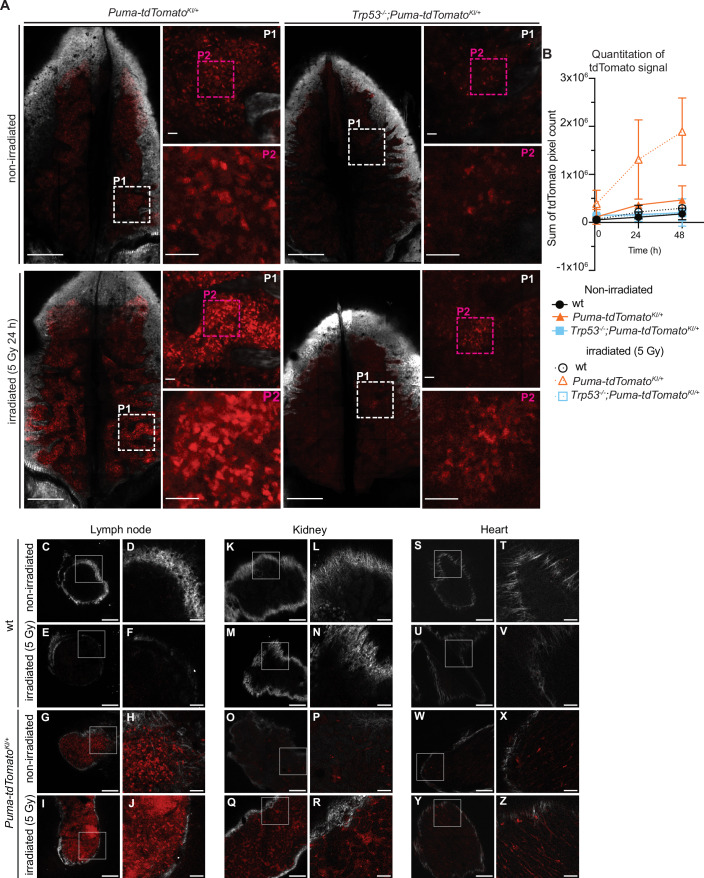
tdTomato expression can be detected by intra-vital microscopy in *Puma-tdTomato* reporter mice after γ-irradiation. (**A**) Representative multiphoton microscopy images of the calvarium of a *Puma-tdTomato*^*KI/+*^ mouse and a *Trp53*^*−/−*^*;Puma-tdTomato*^*KI/+*^ mouse 24 h after administration of a single dose of 5 Gy γ-irradiation to activate TRP53. Data shown were representative of *n* = 3 independent experiments per mouse genotype and treatment. Scale bars are 500 μm for the whole calvarium image and 50 μm in P1 and P2. (**B**) Quantification of the tdTomato pixel counts from images described in **A** (including wt mice as controls). Data quantified from an *n* = 3–5 mice for each genotype and treatment and displayed as mean ± SD. (**C**) Representative multiphoton microscopy images of lymph nodes, kidney and heart from a wt and a *Puma-tdTomato*^*KI/+*^ mouse 18 h after administration of a single dose of 5 Gy whole-body γ-irradiation. Tissues from non-irradiated mice were used a control. Scale bars for **C**, **E**, **G**, **I**, **K**, **M**, **O**, **Q**, **S**, **U**, **W** and **Y** = 200 μm. Scale bars for **D**, **F**, **H**, **J**, **L**, **N**, **P**, **R**, **T**, **V**, **X** and **Z** = 50 μm. Images from a *Puma-tdTomato*^*KI/+*^ mouse are also displayed in Appendix Fig. S3.

To investigate the expression of the *Puma-tdTomato* reporter beyond the bone marrow, we performed multiphoton imaging on organs excised from *Puma-tdTomato*^*KI/+*^ mice and wt control mice, with and without prior whole-body γ-irradiation (Fig. 8C–Z; Appendix Fig. S3). *Puma-tdTomato* reporter expression was detectable at baseline, and increased upon γ-irradiation in the spleen, lymph nodes, kidneys and heart, but not the liver (Fig. 8C–Z; Appendix Fig. S3).

Collectively these findings demonstrate that the *Puma-tdTomato* reporter informs reliably on the expression of *Puma* mRNA and thus on the PUMA-initiated apoptotic programme activated by both TRP53-dependent as well as TRP53-independent stimuli in culture and in situ in live mice.

## Discussion

Well-designed technological advances and scientific tools are critical for answering fundamental biological questions in the most informative way. Here we describe three novel genetically engineered mouse strains that can provide insight into the function of the key tumour suppressor TP53/TRP53 and many other regulators of cell fate.

Genetically engineered mouse models provide renewable sources of robust materials for studies without relying on reagents (e.g. antibodies) specific to the protein of interest. Variability in the effectiveness of reagents is potentially one reason for the differences in lists of direct TP53/TRP53 target genes reported across different studies (Fischer, 2017; Fischer et al, 2016). Here, we sought to create a robust and reliable system to identify TRP53 target genes and proteins interacting with TRP53 by knocking in a triple-FLAG tag to the N-terminus of endogenous TRP53. The addition of this tag did not disrupt TRP53 function and could be used reliably to detect where TRP53 binds to DNA elements in the genome. In addition to the Western blot studies shown here, we believe cells from *FLAG-Trp53* mice will be valuable resources for proteomic studies for identifying and confirming proteins that bind to TRP53 by using immunoprecipitation or mass spectrometry. This could be of particular interest to identify proteins that bind mutant TRP53 proteins that may be involved in exerting its reported dominant-negative or gain-of-function activities. This could be achieved by crossing the *FLAG-Trp53* mice with transgenic mice expressing an oncogene, such as *c-Myc*, in which mutations in *Trp53* are prevalent cooperating oncogenic lesions driving tumorigenesis, selecting those lymphomas that have sustained a mutation of interest in the *FLAG-Trp53* allele.

The two reporter mouse strains described here read out on two of the major cellular processes that TRP53 activates to suppress tumour development, namely apoptotic cell death and cell cycle arrest/cell senescence (Boutelle and Attardi, 2021; Thomas et al, 2022). Importantly, the insertion of the reporter constructs did not abrogate the functions of p21 or PUMA (for the latter in a heterozygous state only). In the *Puma-tdTomato* mice, we identified minor differences in the levels of *Puma* mRNA and PUMA protein expressed, but as we still observed induction of the mRNA and protein, this functionally had little impact. This may be because the cells have adapted to lower levels of this pro-apoptotic protein. To prevent the loss of the function of one allele of *Puma* that we see in our *Puma-tdTomato* reporter mice, we are currently generating *Puma-IRES-mCherry* mice in which the function of the targeted *Puma* allele should not be impaired.

Importantly, our new reporter mice cannot just be used for studies looking at TRP53 function. We have shown that we can detect induction of these reporters also after TRP53-independent stimuli, such as induction of the *Puma-tdTomato* reporter after exposure of lymphoid cells to PMA or dexamethasone. These two cytotoxic agents induce apoptosis in lymphoid cells in a manner that is in part dependent on PUMA but independent of TRP53 (Villunger et al, 2003). This means we can use the reporter mice to investigate how p21 and PUMA are regulated in a variety of settings including in cancer models. Of note, we can use cells, such as immortalised cell lines or tumour-derived cell lines, from these mice to perform CRISPR screens to search for positive and negative regulators of the expression of the *Cdkn1a/p21* and *Bbc3/Puma* genes and the pathways in which they function.

We have conclusively demonstrated our reporter mice can be combined with intra-vital imaging approaches to visualise expression in situ. Thus, these models are powerful tools to study apoptosis and cell cycle control in vivo in as many different cell types as this technology allows. We have demonstrated tissue-specific activation of the two reporters. The *Puma-tdTomato* and *p21-IRES-GFP* reporter data shown here largely agree with published RNAseq analysis of tissues from γ-irradiated mice (Resnick-Silverman et al, 2023); the only discrepancy found was for *p21* expression in the liver. This could be due to differences in experimental conditions, such as the time point for tissue analysis. Future experiments could be used to perform powerful fundamental studies in the context of whole animals with regards to toxicities of drug treatments, the emergence of cells exhibiting resistance to therapeutic intervention and basic developmental biology processes that underpin life.

Previous mice generated to report on *Cdkn1a/p21* expression have used lacZ or luciferase as the reporters (McMahon et al, 2016; Tinkum et al, 2011; Vasey et al, 2008). Notably, these reporters are both not suitable for in vivo fluorescent imaging. Additionally, the *Cdkn1a*^*SUPER*^ mouse strain (Torgovnick et al, 2018) was inadequate to answer our questions, as its cells over-express p21. Fluorescent reporters for both *Puma* and *p21* have previously been described (Goh et al, 2012). However, these reporters were not expressed from the endogenous loci, but instead from the *Hprt* locus, although containing *Trp53* binding sites in their 5′ UTR. The absence of other regulatory regions in the promoters and the lack of the overall genomic context makes these animals less suitable than our mice for investigations of TRP53-dependent expression of gene regulation and entirely unsuited to examine the TRP53-independent control of these genes.

An interesting finding in our study was that quiescent cells did not express GFP reporting on *p21* expression even after treatment with nutlin-3a to activate TRP53 or other cytotoxic agents. This is in contrast to mRNA expression data, which show that the levels of *p21* increase after TRP53 activation, such as in response to treatment with nutlin-3a (Valente et al, 2016). One possible explanation could be that the levels of *p21* mRNA in nutlin-3a treated thymocytes, even though increased compared to untreated thymocytes, are still not sufficiently high to give rise to substantial GFP reporter (and endogenous p21 protein) expression. Of note, thymocytes and quiescent mature T and B cells do not need to induce p21 expression to undergo cell cycle arrest, given that they reside in the G_0_ state. Alternatively, our finding could be one example of many (de Sousa Abreu et al, 2009; Vogel and Marcotte, 2012) where protein and mRNA expression do not correlate, and this may deserve further investigation.

Using our new mouse models in vivo and in various cell types in vitro, we can now investigate the timing of when the initiators of cell cycle arrest/senescence or apoptotic cell death are first induced and their dynamics over the lifetime of a cell. We can also investigate if TRP53 has different interactions with DNA or other proteins in cells that have different levels of *p21* or *Puma* by generating mice that express both reporters and also FLAG-TRP53.

In conclusion, our new mouse resources will greatly enrich research in cancer biology, cell biology developmental biology, immunology and many other areas providing insight into TRP53 and also other regulators that initiate cell cycle arrest via induction of *p21* and/or cell death via induction of *Puma* to instruct cell fate.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalogue number
**Experimental models**		
Trp53 KO (M. musculus)	Tyler Jacks	B6.129S2-*Trp53*^*tm1Tyj*^
FLAG-Trp53 (M. musculus)	This study	
p21-IRES-GFP (M. musculus)	This study	
Puma-tdTomato (M. musculus)	This study	
**Recombinant DNA**		
N/A		
**Antibodies**		
Rabbit-anti-Trp53 (polyclonal)	Novacastra/Lecia	Cat # P53-PROTEIN-CM5
Mouse-anti-FLAG (monoclonal, M2 affinity purified)	Sigma	Cat # F1804
rabbit anit-GAPDH (monoclonal, 14C10)	Cell signaling technologies	Cat # 2118
Mouse anti-HSP70 (monoclonal, N6)	In house	In House
Goat anti -Rabbit IgG-HRP secondary (polyclonal)	Southern Biotech	Cat # 4010-05
Goat anti -Mouse IgG-HRP secondary (polyclonal)	Southern Biotech	Cat # 1010-05
Annexin-V-FITC	Biolegend	#640905
Anti-CD28 (monoclonal, 37.51)	In house	In House
Anti-CD3 (monoclonal, 2C11)	In house	In House
**Oligonucleotides and sequence-based reagents**		
*PCR primers - Trp53 KO genotyping*		5’- TTATGAGCCACCCGAGGT 5’- TATACTCAGAGCCGGCCT 5’- TCCTCGTGCTTTACGGTATC
*PCR primers - FLAG-Trp53 genotyping*	This study	5’ - CTCGAGGCTGATATCCGACTG 5’ – CCGGCTTCTGTCCTCCATG
*PCR primers - p21-IRES-GFP genotyping*	This study	5’ – AAAGTTCTCCCTGGCCCAAG 5’ - TTGTAATCGGGGATGTCGGC 5’ – CGGGCTAGACCCTCTACGG
*PCR primers - Puma-tdtomato genotyping*	This study	5’ – TGGCCTGACATCTGTTCTCTC 5’ - ACTGCTTCCTTCACGACATTC 5’ – GCAGGCAGCGTATATACAGG
**Chemicals, enzymes and other reagents**		
Nutlin-3a	Cayman Chemicals	#18585
etoposide	Ebewe Interpharma	AUST R 96641
Dexamethasone	Sigma-Aldrich	D1756
PMA	Sigma-Aldrich	P1585
Thapsigargin	Sigma-Aldrich	T9033
ionomycin	Sigma-Aldrich	I9657
Encequidar	MedChem Express	HY-13646
Hoechst 33342	Sigma-Aldrich	#14533
paclitaxel	Bristol Myers Squibb	
palbociclib	MedChemExpress	HY-50767
abemaciclib	MedChemExpress	HY-16297A
DAPI	Sigma-Aldrich	28718-90-3
PI	Thermo Fisher Scientific	P1304MP
COMPLETE protease inhibitor cocktail tablets	Roche	*#*11697498001
Dulbecco’s Modified Eagle Medium (DMEM)	Gibco	Thermo Fisher #12491015
RPMI-1640	Gibco	Thermo Fisher #12633012
ESC-qualified foetal bovine serum (FBS)	Gibco	Thermo Fisher #A4736301
Asparagine	Sigma-Aldrich	#70-47-3
GlutaMAX™-I Supplement	Gibco	Thermo Fisher #35050061
MEM Non-Essential Amino Acids Solution	Gibco	Thermo Fisher #11140050
2-mercaptoethanol	Sigma-Aldrich	#M-6250
Penicillin/Streptomycin	Gibco	Thermo Fisher #15140122
IL7	In house	N/A
IL2	In house	N/A
**Software**		
Gviz package	Hahne and Ivanek, 2016	http://bioconductor.org/biocLite.R
ImageLab	Bio-Rad	https://www.bio-rad.com
Prism	GraphPad	https://www.graphpad.com
FlowJo^TM^ v10	BD Biosciences	https://www.bdbiosciences.com
CaseViewer	3DHISTECH	https://www.3dhistech.com
Adobe Photoshop	Adobe	https://www.adobe.com
ImageJ2 (v2.9.0)	FIJI	https://imagej.net/software/fiji/downloads
**Other**		
Epicypher CUTANA ChIC/CUT&RUN kit v2	Epicypher	Cat #14-1048
SimpleChIP/ChIP-seq Multiplex Oligos for Illumina (Dual Index Primers	Cell Signalling Technology	Cat #47538
NEBNext Ultra II DNA Library Prep Kit for Illumina	New England Biolabs	Cat #E7645L

### Mouse strains

All animal experiments were conducted with the approval of the WEHI Animal Ethics Committee, following the guidelines set out by the Melbourne Directorate Animal Ethics Committee. *Trp53*^*−/−*^ mice have been previously described (Jacks et al, 1994). They were originally generated on a mixed C57BL/6x129SV background but had been backcrossed with C57BL/6 mice for >20 generations prior to the commencement of the studies described here.

Several new mouse strains were developed for this research. These include *Trp53-N-terminal-triple-FLAG-Tag* knock-in mice, referred to as *FLAG-Trp53* mice as well as *Puma-tdTomato* and *p21-IRES-GFP* reporter mice. All new mouse strains were generated on a C57BL/6 background by the MAGEC lab at WEHI using CRISPR/Cas9 gene editing technology. *FLAG-Trp53* mice were generated by targeting and inserting vector DNA encoding a triple-FLAG tag into the endogenous *Trp53* locus. *Puma-tdTomato* reporter mice were generated by replacing the coding sequences for *Bbc3* (encodes PUMA) with the coding sequence for tdTomato. *P21-IRES-GFP* mice were generated by inserting an internal ribosome entry site (IRES) and the GFP coding sequence into the endogenous *p21* locus. Mice with correctly inserted DNA sequences, as determined by next-generation sequencing, were maintained on a C57BL/6 background.

### Genotyping of mice by PCR

Crude DNA was extracted from either a tailpiece or an ear clip obtained at weaning, using the DirectPCR Lysis buffer (Viagen #102-T) with 0.32 U/mL proteinase K (Sigma-Aldrich #P4850) at 56 °C for a minimum of 4 h until completion of tissue digestion. Proteinase K was inactivated at 86 °C for 20 min. PCR was performed using GoTaq Green Master Mix (Promega #M7123). An aliquot of 1 µL of DNA was added to 19 µL of master mix with primers. Primer sequences are as follows: *Trp53*^*−/−*^ 5′-TTATGAGCCACCCGAGGT 5′-TATACTCAGAGCCGGCCT 5′-TCCTCGTGCTTTACGGTATC, *Puma-tdTomato* 5′–AAAGTTCTCCCTGGCCCAAG 5′-TTGTAATCGGGGATGTCGGC 5′–CGGGCTAGACCCTCTACGG, *FLAG-Trp53* 5′-CTCGAGGCTGATATCCGACTG 5′–CCGGCTTCTGTCCTCCATG, *p21-IRES-GFP* 5′–TGGCCTGACATCTGTTCTCTC 5′-ACTGCTTCCTTCACGACATTC 5′–GCAGGCAGCGTATATACAGG. Target sequences were amplified using the following cycling conditions: *Trp53*^*−/−*^ and *p21-IRES-GFP*—initial denaturation at 94 °C for 4 min followed by 30 cycles of 94 °C for 30 s, 55 °C for 30 s, 72 °C for 1 min, followed by a final extension at 72 °C for 5 min. *Puma-tdTomato*—initial denaturation at 94 °C for 4 min followed by 30 cycles of 94 °C for 40 s, 62 °C for 30 s, 72 °C for 1 min, followed by a final extension at 72 °C for 5 min. *FLAG-Trp53*—initial denaturation at 95 °C for 2 min followed by 35 cycles of 95 °C for 30 s, 60 °C for 30 s, 72 °C for 30 s, followed by a final extension at 72 °C for 5 min. PCR products were run on a 2% agarose gel in 1X TAE buffer (Sigma-Aldrich #T9650 diluted with water) containing 0.5 µg/mL ethidium bromide at 100 V for 40 min and visualised using the ChemiDoc XRS+ in the ImageLab programme.

### Preparation of single-cell suspensions from mouse tissues

Single-cell suspensions of thymocytes, spleen cells and lymph node cells were generated from the primary tissues of mice. The organs were harvested and placed in 2 mL BSS (150 mM NaCl, 3.7 mM KCl, 2.5 mM CaCl_2_.2H_2_O, 1.2 mM MgSO_4_.7H_2_O, 14.8 mM HEPES, prepared by the WEHI media kitchen). Thymi, spleens and lymph nodes were gently passed through a 100 µm mesh to generate a single-cell suspension. For spleen samples and some thymi, if there were many red blood cells, those were depleted by treatment with Red Cell Removal Buffer (prepared by the WEHI Media Kitchen) for 5 min at room temperature before washing twice with DPBS with 2% Heat Inactivated Foetal Bovine Serum (HI-FBS, Sigma, Batch #16K598 or #20K207). Cells were then counted and plated for further assays.

### Isolation of primary T cells

Naïve T cells were isolated from the spleen and lymph nodes of mice. Organs were harvested and gently passed through a 100 µm mesh to make a single-cell suspension. Cells were incubated with a biotinylated antibody cocktail (MAC-1 (MI/70) /CD19 (ID3) /CD44 (1M7.81) /B220 (RA3-6B2) /TER119 (Ter119) /NK1.1 (PK136)) that binds all unwanted cells, washed, and incubated with the MagniSort Streptavidin Negative Selection Beads (Invitrogen #MSNB-6002). Samples were placed on a magnet, and the supernatant was collected. Enrichment and purity of cells were assessed by flow cytometry after staining with antibodies against CD3 (17A2 or 145-2C11, produced in-house), CD4 (GK1.5, produced in-house), CD8 (53.6.7, BD Biosciences #563234), CD44 (1M7.81, produced in-house) and CD62L (MEL14 L-selectin, produced in-house) before plating for downstream assays. Primary naïve T cells were cultured in RPMI-1640 medium supplemented with GlutaMAX (Gibco #35050061), 10 mM HEPES (Gibco #15630-080), 1 mM sodium pyruvate (Gibco #11360-070), 1x non-essential amino acids (Sigma #M7145), 50 µM β-mercaptoethanol (Sigma-Aldrich #M-6250), 100 U/mL penicillin, 100 mg/mL streptomycin (Gibco #15140122) and 10% HI-FBS. Cells were cultured at 37 °C in 10% CO_2_.

### Generation of murine dermal fibroblasts

Murine dermal fibroblasts (MDFs) were generated from the tails of 8–12 weeks-old mice as described previously (Lieschke et al, 2022). Bone was removed from the skin and then the skin was digested in 2.1 U/mL dispase II (Sigma-Aldrich #D4693) in DMEM (Gibco #11885-092) either at 37 °C for 1 h or at 4 °C overnight. The dermis was peeled from the epidermis and placed in 0.42 mg/mL Collagenase IV (Sigma-Aldrich #C5138) in DMEM at 37 °C for 1 h. The dermis was passed through a 100 µm mesh, and collagenase was washed away with DMEM. Cells were plated in two wells of a six-well plate in DMEM (Gibco #11885-092) supplemented with 100 U/mL penicillin, 100 mg/mL streptomycin (Sigma #P0781) and 10% HI-FBS. Cells were grown at 37 °C in 10% CO_2_ and passaged every 2–3 days until natural cell senescence, usually 3 weeks after the start of the culture. All assays, unless specified otherwise, were performed on early passage (passage 2–5) fibroblasts.

### Western blotting

Cell lysates were made by resuspending cells in RIPA buffer (50 mM Tris.HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS) with cOmplete protease inhibitor (Roche #11697498001) for 25 min on ice, followed by a 10 min centrifugation at 13,000 rpm to clear cellular debris. Protein concentration was determined by the Bradford assay using the Bio-Rad Protein Assay Dye (#5000006), or by using the Pierce^TM^ BCA protein kit (Thermo Fisher Scientific, #23225). About 10–25 µg of protein was denatured by incubating at 100 °C for 5 min with Laemmli buffer (0.25 M Tris.HCl pH 6.8, 40% glycerol, 0.8% SDS, 0.1% bromophenol blue, 10% β-mercaptoethanol). Samples were run on either a 10% or 4–12% Bis-Tris NuPage gel (Life Technologies) to separate proteins by size in MES buffer. Proteins were then transferred onto a nitrocellulose membrane using the iBlot 2 system (Thermo Fisher Scientific #IB21001, 20 V 1 min, 23 V 4 min, 25 V 2 min). Membranes were blocked in 5% skim milk in PBS-T (DPBS with 0.1% Tween-20). Membranes were then incubated with the primary antibodies listed in Table 1 diluted in 5% BSA in PBS-T. Membranes were washed in PBS-T before incubating in HRP-conjugated secondary antibodies listed in Table 1 specific to the relevant species of the primary antibody used. Luminata Forte Western HRP substrate (Millipore #WBLUF0500) was applied to the membrane shortly before imaging using the ChemiDoc XRS+ machine. Images were analysed using ImageLab software.

**Table 1:** Antibodies used for Western blot analysis.

Specificity	Origin		Clone	Source/Company	Catalogue #
TRP53	Rabbit	pAb	CM5	Novocastra/Leica	P53-PROTEIN-CM5
FLAG	Mouse	mAb	M2 (affinity purified)	Sigma-Aldrich	F1804
GAPDH	Rabbit	mAb	14C10	Cell Signaling Technologies	2118
HSP70	Mouse	mAb	N6	In House	N/A
β-ACTIN	Mouse	mAb	AC-74	Sigma-Aldrich	A2228
P21	Rabbit	pAb	N/A	Cell Signaling Technologies	64016S
PUMA	Rabbit	mAb	E2P7G	Cell Signaling Technologies	98672
Rabbit IgG-HRP secondary	Goat	pAb	N/A	Southern BioTech	4010-05
Mouse IgG-HRP secondary	Goat	pAb	N/A	Southern BioTech	1010-05

*pAb* polyclonal antibody, *mAb* monoclonal antibody.

### RNA extraction, cDNA conversion and qRT-PCR analysis

Cells were collected directly into TRIzol Lysis Reagent (Invitrogen #15596026) and stored at −80 °C until RNA was extracted. RNA was extracted using the Phenol/chloroform method. The concentration and purity of RNA were determined using a DeNovix DS-11 Spectrophotometer/Fluorometer. RNA was determined as good quality if the 260:280 ratio was above 2.

Up to 1 µg of RNA was converted to cDNA using superscript III (Invitrogen #18080-051) and oligo-Dt primers following the manufacturer’s protocol. qRT-PCR was performed using TaqMan probes in TaqMan^TM^ Universal PCR Master Mix (Applied Biosystems #4304437). The list of primers used can be found in Table 2. Samples were run on Viia7 using Quantstudio software and analysed using the comparative threshold (ΔΔCT) method.

**Table 2:** TaqMan^TM^ probes for qRT-PCR.

Transcript/target	Catalogue number	Company
*Trp53 (p53)*	Mm01731287_m1	Thermo Fisher Scientific
*Hmbs*	Mm01143545_m1	Thermo Fisher Scientific
*Noxa (Pmaip1)*	Mm00451763_m1	Thermo Fisher Scientific
*p21 (Cdkn1a)*	Mm00432448_m1	Thermo Fisher Scientific
*Puma (Bbc3)*	Mm00519268_m1	Thermo Fisher Scientific
*Bax*	Mm00432050_m1	Thermo Fisher Scientific
*Mdm2*	Mm01233138_m1	Thermo Fisher Scientific
*Mlh1*	Mm00503449_m1	Thermo Fisher Scientific

### CUT&RUN assay

About 500,000 MDFs were plated and left to settle for 24 h in an incubator with 10% CO_2_ at 37 °C. The medium was replaced with medium containing nutlin-3a (10 µM, Cayman Chemicals #18585) or DMSO (vehicle control) and cells were incubated for 6 h. Adherent cells were dissociated with trypsin (0.25 mg/mL, Sigma #T4174), keeping both the supernatant and the trypsinised fractions for analysis. CUT&RUN was performed using the CUTANA ChIC/CUT&RUN kit v2 (Epicypher, 14-1408) following the manufacturer’s protocol. Briefly, nuclei were isolated prior to the start of the assay. Nuclei were bound to activated conA beads. Samples were incubated with 0.5 μg of anti-FLAG antibody (Sigma, F1804) overnight. DNA was cut using pAG-MNase, and unbound fragments were washed away. Bound chromatin was released from the beads, and DNA was purified. Total recovered DNA was taken into library preparation using the NEBNext Ultra II DNA Library Prep Kit for Illumina (#E7645L). Indexing was performed using the SimpleChIP/ChIP-seq Multiplex Oligos for Illumina (Dual Index Primers) (#47538). 2 × 75bp paired-end read sequencing was performed on a NextSeq, and 10 million reads per sample was collected.

### CUT&RUN data analysis

Paired-end CUT&RUN sequence reads were aligned to the mouse reference genome mm39 with the *Rsubread* package and the *align* function (v2.12.0 (Liao et al, 2019)). Peak calling was performed with MACS (v2 (Zhang et al, 2008)) for each genotype and treatment in paired-end mode using default options and effective mouse genome size. Libraries from biological replicates were combined during peak calling. Heatmap and signal profile plots were created with ‘deepTools’ (v.3.5.1 (Ramirez et al, 2016)) using combined alignments of biological replicates while discarding duplicate reads and read overlapping blacklisted genomic regions (Amemiya et al, 2019). Read enrichment coverage was computed in 10 bp windows using extended and centred reads and using read per genomic content normalisation (1x depth). Read enrichment on the reduced set of peak regions called in any of the groups defined by genotype and treatment was used to generate heatmaps (Fig. 2E).

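Merging overlapping peaks of the 6 lists gave 17225 regions covering 4815 kb. Tagged MDFs of both genotypes shared 4484 regions (26.0%), 11892 (69.0%) were called in KI/KI MDFs only and 758 in KI/+ MDFs only. The lists were not matched in depth: KI/KI MDFs had 2.29 times the background coverage of KI/+ MDFs with DMSO and 1.17 times with nutlin-3a. A region called in 1 genotype only is thus not shown to be bound in that genotype only. A wt list held 323 of the regions, of which 43 were called in no tagged MDFs, and 157 regions were called in all 6 lists. The 4 lists of tagged MDFs, without either wt list, shared 1262 regions of a median width of 512 bp, and 9932 regions were called in 1 list only.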

### Cell preparation for FACS analysis

MDFs were plated and left to settle for 24 h in an incubator with 10% CO_2_ at 37 °C. Medium was replaced with medium containing nutlin-3a (10 µM, Cayman Chemicals #18585), etoposide (1 µg/mL, Ebewe Interpharma), taxol (250 nM Bristol Myers Squibb), dexamethasone (0.5 or 1 μM, Sigma), ionomycin (1 μg/mL, Sigma I9657), Palbociclib (10 μM), abemaciclib (5 μM) or DMSO (vehicle control) and cells incubated for up to 72 h. For drug-wash-out experiments, 24 h after the addition of drugs, the drug-containing medium was removed, cells were rinsed with PBS, and a drug-free medium was added for the remainder of the assay. Thymocytes were plated out immediately before treatment with cytotoxic agents. At the time of analysis, suspension cells were transferred into a 96-well round bottomed plate. Adherent cells were dissociated with trypsin (0.25 mg/mL, Sigma #T4174), keeping both the supernatant and the trypsinised fractions for analysis. Cells were then centrifuged to remove the medium and resuspended as specified below for the flow cytometric assay to be performed.

### Flow cytometric analysis for apoptotic cell death

Cells were resuspended in 50–100 µL annexin-V binding buffer (water with 0.1 M HEPES pH 7.4, 1.4 M NaCl, 25 mM CaCl_2_) containing annexin-V-FITC (Biolegend #640905) and 1 µg/mL PI. Cells were then analysed in an LSR or Fortessa flow cytometer (Becton-Dickinson). Data were analysed using FlowJo^TM^ v8, v9, v10 (BD Life Sciences).

### Flow cytometric analysis of DNA content in live cells

At the time of harvest, cells were incubated with 1 μM Encequidar (MedChem Express, HY-13646) for 15 min at room temperature, then for 45 min at 37 °C in 10% CO_2_ with 10 μg/mL Hoechst 33342 (Sigma-Aldrich, #14533). The supernatant was then removed and kept, cells trypsinised and added to the tube already containing the supernatant. Samples were spun, supernatant discarded, and cells resuspended in 100 μL PBS with 2% HI-FBS, 1 μM Encequidar and 10 μg/mL Hoechst 33342 and analysed on a BD Symphony (Becton-Dickinson) at a rate of less than 400 events/second. Data were analysed using FlowJo v8, v9, v10 (BD Life Sciences).

### T-cell stimulation with mitogens

40,000 isolated T cells or total spleen cells were plated into wells pre-coated with 10 µg/mL antibodies against each of CD3 (clone 145-2C11), and CD28 (clone 37.51). Some T cells were left unstimulated as control cells. Unstimulated control T cells were either left in IL-7 (produced in-house) for 48 h or immediately treated with DMSO (vehicle control), 10 μM nutlin-3a, 1 μg/mL etoposide, 0.5 µM dexamethasone or 250 nM taxol and analysed for reporter expression at 6 and 24 h. Mitogen stimulated cells were incubated for 48–72 h in 10% CO_2_ at 37 °C before being treated with drugs as above. Cells were analysed at the time drugs were added, and at 6 and 24 h after drug treatment. Prior to analysis, triplicate wells were pooled and stained for markers of lymphocyte activation (fluorochrome-conjugated antibodies against CD44 and CD69) for 20 min on ice, before being resuspended in PBS with 2% HI-FBS and 1 μg/mL DAPI. Cells were analysed for fluorescent reporter expression and activation markers by flow cytometry using an LSR, Fortessa or BD Symphony (Becton-Dickinson). Data were analysed using FlowJo v8, v9, v10 (BD Life Sciences).

### In vivo imaging of the bone marrow calvarium

Intra-vital microscopy of the bone marrow calvarium was performed as previously described (Hawkins et al, 2016). Mice were anesthetised by either intraperitoneal/subcutaneous injection of 100 mg/kg body weight Ketamine and 10 mg/kg Xylazine, or with isoflurane (4% isoflurane in 4 L/min O_2_ for induction and 1–2% isoflurane in 1 L/min O_2_ for maintenance). The central portion of the scalp was removed using sterile scissors, and dental cement was used to glue a custom headpiece to the exposed calvarium area. The protective membrane covering the calvarium area was removed using sterile PBS and a sterile cotton swab. The headpiece was then attached to a custom holder and secured for imaging. Prior to live imaging, Poly Gel was applied to the eyes of the mice to ensure they stayed lubricated during imaging. Body temperature was maintained using a Physio Suite temperature pad and this was constantly monitored by both a digital rectal thermometer and an external thermometer that was placed between the mouse abdomen and heat pad. Imaging was performed using an FVMPE-RS two-photon upright microscope, equipped with a motorised stage and two tuneable infra-red multiphoton lasers (Spectraphysics IN-SIGHT X3-OL 680–1300 nm laser and Mai Tai HPDS-OL 690–1040 nm) with 25× magnification water-immersion lens (1.05 NA) and non-descanned detectors. Whole calvarium tile scans were acquired by a 7 × 4 tile, acquiring 5 mm z-stacks. Collagen and bone signals were obtained by acquiring a second harmonic generation (SGH) signal.

### Ex vivo two-photon microscopic examination of tissues from reporter mice

*p21*-*IRES-GFP*^*KI/+*^ and *Puma-tdTomato*^*KI/+*^ reporter mice were either left untreated or subjected to whole-body γ-irradiation with a single dose of 5 Gy. Eighteen hours post- γ-irradiation, mice were euthanised by cervical dislocation. A single inguinal lymph node, spleen, liver, left kidney and heart were removed using surgical scissors and tweezers. Hollow metal rings of 10 mm diameter and 1 mm height were glued with dental cement to the base of Petri dishes. Organs were trimmed to size and were glued in the centre of the metal rings. PBS was used to cover the organs for imaging. Imaging was performed using a FVMPE-RS two-photon upright microscope, equipped with a motorised stage and two tuneable infra-red multiphoton lasers (Spectraphysics IN-SIGHT X3-OL 680–1300 nm laser and Mai Tai HPDS-OL 690–1040 nm) with 25× magnification water-immersion lens (1.05 NA) and non-descanned detectors. Tile scans of a section of each organ were acquired by a 2 × 2 tile, acquiring 5 mm z-stacks. The collagen signal was obtained by acquiring the second harmonic generation (SGH) signal.

### Analysis of in vivo images captured by intra-vital imaging

The levels of the *p21-IRES-GFP* and *Puma-tdTomato* reporters in the bone marrow calvarium were quantified by the following: SGH signal and background noise were removed from GFP and tdTomato by subtracting the signal collected in the X channel. Background artefacts in each z-slice were manually removed using the deletion tool, the signal-to-noise ratio was set, a threshold was applied, and total GFP as well as tdTomato pixel counts (sum) were analysed. Thresholding values for biological replicates were kept similar for consistency. For the figure images, GFP and tdTomato maximum intensity projections were made and combined with the median image of the bone channel.

### Analysis of images captured by two-photon microscopy

The levels of the *p21-IRES-GFP* and *Puma-tdTomato* reporters in the heart, kidney, lymph node, liver and spleen were quantified by the following: SGH signal and background noise were removed from GFP and tdTomato by subtracting signal collected in the X channel. For the figure images, single z-slices of GFP and tdTomato signals were combined with single z-slices of the SGH signal.

### Statistical methods

Statistical tests were performed to compare log10-transformed GFP or tdTomato MFI levels between multiple treatments and DMSO via linear models adjusting for mouse as well as time and genotype effects, when appropriate, with resulting p-values adjusted for multiple comparisons with the Sidak method (Šidák, 1967) (Figs. 4E, 7E and EV2E,F, EV3C,D,G, EV5A–E). Coverage tracks were generated (Fig. 2F) with the Gviz package (Hahne and Ivanek, 2016) (version 1.42.0) in R 4.2.1. All other statistical analyses were performed in Prism (versions 8, 9, 10).

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The mouse models described in this manuscript are available on request to the corresponding authors. All source data for the main figures have been uploaded. Source data for Figs. 5 and 8 are available on the BioImage repository with the accession ID S-BIAD1162. The CUT&RUN data are available as GEO series GSE243999. All other data are available from the authors on request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00189-z.

# Supplementary material for: Mouse models to investigate in situ cell fate decisions induced by p53
**Source:** EMBO J. 2024 Aug 19;43(19):12. doi: 10.1038/s44318-024-00189-z
**Supplement:** Supplementary file 1 — Appendix

Appendix for

Mouse models to investigate *in situ* cell fate decisions induced by p53

Elizabeth Lieschke *et al.*

This PDF file includes:

Appendix Figure S1.....p2
Appendix Figure S2.....p3
Appendix Figure S3.....p4
Appendix Table S1.....p5
Appendix Table S2.....p6
Appendix Table S3.....p7

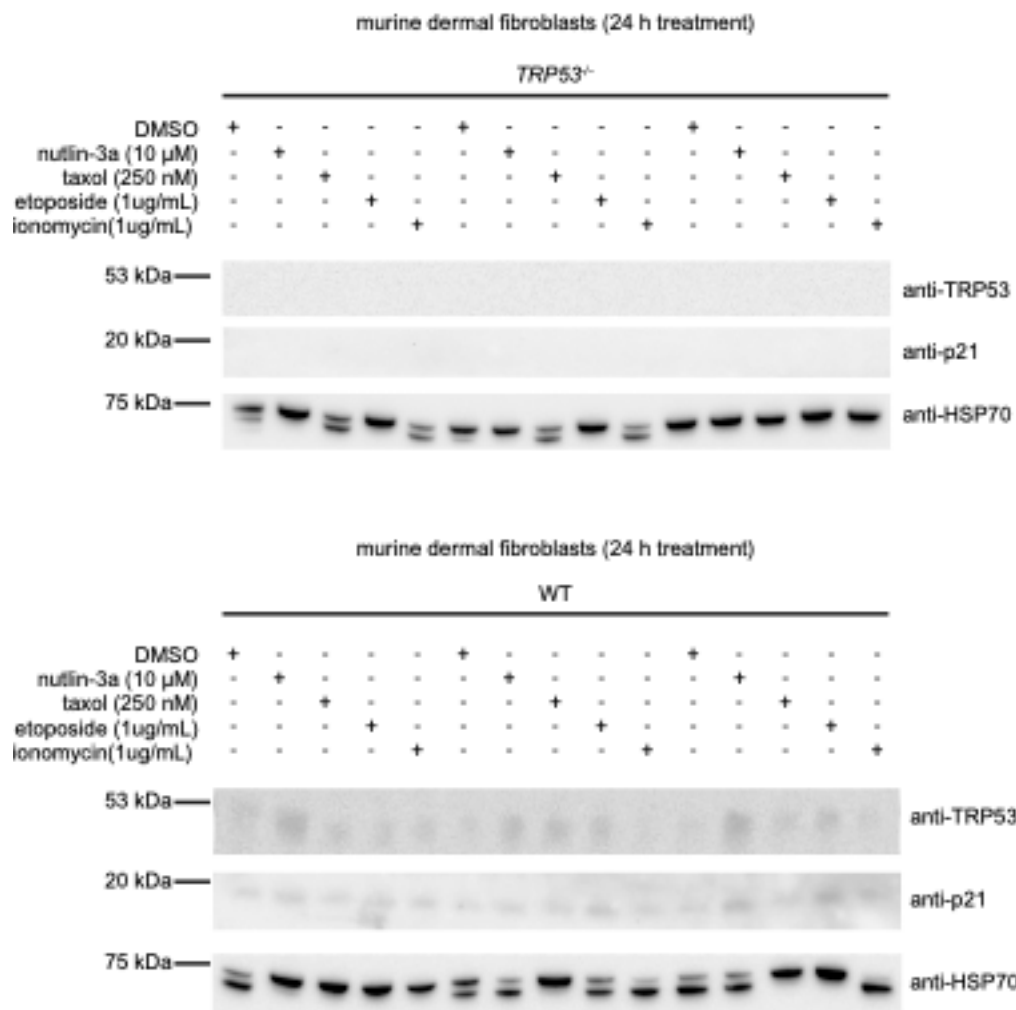

Appendix Figure S1. Extra data related to expression of p21 in fibroblasts. Top panel - Western Blot of *Trp53^{-/-}* murine dermal fibroblasts. Both TRP53 and P21 expression is undetectable by western blotting in these cells. Bottom panel - Western Blot of wildtype murine dermal fibroblasts. Both TRP53 and P21 protein are detectable before and after treatment.

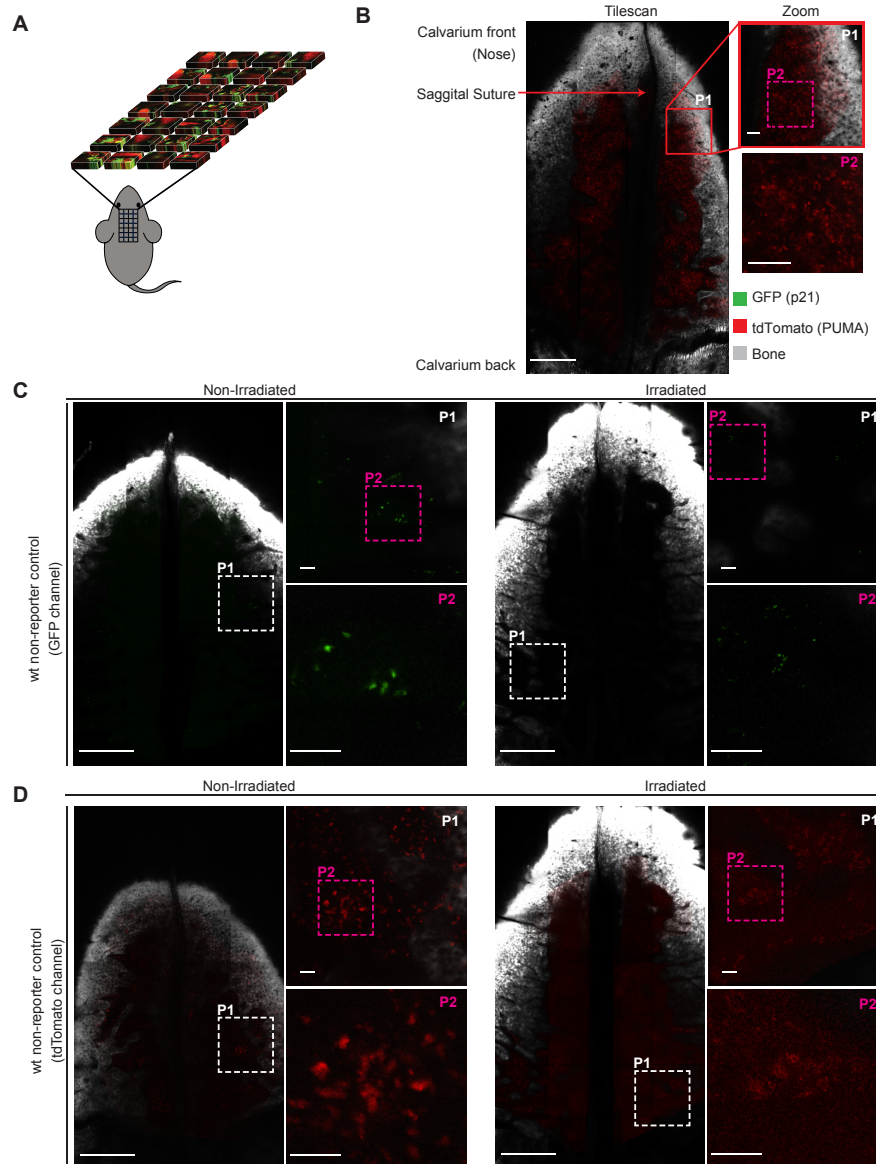

Appendix Figure S2. Extra data related to intravital imaging of calvarium. (A) Schematic showing location of imaging window in calvarium of the skull. A tile scan across the whole calvarium is collected at each time point. (B) Diagram showing orientation of the calvarium images and structural landmarks within the calvarium. (C) Images in the GFP channel of the calvarium from a wt mouse that had either received one dose of γ -irradiation (5 Gy) or left non-irradiated for 24 h. Little GFP signal is detected. Representative image in the tdTomato channel from n=3 mice. (D) Images of the calvarium from a wt mouse that had either received one dose of γ -irradiation (5

Gy) or left non-irradiated for 24 h. Little tdTomato signal is detected. Representative image from n=3 mice per genotype and treatment.

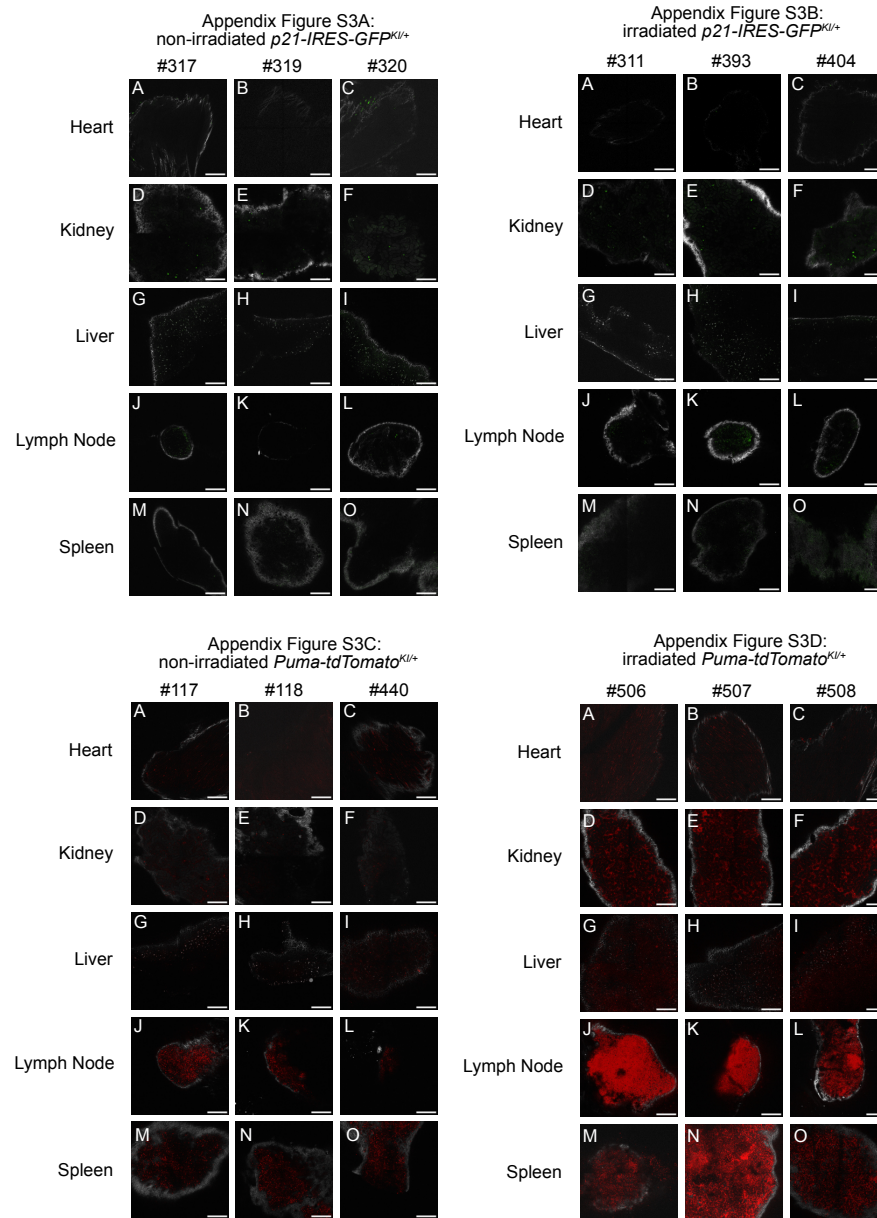

Appendix Figure S3. Extra data related to intravital imaging of multiple organs. Multiphoton microscopy images of heart, kidney, liver, lymph nodes, and spleen from three *p21-IRES-GFP^{KI/+}* mice (B) or *Puma-tdTomato^{KI/+}* mice (D) 18 h after administration of a single dose of 5 Gy whole-body γ -irradiation. Organs from three non-irradiated *p21-IRES-GFP^{KI/+}* mice (A) or *Puma-tdTomato^{KI/+}* mice (C) were used as controls. Images S3Aa, d, j, and S3Bc, e, k, are displayed in Figure 5. S3Ca, d, j, and S3Db, f, l are displayed. in Figure 8. Scale bars are 200 μ m.

Appendix Table S1. *FLAG-Trp53* aging cohort summary information

Mouse strain	mouse identifier	Genotype	Sex	Age at death (days)	Reason for death
<i>FLAG-Trp53</i>	88	KI/KI	F	451	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	115	KI/KI	F	400	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	116	KI/KI	F	400	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	1	KI/KI	F	824	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	125	KI/KI	F	533	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	128	KI/KI	F	533	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	133	KI/KI	F	522	End of experiment, no abnormalities
<i>FLAG-Trp53</i>	92	KI/KI	M	570	weight loss
<i>FLAG-Trp53</i>	93	KI/+	M	592	respiration increased, weight loss
<i>FLAG-Trp53</i>	17	KI/+	F	859	enlarged spleen, abnormal gait
<i>FLAG-Trp53</i>	42	KI/+	F	804	enlarged LN, increased respiration, intestines air filled, liver pale, abnormal gait
<i>FLAG-Trp53</i>	48	KI/+	F	799	milky fluid in peritoneum, air filled uterus, bones soft, muscle degeneration
<i>FLAG-Trp53</i>	49	KI/+	F	742	unhealed skin wound on back
<i>FLAG-Trp53</i>	59	KI/+	F	895	lumpy pancreas, milky fluid in peritoneum, increased resp, weight loss
<i>FLAG-Trp53</i>	104	KI/+	F	763	muscle degeneration, tumour on liver
C57BL/6	68	+/+	M	564	enlarged/bloody seminal vesicles
C57BL/6	70	+/+	M	786	Abdominal mass
C57BL/6	78	+/+	M	706	respiration increased
C57BL/6	75	+/+	M	460	anaemic
C57BL/6	76	+/+	M	681	Perineal hernia
C57BL/6	77	+/+	M	741	Abdominal mass, increased respiration
C57BL/6	66	+/+	M	739	Abdominal mass

Appendix Table S2. statistical analysis of DNA content analysis in *p21-IRES-GFP* mice

		wildtype			<i>p21-IRES-GFP^{KI/KI}</i>			<i>p21-IRES-GFP^{KI/+}</i>			<i>Trp53^{-/-};p21-IRES-GFP^{KI/+}</i>		
		G0/G1	S	G2/M	G0/G1	S	G2/M	G0/G1	S	G2/M	G0/G1	S	G2/M
24 h	Abemaciclib	0.9997	>0.9999	0.5693	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999
	Dexamethasone	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	0.6933	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999
	Etoposide	0.8471	0.7866	0.6374	0.9974	0.3572	0.9115	**<0.0001**	0.3632	**<0.0001**	**<0.0001**	0.9694	**<0.0001**
	Nutlin-3a	>0.9999	0.445	>0.9999	>0.9999	0.9998	>0.9999	>0.9999	0.1158	0.6011	>0.9999	>0.9999	>0.9999
	Taxol	**<0.0001**	0.8447	**<0.0001**	**0.0047**	>0.9999	0.0777	**<0.0001**	**0.0115**	**<0.0001**	**<0.0001**	>0.9999	**0.0002**
	Thapsigargin	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	0.3756	>0.9999	0.6552	0.9514	>0.9999	>0.9999
48 h	Abemaciclib	0.6738	>0.9999	0.7856	>0.9999	>0.9999	0.9713	0.0535	>0.9999	**<0.0001**	>0.9999	>0.9999	>0.9999
	Dexamethasone	>0.9999	>0.9999	>0.9999	0.797	>0.9999	0.9922	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999
	Etoposide	**<0.0001**	0.9996	**<0.0001**	**0.0328**	>0.9999	**0.0336**	**<0.0001**	0.9469	**<0.0001**	**0.0002**	>0.9999	**0.0005**
	Nutlin-3a	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	0.9351	>0.9999	>0.9999	>0.9999
	Taxol	**<0.0001**	0.9282	**<0.0001**	**<0.0001**	>0.9999	**0.0005**	**<0.0001**	**0.0431**	**<0.0001**	**0.0001**	>0.9999	**0.0002**
	Thapsigargin	0.9026	>0.9999	>0.9999	0.9996	>0.9999	0.9998	>0.9999	0.4777	>0.9999	>0.9999	>0.9999	0.9328
72 h	Abemaciclib	>0.9999	0.5008	0.0953	0.9708	>0.9999	0.1874	>0.9999	**0.0071**	0.6315	>0.9999	>0.9999	>0.9999
	Dexamethasone	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	0.9997	0.8543	>0.9999	0.6169	>0.9999	>0.9999	>0.9999
	Etoposide	**<0.0001**	>0.9999	**<0.0001**	**0.002**	>0.9999	**0.0002**	**<0.0001**	>0.9999	**<0.0001**	0.0602	>0.9999	0.0569
	Nutlin-3a	0.9915	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	**<0.0001**	>0.9999	**<0.0001**	>0.9999	>0.9999	>0.9999
	Taxol	**<0.0001**	>0.9999	**<0.0001**	**<0.0001**	>0.9999	**<0.0001**	**<0.0001**	>0.9999	**<0.0001**	**0.0007**	>0.9999	0.0608
	Thapsigargin	>0.9999	>0.9999	0.5767	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999

Appendix Table S3. Statistical analysis of DNA content analysis in cells from *Puma-tdTomato* and *Trp53^{-/-};Puma-tdTomato* mice.

		<i>Puma-tdTomato</i> ^{KI/+}			<i>Trp53^{-/-};Puma-tdTomato</i> ^{KI/+}		
		G0/G1	S	G2/M	G0/G1	S	G2/M
24 h	Abemaciclib	**0.0296**	>0.9999	**0.0099**	>0.9999	0.3138	0.4118
	Etoposide	**<0.0001**	0.7924	**<0.0001**	**<0.0001**	0.9817	**<0.0001**
	Nutlin-3a	**<0.0001**	0.4737	**0.0052**	0.9996	>0.9999	>0.9999
	Palbociclib	0.9997	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999
	Taxol	**<0.0001**	0.2293	**<0.0001**	**<0.0001**	0.578	**<0.0001**
48 h	Abemaciclib	**0.0361**	0.8462	**0.0004**	0.9846	>0.9999	0.615
	Etoposide	**<0.0001**	>0.9999	**<0.0001**	**<0.0001**	>0.9999	**<0.0001**
	Nutlin-3a	**<0.0001**	>0.9999	**0.0006**	>0.9999	>0.9999	>0.9999
	Palbociclib	>0.9999	>0.9999	>0.9999	>0.9999	>0.9999	0.9979
	Taxol	**<0.0001**	0.9989	**<0.0001**	**0.0002**	>0.9999	0.0003
72 h	Abemaciclib	0.9985	0.8289	0.1993	0.9963	>0.9999	0.9631
	Etoposide	**<0.0001**	>0.9999	**<0.0001**	**0.0132**	>0.9999	0.0266
	Nutlin-3a	**0.0048**	>0.9999	**0.0104**	>0.9999	>0.9999	>0.9999
	Palbociclib	**0.0301**	0.9975	0.3008	0.9235	>0.9999	0.995
	Taxol	**<0.0001**	>0.9999	**<0.0001**	0.0816	>0.9999	0.2077

# Supplementary material for: Mouse models to investigate in situ cell fate decisions induced by p53
**Source:** EMBO J. 2024 Aug 19;43(19):12. doi: 10.1038/s44318-024-00189-z
**Supplement:** Supplementary file 10 — Expanded View Figures

Expanded View Figures

Figure EV1. Extra data related to *FLAG-Trp53* mice.

(A) Next-generation sequencing results for the inserted sequences encoding the triple-FLAG tag in the F1 generation of *FLAG-Trp53^{KI/+}* mice. Each line represents the reads from 1 independent F1 mouse. A black dot indicates a matching base in the sequencing reads compared to the reference sequence. (B) Representative histology from aged wt, *FLAG-Trp53^{KI/+}* and *FLAG-Trp53^{KI/KI}* mice at the time of harvest. No tumour samples showed TRP53 staining by immunohistochemistry, indicating that they did not have mutant TRP53 driving their malignancy. Scale bar = 100 μ m. (C) RNA was extracted from thymocytes and MDFs from wt, *FLAG-Trp53^{KI/+}* and *FLAG-Trp53^{KI/KI}* mice that had been treated for 6 h with DMSO (vehicle control) or 1.25 Gy γ -radiation in vitro. qRT-PCR analysis was performed to determine the mRNA levels of the TRP53 target genes *Bax*, *Mdm2*, *Mlh1*, *Pmaip1/Noxa*, *Cdkn1a/p21*, *Bbc3/Puma* and the *Trp53* mRNA levels. Data were normalised using the $\Delta\Delta$ CT method, using *Hmbs* as a housekeeping gene. The data were plotted as fold-change compared to DMSO-treated samples. Data were presented as mean $\pm$ SD. $n = 4$ mice of each genotype and treatment. p values were calculated using a two-way ANOVA using Dunnett's correction for multiple tests. All statistical tests showed that differences were not significant (had a p value >0.05).

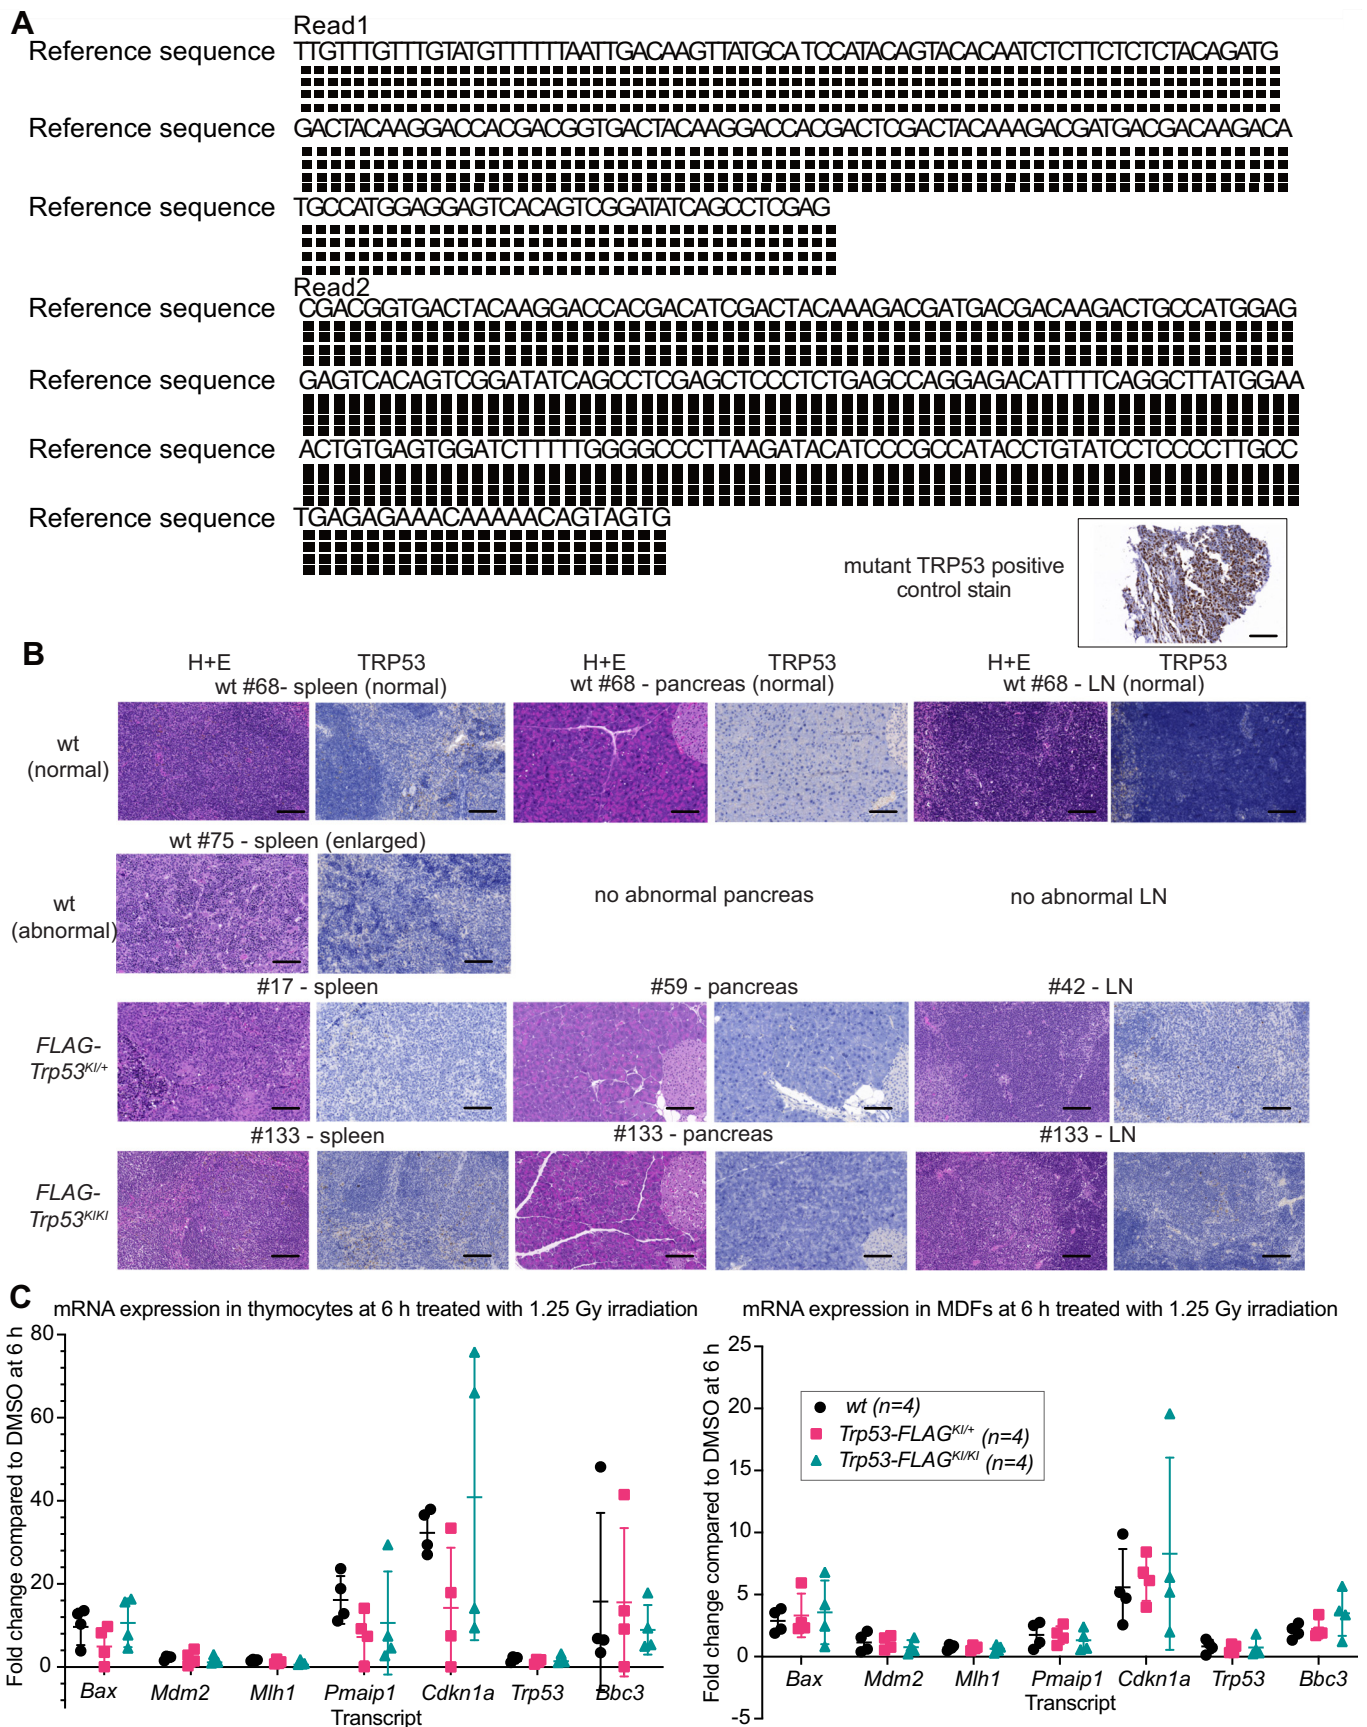

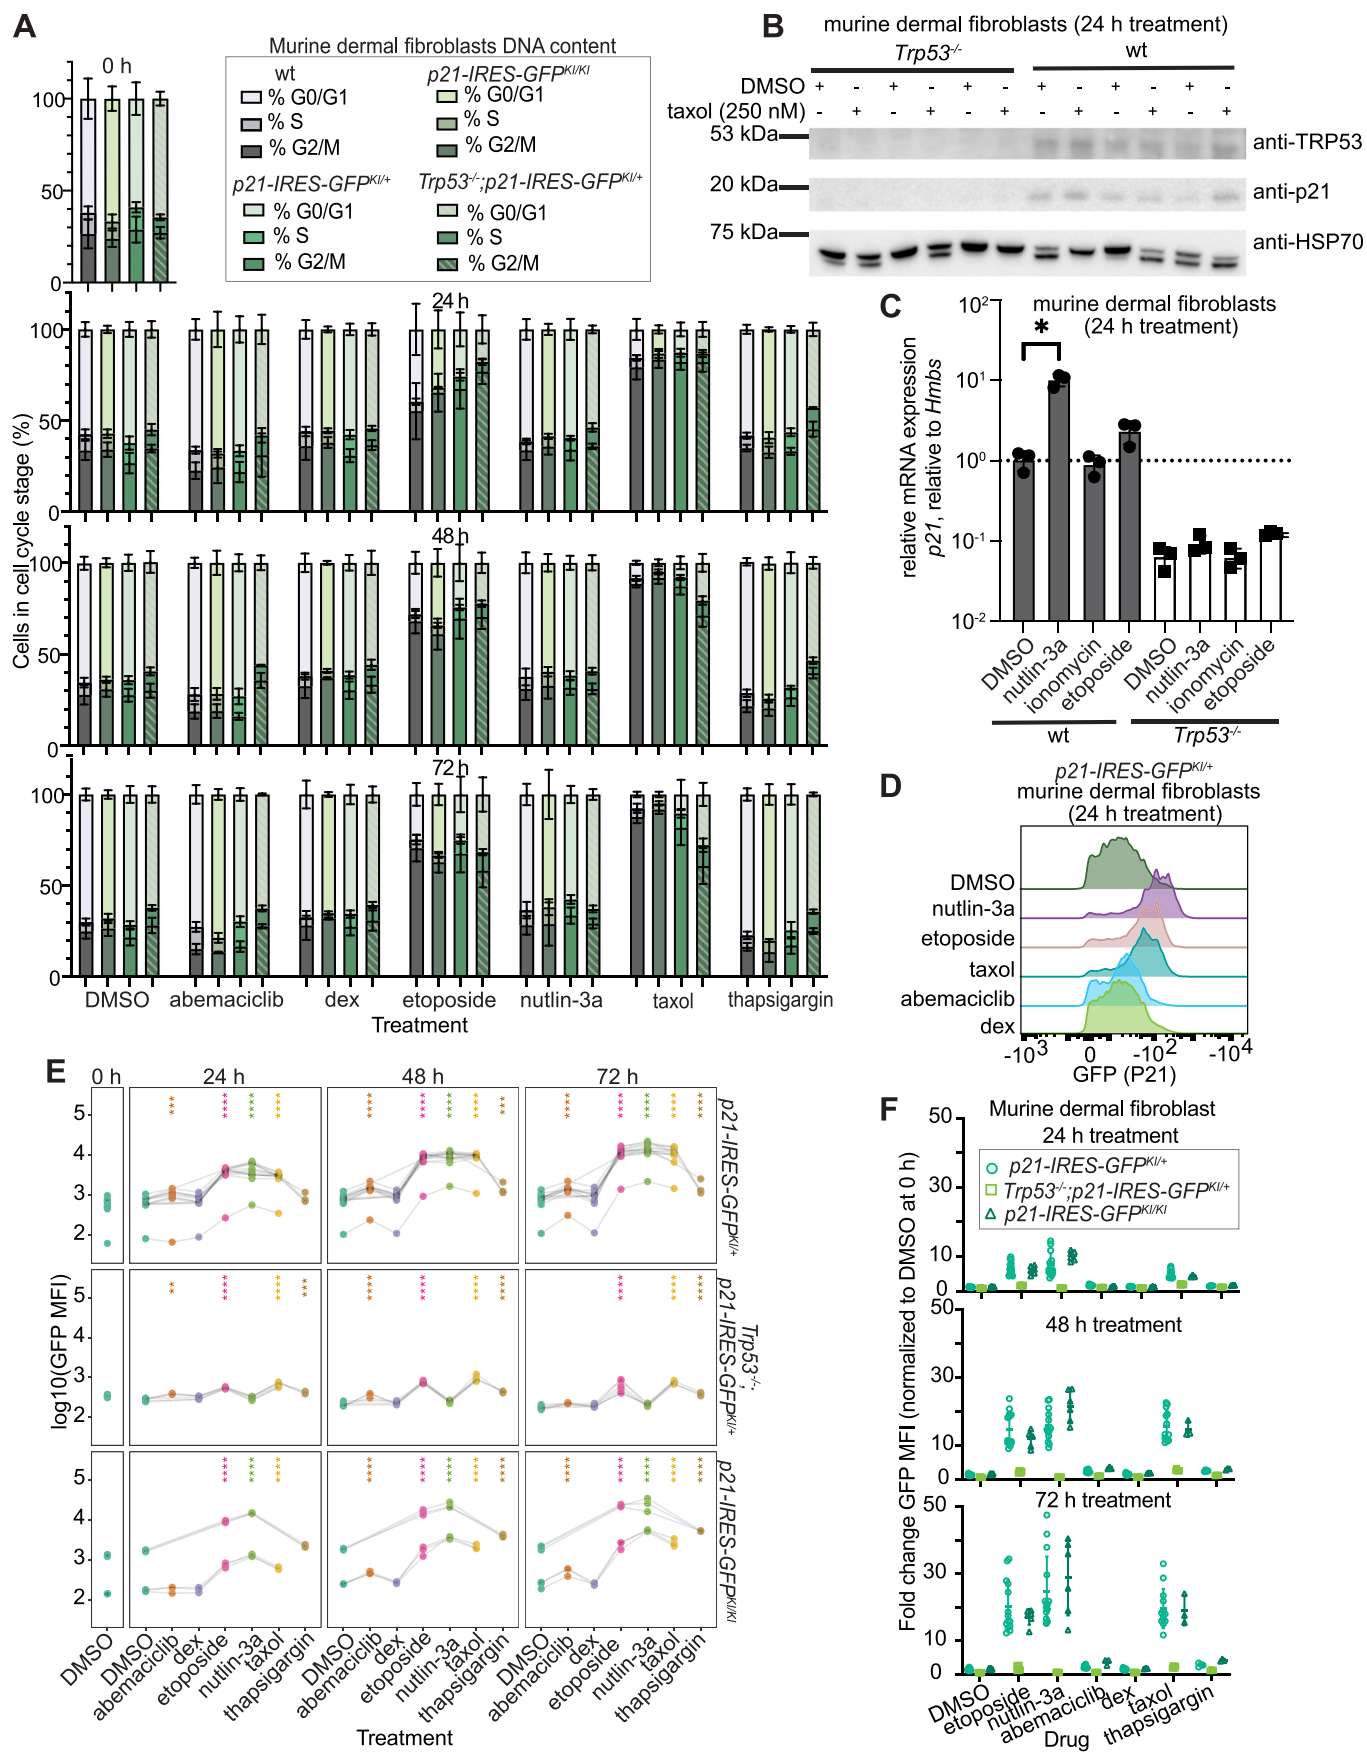

Figure EV2. Extra data related to *p21-IRES-GFP* mice.

(A) MDFs from wt, *p21-IRES-GFP*^{KI/+}, *p21-IRES-GFP*^{KI/KI} and *Trp53*^{-/-};*p21-IRES-GFP*^{KI/+} mice were treated in vitro with either DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 250 nM taxol, 0.5 μ M dexamethasone, 5 μ M abemaciclib or 1.5 μ M thapsigargin. Cell cycle distribution was determined by staining with Hoechst 33342 followed by flow cytometric analysis at 0, 24, 48 and 72 h of drug treatment. The *p* values were calculated using a two-way ANOVA using Sidak's correction for multiple tests and displayed in Appendix Table S2. Data were presented as mean $\pm$ SD. *n* = 3–15 mice per genotype and treatment. (B) Western blot analysis for TRP53 and p21 protein levels in MDFs from wt or *Trp53*^{-/-} mice 24 h after treatment with either DMSO (vehicle control) or 250 nM taxol. Probing for HSP70 was used as a loading control. Created with BioRender.com. (C) qRT-PCR analysis examining the levels of *p21* mRNA in MDFs from wt and *Trp53*^{-/-} mice treated with either DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide or 1 μ g/mL ionomycin. Data were normalised using the $\Delta\Delta$ CT method, using *Hmbs* as a housekeeping gene. The data were plotted as fold-change compared to the average of the wt DMSO-treated samples. Data were presented as mean $\pm$ SD. *n* = 3 mice of each genotype and treatment. The *p* values were calculated using a one-way ANOVA using Tukey's correction for multiple tests. *P* value* $\leq$ 0.05. (D) Representative flow cytometry histograms showing GFP expression in MDFs generated from *p21-IRES-GFP*^{KI/KI} reporter mice after 24 h of treatment with DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 250 nM taxol, 1 μ M dexamethasone or 5 μ M abemaciclib. The data shown were representative of MDFs from *n* = 6 mice for each genotype and treatment. (E) Summary plots of GFP expression in MDFs from Figs. 4B and EV2D, displayed as log-transformed raw MFI values. Samples from MDFs of the same independent mouse are connected with a line. *p* values were calculated using a linear model using Sidak's correction for multiple tests. *n* = 3–14 for each genotype of mice and treatment. *P* value ** $\leq$ 0.01, *** $\leq$ 0.001, **** $\leq$ 0.0001. (F) Summary plots of GFP expression in MDFs from Figs. 4B and EV2D, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean $\pm$ SD from *n* = 3–14 cultures for each genotype of mice and treatment.

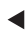

Figure EV3. Thymocytes from *p21-IRES-GFP* mice do not express GFP but mitogen-activated T cells do express the *p21-IRES-GFP* reporter.

(A) Flow cytometry histograms showing the levels of GFP in thymocytes from a *p21-IRES-GFP^{KI/+}*, a *p21-IRES-GFP^{KI/KI}* and a wt control mouse, that had been treated in vitro for 24 h with DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide or 1 μ g/mL ionomycin in the presence of the broad-spectrum caspase inhibitor QVD-oPH to prevent cell demolition due to apoptosis. Representative histograms from $n = 3-7$ independent thymocyte cultures per genotype and treatment are shown. (B) Thymocytes from *p21-IRES-GFP^{KI/+}* and *Trp53^{-/-};p21-IRES-GFP^{KI/+}* mice were treated for 48 h in vitro with either DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 1 μ g/mL ionomycin, 0.5 μ M abemaciclib, 1 μ M dexamethasone or 50 nM thapsigargin. The percentages of live thymocytes (annexin-V/DAPI double negative) were determined by flow cytometric analysis. p values were calculated using a two-way ANOVA using Sidak's correction for multiple tests. p value* ≤ 0.05 , *** ≤ 0.001 . Data were presented as mean $\pm$ SD. $n = 3-6$ mice for each genotype and treatment. (C) Summary plots of GFP expression in mitogen-activated T cells from Fig. 4C, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean $\pm$ SD from $n = 3-4$ cultures for each genotype of mice and treatment. (D) Summary plots of GFP expression in mitogen-activated T cells from Fig. 4C, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. p values were calculated using a linear model using Sidak's correction for multiple tests. p value* ≤ 0.05 , **** ≤ 0.0001 . $n = 3-4$ cultures for each genotype of mice and treatment. (E) Summary data of GFP expression in mitogen-activated T cells from *p21-IRES-GFP^{KI/+}* and *p21-IRES-GFP^{KI/KI}* mice after treatment with the indicated drugs for the indicated time showing raw mean fluorescence intensity (MFI) values compared to fold-change normalised to untreated cells at 0 h. Data displayed as mean $\pm$ SD from $n = 3$ mice for each genotype and treatment. (F) Summary data of GFP expression in mitogen-activated T cells from *p21-IRES-GFP^{KI/+}* and *Trp53^{-/-};p21-IRES-GFP^{KI/+}* mice treated in vitro for 6 or 24 h with DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 0.5 μ M abemaciclib, 1 μ M dexamethasone, 250 nM taxol or 1 μ g/mL ionomycin displayed as fold-change normalised to untreated cells at 0 h. Data displayed as mean $\pm$ SD from $n = 3$ for each genotype of mice and treatment. (G) Summary plots of GFP expression in MDFs from Fig. 4E, displayed as log-transformed raw MFI values. Black symbol indicates mean, grey symbols are individual cultures. p values were calculated using a linear model using Sidak's correction for multiple tests. p value* ≤ 0.05 , ** ≤ 0.01 , **** ≤ 0.0001 . $n = 3$ cultures for each genotype of mice and treatment.

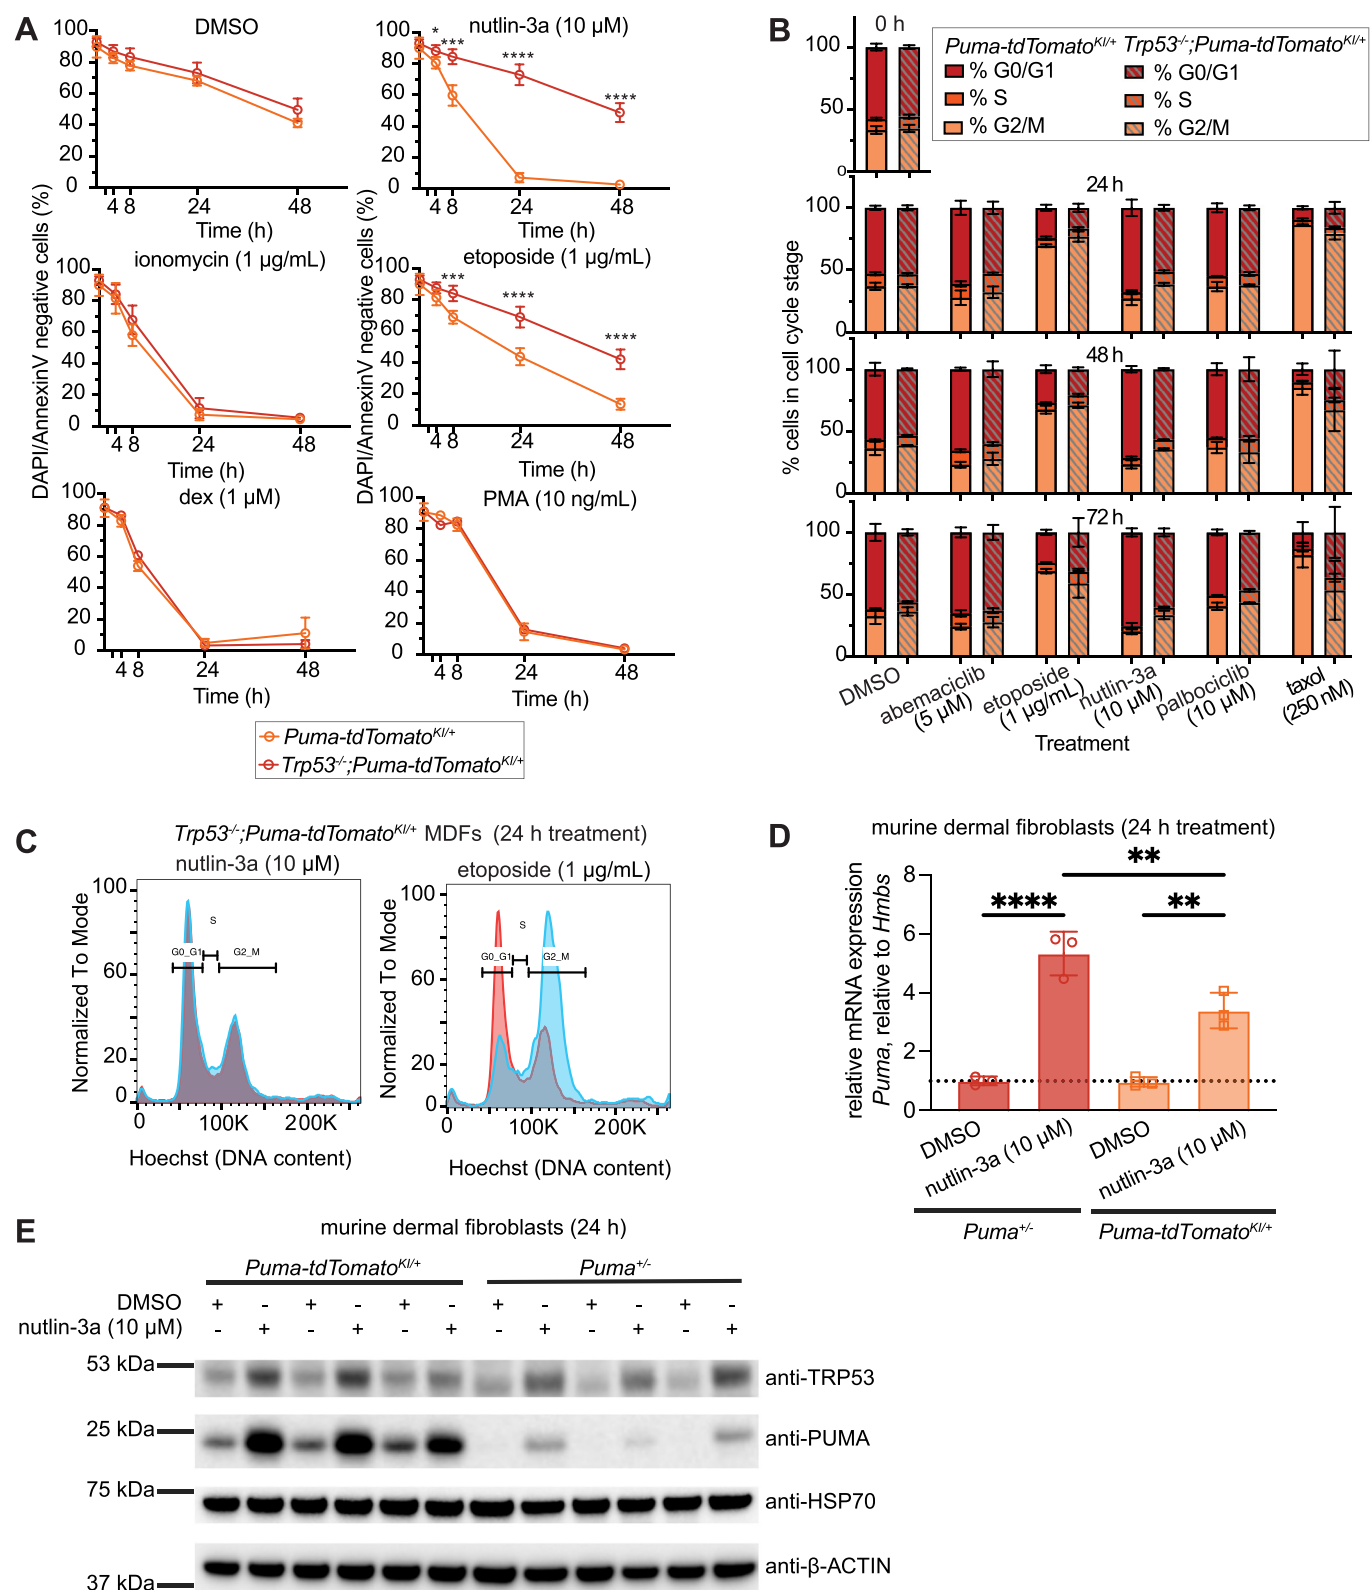

Figure EV4. Extra data related to *Puma*-tdTomato mice.

(A) Thymocytes were extracted from *Puma*-tdTomato^{KI/+} mice and *Trp53*^{-/-};*Puma*-tdTomato^{KI/+} mice, and treated for 48 h in vitro with either DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 1 μ g/mL ionomycin, 1 μ M dexamethasone or 10 ng/mL PMA. The percentages of live thymocytes (annexin-V/DAPI double negative) were determined by flow cytometric analysis. *p* values were calculated using a two-way ANOVA using Sidak's correction for multiple tests. *p* value* ≤ 0.05 , *** ≤ 0.001 , **** ≤ 0.0001 . Data were presented as mean $\pm$ SD. *n* = 3–7 for mice of each genotype and treatment. (B) MDFs from *Puma*-tdTomato^{KI/+} and *Trp53*^{-/-};*Puma*-tdTomato^{KI/+} mice were treated for 72 h with either DMSO (vehicle control), 10 μ M nutlin-3a, 1 μ g/mL etoposide, 250 nM taxol, 10 μ M palbociclib or 5 μ M abemaciclib. Cell cycle distribution was determined by flow cytometric analysis after staining with Hoechst 33342 at the start of treatment (0 h), and at 24, 48 and 72 h of drug treatment. *p* values were calculated using a two-way ANOVA using Sidak's correction for multiple tests and displayed in Appendix Table S3. Data were presented as mean $\pm$ SD. *n* = 3 mice for each genotype and treatment. (C) Representative flow cytometry histograms of cell cycle distribution of MDFs from *Trp53*^{-/-};*Puma*-tdTomato^{KI/+} mice following in vitro treatment for 24 h with DMSO (vehicle control; in red), 10 μ M nutlin-3a or 1 μ g/mL etoposide (overlaid in blue). Cell cycle distribution was determined by flow cytometric analysis after staining with Hoechst 33342. The data shown were representative of *n* = 3 for mice of each genotype and treatment. (D) qRT-PCR analysis examining the levels of *Puma* mRNA in MDFs from *Puma*-tdTomato^{KI/+} and *Puma*^{+/-} mice treated with either DMSO (vehicle control) or 10 μ M nutlin-3a for 24 h. Data were normalised using the $\Delta\Delta$ CT method, using *Hmbs* as a housekeeping gene. Data were plotted as fold-change compared to the average of the wt DMSO-treated samples. Data were presented as mean $\pm$ SD. *n* = 3 mice of each genotype and treatment. The *p* values were calculated using a one-way ANOVA using Tukey's correction for multiple tests. *p* value** ≤ 0.01 , **** ≤ 0.0001 . (E) Western blot analysis for TRP53 and PUMA protein levels in MDFs from *Puma*-tdTomato^{KI/+} and *Puma*^{+/-} mice 24 h after treatment with either DMSO (vehicle control) or 10 μ M nutlin-3a. Probing for HSP70 and β -ACTIN were used as loading controls. Created with BioRender.com.

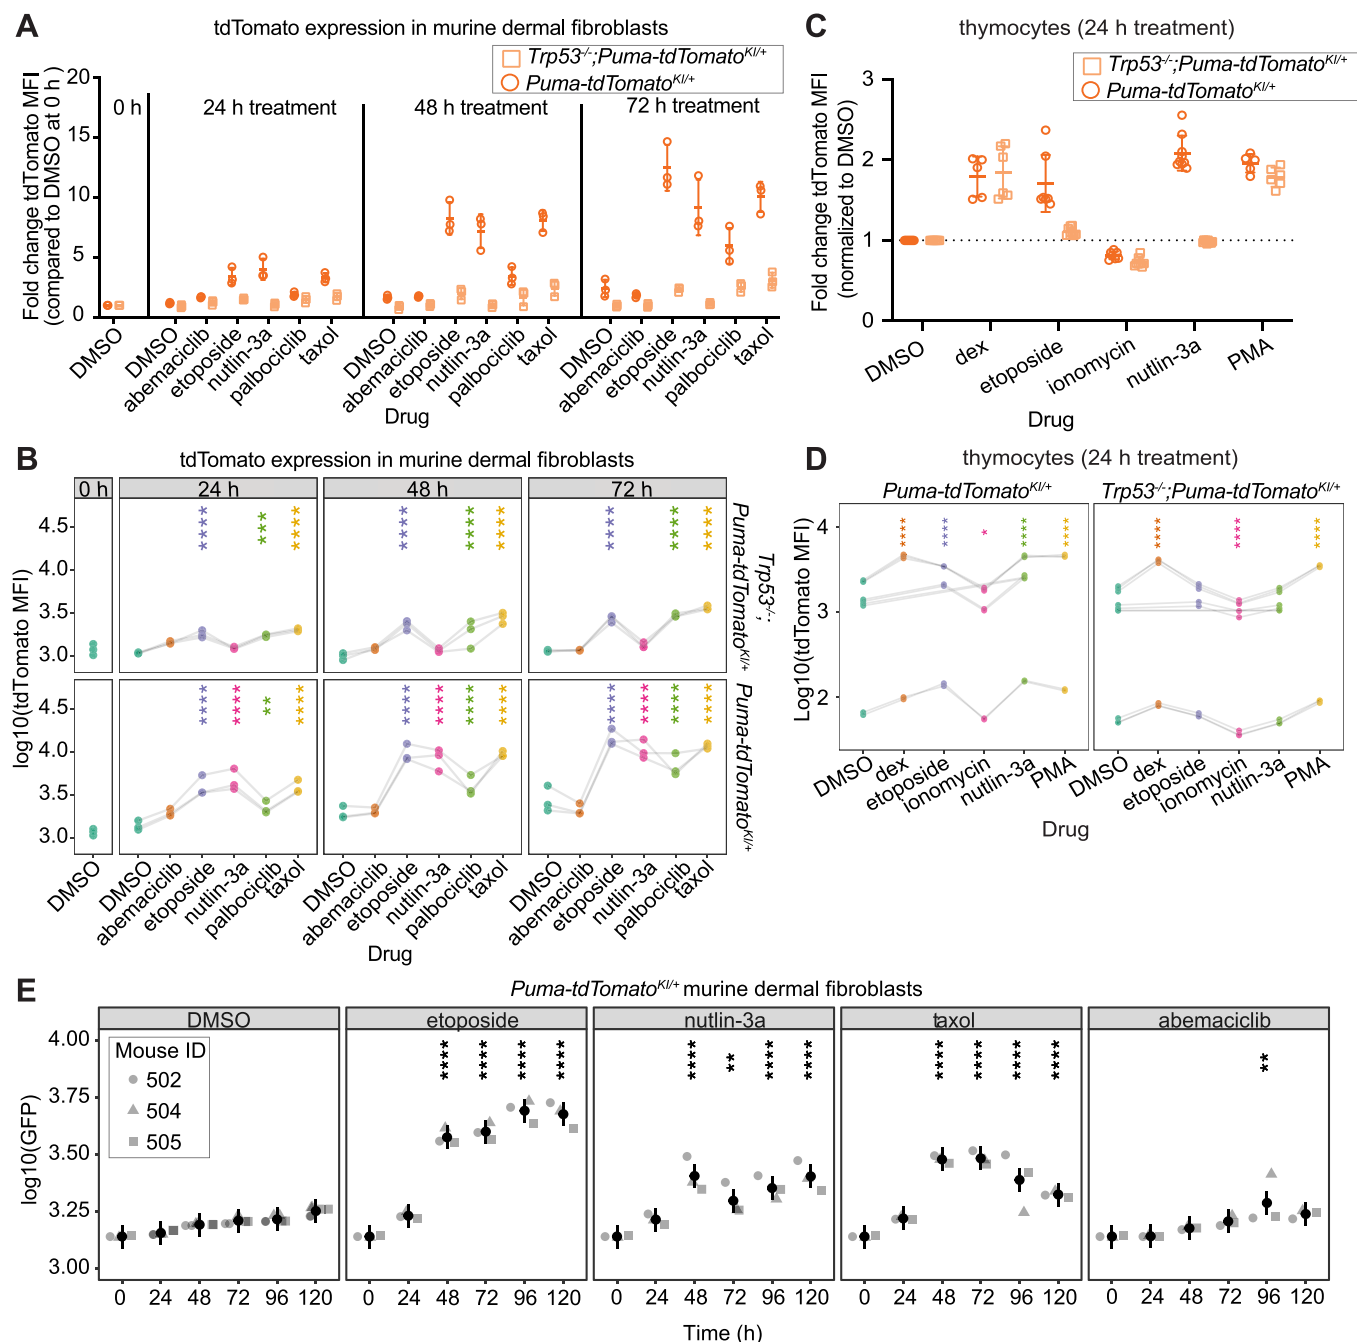

Figure EV5. Extra data related to tdTomato expression in *Puma-tdTomato* mice.

(A) Summary plots of tdTomato expression in MDFs from Fig. 7B, displayed as fold-change relative to treatment with DMSO (control) at 0 h. Data displayed as mean $\pm$ SD from $n = 3$ cultures for each genotype of mice and treatment. (B) Summary plots of tdTomato expression in MDFs from Fig. 7B, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. p values were calculated using a linear model using Sidak's correction for multiple tests. p value** ≤ 0.01 , *** ≤ 0.001 , **** ≤ 0.0001 . $n = 3$ cultures for each genotype of mice and treatment. (C) Summary plots of tdTomato expression in thymocytes from Fig. 7D, displayed as fold-change relative to DMSO (control) treated samples at 0 h. Data displayed as mean $\pm$ SD from $n = 5$ –10 cultures for each genotype of mice and treatment. (D) Summary plots of tdTomato expression in thymocytes from Fig. 7D, displayed as log-transformed raw MFI values. Samples from the same mouse are connected with a line. p values were calculated using a linear model using Sidak's correction for multiple tests. p value* ≤ 0.05 , **** ≤ 0.0001 . $n = 5$ –10 cultures for each genotype of mice and treatment. (E) Summary plots of tdTomato expression in MDFs from Fig. 7E, displayed as log-transformed Raw MFI values. The black symbol indicates the mean. p values were calculated using a linear model using Sidak's correction for multiple tests. p value** ≤ 0.01 , **** ≤ 0.0001 . $n = 3$ cultures for each genotype of mice and treatment.

How the deposited data were processed for this re-analysis (not part of the article)

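CUT&RUN against the FLAG tag was analysed in MDFs from wt, *FLAG-Trp53* KI/+ (KI/+) and *FLAG-Trp53* KI/KI (KI/KI) mice, treated with DMSO or nutlin-3a. The files used here are those of this experiment only. The authors aligned paired reads to mm39 with Rsubread 2.12.0, combined the libraries of each genotype and treatment and called peaks with MACS 2 in paired-end mode with default options. The methods state the removal of duplicate reads and of blacklisted regions for the heatmaps, which the authors drew with deepTools 3.5.1; for the peak lists the methods name neither step. Each deposited list gives, per peak, the interval, the summit, the authors' fold enrichment (a ratio, not scaled between lists), the authors' −log10 p-value and the authors' −log10 q-value, adjusted by MACS within the list. No p-value or q-value is reported here, and the score that is a rounded q-value was not used.

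Fragments at each summit and the expected local background were solved for from the authors' fold enrichment and −log10 p-value, with a Poisson upper tail. The solution was tested on simulated data and by whether the result was a whole number. Largest departures from a whole number were 0.0102 or less. The lowest expected background of a list was taken as its genome-wide coverage, and 1x height is summit fragments over that coverage. Total reads per library were not available in the lists, so this coverage is the measure of depth. It sets the precision: the median peak without wt overlap held 11, 12, 14 and 12 fragments in KI/+ with DMSO and nutlin-3a and KI/KI with DMSO and nutlin-3a. Intervals of heights are exact Poisson intervals, those of ratios of 2 heights are exact binomial intervals of the fragments, those of shares are Wilson intervals, the limit given for a count of 0 is 3 counts over the number of peaks, and those of medians come from the order statistics of the loci. All cover counting error over peaks or fragments only. Loci were paired between lists by nearest summit within 200 bp, on chromosomes 1-19, X and Y, leaving out peaks that overlap a wt peak by at least 1 bp. At single named genes, overlapping peaks of both lists were paired instead, taking the pair with the greatest summed height.

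Overlaps were counted at 1 bp or more, and compared with 100 random placements of the peaks on the same chromosomes. The p53 response element was searched on both strands of GRCm39 within 100 bp to each side of summits, with windows 2000 bp to each side as the control. Genes and TSSs came from GENCODE M39. Names were checked against a RefSeq table for the assembly GRCm38.p6, used for names only; 158 of 158 listed genes matched, 1 of them under another symbol. Target genes were scored by a summit from 5 kb upstream of the gene's start to its end and compared with 10000 random lists matched on window length in 10 classes. These lists were drawn from all 54607 protein-coding and long non-coding RNA genes of the annotation.

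Gene lists were written before the data were examined, from general knowledge of TRP53 targets and from Fig. 1H and Fig. 2F. They are apoptosis, cell cycle arrest and senescence, p53 feedback and p53 family, DNA repair, metabolism with autophagy and redox, signalling and other p53 targets, and 3 control lists of housekeeping genes, fibroblast genes and genes of other skin and blood cell types. The 6 target lists were also merged into 92 genes, a step chosen after their values were seen. Genes were named by a rule fixed before the data were examined: (a) the genes of Fig. 1H and Fig. 2F with their peaks; (b) the 10 peaks with the highest fold enrichment of each KI list that overlap no wt peak; (c) the 4 members of each list with the strongest peak in KI/KI MDFs with nutlin-3a and the members with none; (d) the 10 shared KI/KI loci with the largest and the 10 with the smallest ratio among those with at least 30 fragments in the higher list; and (e) the 10 strongest peaks of each wt list and any wt peak at a listed gene. Of these, the text gives some with their values and the rest as counts. Names in Dataset EV1 had been seen when the rule was written.

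No test across mice was made, since each list combines its libraries. Alternatives tried were a stricter q-value, standard chromosomes only, peaks without wt overlap, a fold enrichment of at least 5, thinning to equal coverage, other definitions of overlap, other scalings of height, loci with the element or with at least 30 fragments, other mismatches, windows and spacers for the element, other windows around genes and another distance to a TSS. Thinning within a genotype, loci called in all 4 KI lists, the 25% of loci with the greatest heights and loci whose mean height (the geometric mean of both 1x heights) was at least that of 30 fragments in the shallower list were added after the data had been seen. Unplaced sequences and mitochondrial DNA were left out of motif, TSS and height results. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1 were used.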

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

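Tests chosen only after the result was seen were the KI/+ test of signal to background, the rules that decided the depth and KI/KI signal-to-background tests where the bound written beforehand was not met, the edges of the *Trp53* peak, the height tests at loci at least as tall as 30 fragments in the shallower list, and the choice of the 4 results below; the tests of calling thresholds were written before their values were known but after other alternatives had been seen.

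The paper's account of the CUT&RUN data does not discuss the following peaks. In KI/KI MDFs with nutlin-3a, 7 of 20 housekeeping genes had a FLAG-TRP53 peak, led by *Hmbs* and *Gusb*, and 5.81% of random lists matched on length held as many. With DMSO it was 10 of 20, and 0.08% of random lists held as many. In wt MDFs it was 0, where random lists also had a median of 0. KI/KI MDFs had 4375 loci that were called with DMSO only. A narrow peak in intron 6 of *Trp53* had a fold enrichment of 25.2 in KI/KI MDFs with DMSO and was called in no other list.

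On the 1x scale, KI/+ and KI/KI MDFs differed in their response to nutlin-3a. At 1045 loci called in all 4 KI lists, the log2 ratio of nutlin-3a over DMSO was higher in KI/KI than in KI/+ MDFs by a median of 0.20 (0.17 to 0.25). The sign turned in the other scalings, to −0.77 with unscaled fragments, −0.11 with the authors' fold enrichment and −0.23 with promoter loci without the element at a median ratio of 1. The unscaled and promoter settings shift every locus by 1 constant, so they show only that the sign rests on the scaling chosen. This difference was not tested across mice, and no direction is established.

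More peaks were called with nutlin-3a than with DMSO. Depth as the whole cause is argued against in KI/KI MDFs because the larger list, that of nutlin-3a, had the lower background coverage, and in KI/+ MDFs because the ratio stayed at 1.73 or more after thinning. The lower of the 2 genotypes' thinned ratios, 1.50 in KI/KI MDFs, fell just short of the bound of 1.5 set beforehand, and it was 1.31 when thinned within the genotype. Signal at open promoters without TRP53 binding stays open: the element was at least 16 times as frequent at loci called with nutlin-3a only as in their flanks, which met the bound set beforehand, but that bound was too weak, since 5498 of 5682 such KI/KI loci and 2940 of 3186 KI/+ loci had no element. Binding induced by nutlin-3a may account for the loci with the element, and differences between mice or sequencing runs were not tested.

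Heights at shared loci moved in opposite directions in KI/KI and KI/+ MDFs on the 1x scale. Different calling thresholds are argued against as the whole cause in KI/+ MDFs, where the median log2 ratio was −0.26 in the 25% of loci with the greatest heights and −0.41 at loci at least as tall as 30 fragments in the shallower list. In KI/KI MDFs thresholds stay open: the median was 0.14 in the 25% with the greatest heights, which met the bound set beforehand, but that bound was set at too low a height, since the median was −0.06 (−0.12 to 0.02) at the taller loci. A single factor of signal to background as the whole cause is argued against in KI/KI MDFs, where the median at loci with the element minus that at promoter loci without it was −0.31 over all shared loci and −0.36 in the 25% with the greatest heights, although at the taller loci, of which 90 are promoters, the intervals overlapped, and such a factor together with thresholds stays open. In KI/+ MDFs it cannot be told apart, as this difference was −0.18 and −0.01 in the same sets. Since both directions change with the scaling, an effect of nutlin-3a on heights stays untested.

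Peaks were called in wt MDFs, which have no FLAG tag. Runs of at least 10 G or C were present in at most 3.33% of wt peaks on chromosomes 1-19, X and Y, which argues against G runs from the sequencer. At least 73.5% of the wt peaks lay off these chromosomes or recurred in all 4 KI lists, such as those in *Chl1* and near *Pak3*, in line with regions of high background in any library. The design names no biological explanation for them, and none was tested.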

How the results depend on the processing

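Alternatives added only after the data were seen were thinning within a genotype, loci called in all 4 KI lists, the 25% of loci with the greatest heights and loci with a mean height of at least 30 fragments in the shallower list. No paired analysis was possible because the lists hold no values per library, and leaving out each replicate could not be run for the same reason. Of 234 alternatives over 53 results, 117 left the value within its interval (counts within 1.5 times), 111 moved it and 6 changed its sign, 2 of them to a value whose interval includes 0; 16 results moved under none of theirs, among them the target genes with a peak in each tagged list. Depth limits which weak sites pass the threshold in the shallower lists. Where no reason is given, the cause was not tested.

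The direction of height changes depended on the scaling. For nutlin-3a over DMSO, unscaled fragments reversed both log2 medians, to 0.30 in KI/+ and −0.26 in KI/KI MDFs, which follows from the ratio of coverages. The authors' fold enrichment changed the sign in KI/+ to 0.021, with an interval that includes 0 (−0.0094 to 0.043), and moved KI/KI to 0.049. Promoter loci without the element at a median ratio of 1 moved KI/+ to −0.050 and reversed KI/KI to −0.070. Loci with at least 30 fragments moved KI/+ to −0.22 and reversed KI/KI to −0.049; in KI/KI MDFs this filter favours loci higher with DMSO, the deeper list. Loci with the element gave −0.27 and 0.031, the 25% with the greatest heights −0.26 and 0.14, and loci in all 4 KI lists moved KI/KI to 0.10. Loci with a mean height of at least 30 fragments in the shallower list moved KI/+ to −0.41 and changed the sign in KI/KI to −0.063, with an interval that includes 0 (−0.12 to 0.016). For KI/KI over KI/+, with DMSO and nutlin-3a, the medians were 1.19 and 0.42 unscaled, 0.23 and 0.12 with the authors' fold enrichment, 0.10 and 0.023 with promoters at 1, 0.22 and 0.38 with at least 30 fragments, 0.10 and 0.28 with the element, 0.16 and 0.30 in the 25% with the greatest heights, 0.16 and 0.29 at the loci of at least 30 fragments in the shallower list and 0.088 and 0.30 at loci in all 4 KI lists. Here too the unscaled values follow from the ratio of coverages. The filter on at least 30 fragments favours loci higher in KI/KI MDFs, whose list was the deeper in both treatments.

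Peak counts fell under a fold enrichment of at least 5 to 3093 in KI/+ with nutlin-3a, 5003 and 6534 in KI/KI with DMSO and nutlin-3a, and 177 in wt with nutlin-3a. Thinning to the shallowest KI list left 4962 and 7447 KI/KI peaks. Both genotypes kept more peaks with nutlin-3a in each of these settings. Overlaps were lower under stricter definitions. With 50% of the shorter peak, DMSO peaks also called with nutlin-3a were 67.6% in KI/+ and 55.2% in KI/KI, and KI/+ peaks also called in KI/KI 89.4% with DMSO and 74.3% with nutlin-3a. Summits within 200 bp gave 65.9%, 54.7%, 86.4% and 73.7%. On chromosomes 1-19, X and Y without wt peaks, the KI/+ share between treatments was 67.4%, and at the stricter q-value the nutlin-3a share between genotypes was 79.7%.

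Shares with the element moved with its definition, which sets how many matches are allowed, and their order between lists and classes held in each definition run. They are given for KI/+ DMSO, KI/+ nutlin-3a, KI/KI DMSO and KI/KI nutlin-3a. At most 1 mismatch gave 18.8%, 8.59%, 7.49% and 5.52%, and at most 3 gave 30.0%, 18.0%, 14.3% and 11.6%, with 2.42% in wt with nutlin-3a. Windows of 50 bp to each side gave 9.43%, 5.45%, 3.97% and 2.80%, and windows of 250 bp gave 37.0%, 19.2%, 16.3% and 13.5%. A spacer of 0 to 13 bp gave 32.8%, 20.6%, 16.7% and 14.1%, with 1.90% in wt with DMSO. By class, for both treatments, DMSO only and nutlin-3a only, at most 1 mismatch gave 20.9%, 19.0% and 4.17% in KI/+ and 9.76%, 4.07% and 1.18% in KI/KI, with 13.1% and 1.27% in the highest and lowest 25% of KI/KI peaks with nutlin-3a by fold enrichment. At most 3 mismatches gave 36.2% for both treatments and 11.7% for nutlin-3a only in KI/+, 17.3%, 8.62% and 5.79% in KI/KI, and 23.1% and 5.70% in the highest and lowest 25%. Windows of 50 bp to each side gave 11.2%, 9.82% and 3.48% in KI/+, 4.69%, 2.54% and 0.880% in KI/KI, and 4.96% and 0.973% in the highest and lowest 25%. Windows of 250 bp gave 42.5%, 34.4% and 11.0%, then 21.3%, 10.2% and 5.72%, then 27.7% and 6.20%.

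Within 5 kb of a TSS lay 32.9% and 30.9% of wt, 55.9% and 62.5% of KI/+ and 65.1% and 63.7% of KI/KI summits with DMSO and nutlin-3a, as the wider distance requires. Of the target genes in wt, 1 had a peak with DMSO at the stricter q-value. A summit within 1 kb of a TSS gave 1 with DMSO and 0 with nutlin-3a in wt, and in KI/KI with nutlin-3a 4 fibroblast, 4 housekeeping and 3 other cell type genes. From 20 kb upstream to 20 kb past the end, 3 target genes in wt with nutlin-3a had a peak, and 12 housekeeping and 8 other cell type genes in KI/KI. Without wt peaks the wt numbers are 0 and 0 by construction.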

Differences from the paper's values

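None of the numbers of genes that could be compared with Dataset EV1 differed from the paper's by more than 1.5 times in the main setting, a protein-coding TSS within 1 kb of a summit. The paper's counts were 20, 21 and 687 genes in wt with DMSO, wt with nutlin-3a and KI/+ with DMSO, against 30, 25 and 727 here, and the stricter q-value gave 28, 24 and 705. Within 5 kb the counts were 57, 52 and 1079, over 1.5 times the paper's. The text does not name the rule by which genes were assigned to peaks.

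The paper states that binding at the loci occupied with DMSO rose after nutlin-3a, from profiles over all called regions in Fig. 2E. At shared loci in KI/+ MDFs the median log2 ratio was −0.14 on the 1x scale, and it was above 0 only with unscaled fragments (0.30) and the authors' fold enrichment (0.02, interval −0.01 to 0.04). In KI/KI MDFs it was 0.27, the direction the paper states, but 0.03 at loci with the p53 response element, and it fell below 0 in 3 settings set before the data were examined, of which the filter on 30 fragments favours loci higher with DMSO by construction, and in 1 added after, whose interval includes 0. For the main peaks of *Cdkn1a* and *Bbc3* the ratios were 0.984 and 0.835 in KI/+ and 1.03 and 1.12 in KI/KI MDFs on the 1x scale, with intervals that include 1; with unscaled fragments *Cdkn1a* was higher in KI/+ MDFs (1.33) and lower in KI/KI MDFs (0.713), and with the authors' fold enrichment it was higher in both (1.16 and 1.13), where *Bbc3* was at 0.991 and 1.11. The unscaled values follow the ratios of coverages, 1.35 in KI/+ and 0.690 in KI/KI MDFs, which move every locus alike. More peaks were called with nutlin-3a in both genotypes, by 2.23 and 1.11 times. Fig. 2E averages signal over regions called in any group, which is another measure than a median over loci called in both treatments. Its 1x depth also leaves out duplicate reads and blacklisted regions, steps that the methods do not name for the peak lists.

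The paper states that wt MDFs with nutlin-3a gave no signal, directly after its account of known TRP53 sites in Fig. 2F. At the genes of Fig. 2F, *Cdkn1a*, *Bbc3*, *Mdm2* and *Pmaip1*, the wt nutlin-3a list held no peak either. Over the whole genome it held 267 peaks. None of the 207 on chromosomes 1-19, X and Y had the element at 2 or fewer mismatches.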

Other observations

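Some target genes had lower FLAG-TRP53 peaks with nutlin-3a than with DMSO, beyond counting error on the 1x scale and with a ratio below 1 in each of the 4 scalings run. They were chosen after their values were seen, and counting error was computed for them on the 1x scale only. In KI/KI MDFs the unscaled and promoter scalings multiply every 1x ratio by 1 factor below 1. There only the authors' fold enrichment could have differed in direction. *Aen* in KI/KI MDFs fell from a 1x height of 117 to 53.3 (ratio 0.455, interval 0.337 to 0.606), followed by *Trp53cor1* at 0.533, *Ccng1* at 0.574, *Phlda3* at 0.604, *Trp53inp1* at 0.669, *Eda2r* at 0.673 and *Zmat3* at 0.680. *Btg2* was the 1 gene of 64 that was higher beyond counting error, at 44.4 and 66.9 (ratio 1.51, interval 1.09 to 2.09), and 64 intervals at 95% can give 1 such gene by counting error alone. In KI/+ MDFs *Tnfrsf10b*, *Trp53cor1*, *Ephx1*, *Trp53inp1*, *Phlda3* and *Eda2r* were lower in each scaling, at 0.443 to 0.685, and *Aen* at 0.658 was higher with the authors' fold enrichment (1.02). Over the target lists, the median ratio was 0.805 for 41 genes in KI/+ and 1.11 for 64 genes in KI/KI MDFs, directions that other scalings change.

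The tests of the *Trp53* peaks were written before the primers were matched to the genome, and the criterion on the edges of the intron 6 peak was added after the result was seen. The intron 6 peak (chromosome 11 from 69479669 to 69479797) was called in KI/KI MDFs with DMSO alone, with 115 fragments. A carried-over product of the *Trp53* knockout genotyping PCR may explain it, since 100% of the peak lies within the product of that primer pair (69479549 to 69479982). It stays open because the edges of the peak lie 120 bp and 185 bp inside the product, where fragments of a whole product would reach its ends. The intron 2 peak starts at 69477837 in all 6 lists, wt included, and 0% of it lies in a product of a listed pair; the product of the *FLAG-Trp53* pair ends 79 bp from it, which argues against carry-over of these products.

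The primers that the reagents table of the paper lists for genotyping p21-IRES-GFP mice gave a product in *Bbc3* on the reference genome (chromosome 7 from 16045824 to 16046121), and those it lists for Puma-tdtomato mice gave a product in *Cdkn1a* (chromosome 17 from 29318290 to 29318505). The methods section on genotyping lists the same primers under the other strain each, as these products require.

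Of the genes that the available part of Dataset EV1 names for KI/+ MDFs with DMSO, 420 of 653 (64.3%, Wilson interval 60.6 to 67.9%) had a TSS within 1 kb of a summit. In KI/+ with nutlin-3a it was 68.3%, and in KI/KI MDFs 72.5% with DMSO and 72.0% with nutlin-3a. In wt MDFs it was 3 of 14 genes (21.4%) with DMSO and 4 of 14 (28.6%) with nutlin-3a.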
